# Serotonergic modulation of vigilance states in zebrafish and mice

**DOI:** 10.1038/s41467-024-47021-0

**Published:** 2024-03-22

**Authors:** Yang Zhao, Chun-Xiao Huang, Yiming Gu, Yacong Zhao, Wenjie Ren, Yutong Wang, Jinjin Chen, Na N. Guan, Jianren Song

**Keywords:** Prefrontal cortex, Cellular neuroscience

## Abstract

Vigilance refers to being alertly watchful or paying sustained attention to avoid potential threats. Animals in vigilance states reduce locomotion and have an enhanced sensitivity to aversive stimuli so as to react quickly to dangers. Here we report that an unconventional 5-HT driven mechanism operating at neural circuit level which shapes the internal state underlying vigilance behavior in zebrafish and male mice. The neural signature of internal vigilance state was characterized by persistent low-frequency high-amplitude neuronal synchrony in zebrafish dorsal pallium and mice prefrontal cortex. The neuronal synchronization underlying vigilance was dependent on intense release of 5-HT induced by persistent activation of either DRN 5-HT neuron or local 5-HT axon terminals in related brain regions via activation of 5-HTR7. Thus, we identify a mechanism of vigilance behavior across species that illustrates the interplay between neuromodulators and neural circuits necessary to shape behavior states.

## Abstract (web summary)

To successfully escape a predator, animals usually maintain a vigilance state, the neural basis of which was unknown. Here, authors show a 5-HT driven mechanism operating at neural circuit level which shapes the vigilance state in zebrafish and mice.

## Introduction

The overt behavior of animals is orchestrated by variable internal brain states, in which neural dynamics have profound impact on sensation, cognition, and action^1–5^. Awake animals dynamically adjust their behavioral states as circumstances demand, which requires the brain to generate appropriate internal states that precede behavior change^4,6^. A specific internal state instructs the brain selectively to enhance the sensitivity of certain sensory inputs, while neglect the others^1,7–9^. Neural signature of internal states can be explicitly identified by examining patterns of neuronal activity in cortex or other parts of CNS in many species^2,4,5,7,10,11^.

To successfully detect or escape a predator, animals usually maintain a vigilance state, during which they reduce locomotion or even stay stationary while being alertly watchful and attentive to potential threats^7,12,13^. Animals in a state of vigilance have an enhanced sensitivity to aversive stimuli so as to react quickly to predation or dangers and avoid detection by not moving. This may have adverse effects on forging efficiency and group size but is vital for survival^12,13^. The emergence of vigilance behavior is usually triggered by either perceived external threats or internal self-cognition based on experience^7,14^, and must be precisely controlled by a corresponding internal brain state, which is maintained until relief of threats. To date, the neural signature representing such an internal brain state as well as its central control mechanism are still unknown. Given the universality of vigilance behavior, it is to be expected that this mechanism will operate in many species^1,2^.

5-HT neurons in dorsal raphe nucleus (DRN) provide the major ascending serotonin tone to the forebrain by anatomically broad axon-projection^15–19^ and contribute to shape behavior states^3,5,9,20–25^. Functional diversity of 5-HT neurons^15,17,26,27^ and spatial distribution and temporal activation of postsynaptic receptors^22,28^ should be considered together when evaluating the complex functions of 5-HT system in physiology and behavior^15,22,29,30^. However, it remains unclear how the DRN 5-HT system modulates the pattern of neural dynamics in order to control internal brain states. During wakefulness in mice, activation of the ascending norepinephrine system can promote an internal state transition from a synchronized state characterized by low-frequency fluctuation in a stationary animal to a desynchronized state with suppressed low-frequency fluctuation in a moving animal^4,6,11^. Studies showed that activation of DRN 5-HT neurons functions in the opposite way, changing an actively moving state into a locomotor-reduced or even stationary state when zebrafish and mice were presented with a variety of behavior challenges^17,23,31–34^. Whether DRN 5-HT neurons and the receptor-specific mechanism could be responsible for generating the internal brain state that underlies vigilance behavior requires further investigations.

Here we present evidence that an unconventional 5-HT-driven innate mechanism operating at circuit-level shapes the internal brain state underlying vigilance behavior in both zebrafish and mice. Persistent and intense activation of DRN 5-HT neurons by a conspecific alarm substance or genetic manipulation converted an internal desynchronized state of active locomotion into a persistent synchronized state of reduced locomotion or stationary behavior. The intense release of 5-HT in the central zone of dorsal pallium (pallial Dc region) of zebrafish and prefrontal cortex of mice generated and maintained the internal vigilance state characterized by low-frequency high-amplitude neuronal discharge in glutamatergic neurons via targeting of 5-HT7 receptors. Genetic ablation or pharmacological blockade of 5-HT7 receptors abolished the vigilance behavior. Selective optogenetic activation of DRN 5-HT neuron terminals in prefrontal cortex further proved above results and generated the internal vigilance state. Thus, this study provides evidence for an ancestral mechanism controlling vigilance behavior across species.

## Results

### CAS treatment induces a persistent vigilance behavior in zebrafish

Zebrafish was allowed to swim freely in a tank individually to characterize its response to conspecific alarm substance (CAS) treatment by video tracking (Fig. 1a, b). After CAS administration, the zebrafish displayed first a transient high-speed erratic swim and then quickly switched to a persistent reduced locomotion state characterized by a freezing-like behavior staying stationary at tank bottom for about 5 min followed by a slow-speed locomotion for another 20 min (Fig. 1b, c and Supplementary Movie 1). This reduced locomotion state was also observed even if the zebrafish was placed into a new tank filled with fresh water but did not occur when water was administrated as a negative control (Fig. 1b, c). To determine that the locomotor-reduced state is a truly petrified^35–37^ or highly vigilant state sensitized for the detection of potential dangers^23^, we measured the response threshold to aversive stimuli including sound, electric shock (Elect.), HCL, and cadaverine (Cadav.) in water- or CAS-treated fish (Fig. 1d and Supplementary Fig. 1). The zebrafish receiving CAS displayed significantly decreased thresholds to the above aversive stimuli, which slowly returned to the control level (Fig. 1d–f and Supplementary Fig. 1). No significant changes were observed in water-treated fish.

**Fig. 1:**
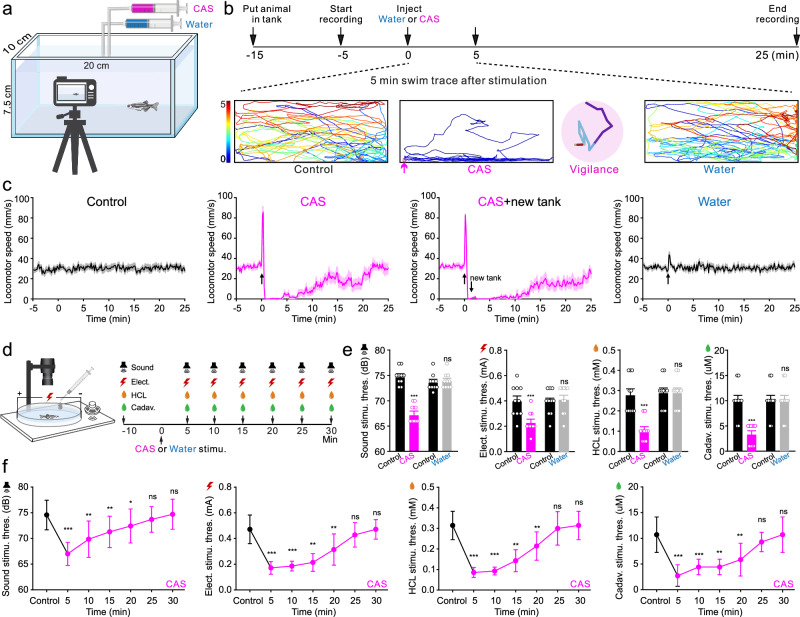
CAS reliably induces a persistent vigilance behavior with increased sensitivity to aversive stimuli in zebrafish. **a**, **b** Illustration of experiment setup and procedures. Bottom panels show typical 5 min swimming patterns before and upon water or CAS addition. **c** Statistics of locomotor speed analysis of 30-min video recording in four groups. The upward arrow indicates injection of CAS or water and the downward arrow indicates transfer of the zebrafish to a new tank with fresh water after CAS injection. Each graph represents the average trace of 10 fish. **d** Illustration of the design and timeline for detecting response thresholds to four aversive stimuli: sound, electric shock, HCl, and cadaverine five min after prior CAS treatment. **e** Comparison of mean response thresholds to aversive stimuli before and 5 min after CAS or water treatment. *N* = 10 fish in each group. **f** The persistent change of response thresholds to each stimulus after CAS treatment for 30 min. *N* = 6 fish in each group. All data are presented as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001; ns denotes no significant difference. For detailed statistics, see Supplementary Table 2. Source data are provided as a Source Data file.

CAS treatment serving as an alarm signal reliably generates a persistent vigilance behavior state characterized by being motionless but simultaneously alert to aversive stimuli in zebrafish. This provides a robust model system to study the neural basis of internal brain state underlying vigilance behavior.

### Neural signature of internal vigilance state

To identify the pattern of neural dynamics underlying vigilance behavior, we examined neuronal activity of dorsal pallium by volume scanning of intracellular calcium signal with two-photon microscope in the *Tg(HuC:H2B-GCaMP6f)* fish line with pan-neuronal nucleus-localized GCaMP6f (Fig. 2a, b). The volumetric imaging of the whole dorsal pallium in six layers revealed spatiotemporal pattern of neuronal activity. After CAS treatment, a large proportion of neurons in both hemispheres of dorsal pallium immediately switched calcium dynamic pattern from a desynchronized state to a persistent synchronized state displaying low-frequency high-amplitude oscillations (Fig. 2c, d and Supplementary Movie 2). A volumetric stack of six imaged layers showed that the vast majority of synchronized neurons were located in the central zone of dorsal pallium (pallial Dc region, homologous to mammalian cortex)^38^ (Fig. 2e, f and Supplementary Fig. 2). High synchrony of neuronal oscillation after CAS treatment was confirmed statistically by a cross-correlation coefficient between individual neurons (Fig. 2g). Oscillation numbers in the synchronized state decreased as locomotor speed increased (Fig. 2h, i). Moreover, the duration of synchronized neuronal oscillation was similar to the period of persistently decreased threshold of aversive stimuli (Fig. 2h, i). These data suggest that CAS treatment initiates and maintains an internal synchronized state of neuronal dynamics underlying vigilance behavior in zebrafish.

**Fig. 2:**
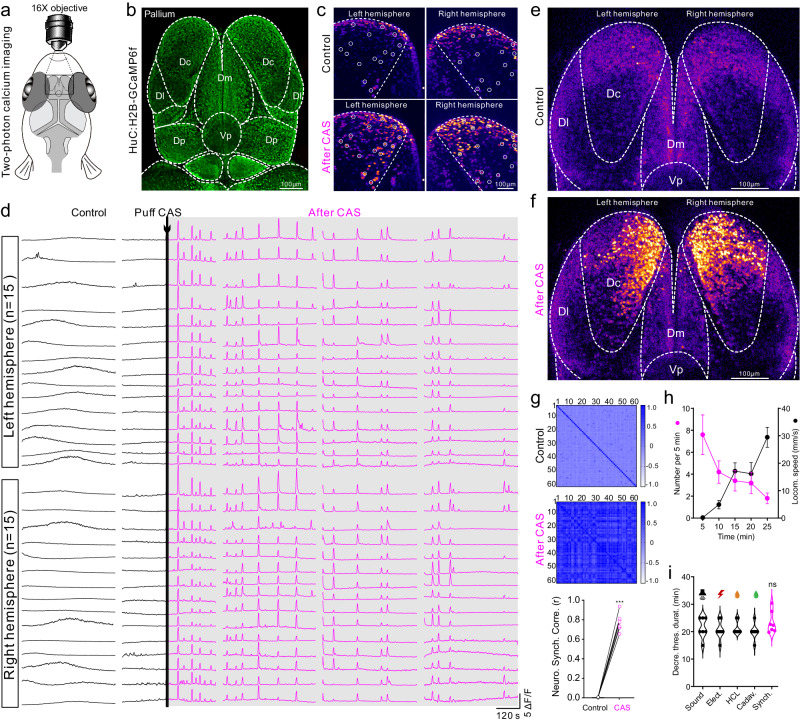
The neural signature of vigilance state is characterized by low-frequency high-amplitude neuronal synchrony in Dc region of zebrafish. **a** Illustration of two-photon calcium imaging of zebrafish dorsal pallium. **b** Image stack showing divisions of zebrafish dorsal pallium in the *HuC:H2B-GCaMP6f* fish line. Dc, Dm, Dl, and Dp standing for central, medial, lateral, and posterior zones of dorsal pallium; Vp representing ventral pallium. **c** Calcium imaging with cellular resolution in Dc region before and after CAS treatment. Each white circle indicates a single neuron. **d** Analyzed traces of calcium oscillation of 30 neurons in both left and right Dc region as indicated in (**c**) for 30 min. After CAS treatment, these neurons display synchronized calcium oscillations. **e**, **f** Stack image of 6-layer volume-scan of the whole dorsal pallium in zebrafish before and after CAS treatment showing the spatiotemporal pattern of neuronal activity. **g** Paired Pearson correlation analysis of calcium oscillation between neurons (*n* = 60) in Dc region before and after CAS treatment, and statistics of correlation coefficient for seven fish. The scale bar indicates Pearson *r* value. **h** Continuous decrease of synchronized oscillation numbers is accompanied with a persistent increase of locomotor speed in zebrafish after CAS treatment. *N* = 5 fish. **i** Duration of decreased response thresholds to four aversive stimuli and the duration of neuronal synchrony. *N* = 7 fish. Images in (**b**, **c**), **e**, **f** represents results from six independent experiments. All data are presented as mean ± SEM. ***P < 0.001; ns denotes no significant difference. For detailed statistics, see Supplementary Table 2. Source data are provided as a Source Data file.

### Persistent activation of DRN 5-HT neurons shapes the vigilance state

The involvement of DRN 5-HT neurons in locomotor reduction^23,32^ prompted us to study their role in vigilance. We examined the function of DRN 5-HT neurons in controlling the internal vigilance state by two-photon imaging in the *Tg(tph2: Gal4;UAS:GCaMP6f)* fish line (Fig. 3a). CAS treatment induced an immediate and intense activation of nearly all DRN 5-HT neurons that lasted for more than 120 s (Fig. 3b–d and Supplementary Fig. 3a). This was confirmed by extracellular recordings of individual 5-HT neurons persistently discharging at a much higher frequency in *Tg(tph2: GFP)* line (Fig. 3e–h). These findings suggest a persistent and intense activation of DRN 5-HT neurons induced by CAS treatment that closely correlates with the advent of the internal vigilance state.

**Fig. 3:**
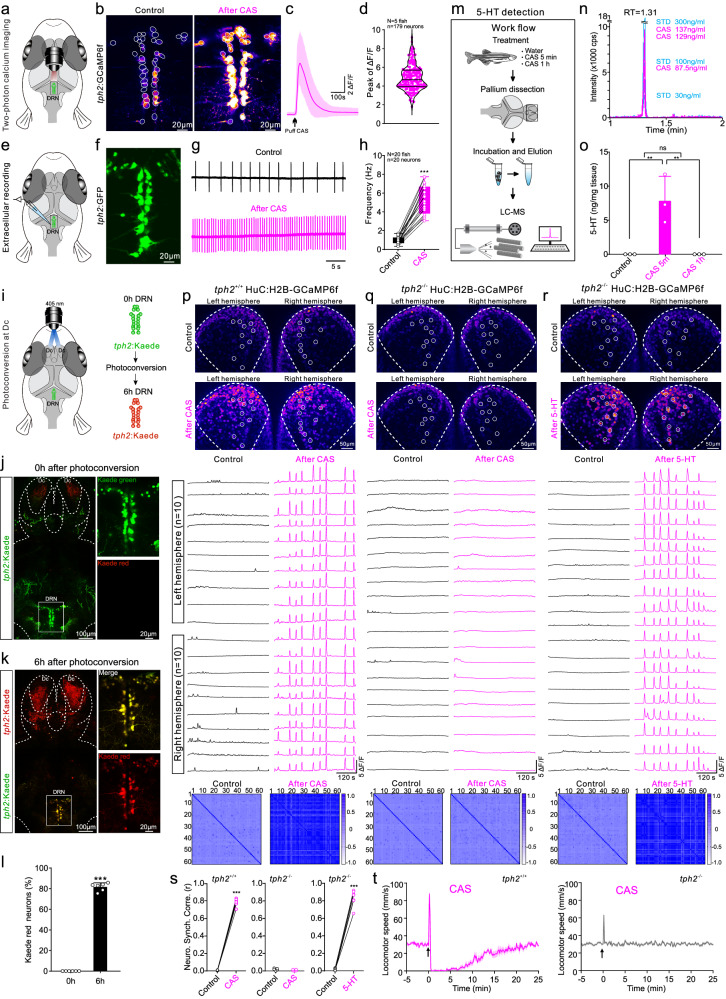
CAS treatment generates and maintains internal synchronized state and vigilance behavior through persistent and intense activation of DRN 5-HT neurons in zebrafish. **a** Configuration for performing two-photon calcium imaging on DRN 5-HT neurons in the *tph2:GCaMP6f*. **b** Typical images illustrating calcium change after CAS treatment. **c** Averaged calcium changes of 40 neurons in response to CAS treatment in one fish. **d** Statistical quantification of calcium activity in 179 neurons from five fish. **e**, **f** Configuration of extracellular recordings from DRN 5-HT neurons using *tph2:GFP*. **g**, **h** Typical extracellular recording from one neuron (**g**) and statistic of firing frequency of 20 neurons from 20 fish (**h**) before and after CAS treatment. Center of boxplots is the median, upper and lower limits of boxes are the first and third quartile respectively and the upper and lower limits are the maxima and minima. **i** Illustration of photo-conversion of DRN 5-HT neurons in *tph2:Kaede*. **j**, **k** Fluorescent images showing converted Kaede protein from 5-HT projections in Dc region transported to DRN 5-HT soma (enlarged white box) after 6 h. **l** Mean data of conversion percentage. **m** LC–MS workflow for detection of 5-HT concentration in dorsal pallium after CAS treatment. **n** Mass spectrometry chromatograms showing retention time of standard serotonin (blue) and elution samples at 5 min after CAS treatment (pink). **o** Mean concentration of 5-HT in dorsal pallium at 5 min, 1 h after CAS treatment, and in control group. **p**–**r** Two-photon calcium images and the analyzed data showing CAS-induced neuronal synchronization in Dc region in *tph2*^+/+^ *HuC:H2B-GCaMP6f* (**p**). The neuronal synchronization disappeared in *tph2*^−^^*/*^^−^ *HuC:H2B-GCaMP6f* after CAS treatment (**q**), which is restored by exogenous application of 5-HT (**r**). **s** Illustration of the correlation coefficient for the data presented in (**p**–**r**). **t** Quantification of locomotor speed of *tph2*^*+/+*^ and *tph2*^−^^*/*^^−^ fish in response to CAS treatment in 30-min recording. Images in b, j-k represents results from six independent experiments. All data are presented as mean ± SEM. **P < 0.01, ***P < 0.001; ns denotes no significant difference. For detailed statistics, see Supplementary Table 2. Source data are provided as a Source Data file.

To determine if activation of DRN 5-HT neurons could contribute to generation of the internal vigilance state, we first confirmed the projection pattern of these neurons to the Dc region using photoconvertible *Tg(tph2: kaede)* fish line (Fig. 3i). Kaede photo-conversion of axon terminals specifically targeted to the Dc region converted the green fluorescence to red in about 82% of DRN 5-HT neuron soma, confirming the intense projection of these neurons into the Dc region (Fig. 3j–l). Release of 5-HT in dorsal pallium after CAS treatment was also measured using liquid chromatography-mass spectrometry (LC–MS, Fig. 3m). We found that the concentration of 5-HT in the dorsal pallium was robustly increased at 5 min after CAS stimulation and then after reuptake or metabolized returning to control levels after 1 h (Fig. 3n, o). We next generated a *tph2* (*tryptophan hydroxylase 2*) null mutant line *tph2*^−^^*/*^^−^ *Tg(HuC:H2B-GCaMP6f)* to evaluate the function of 5-HT neurons in generating and maintaining neuronal synchrony of internal vigilance state by genetic ablation of these neurons. Compared with their wild-type siblings, CAS treatment failed to induce neuronal synchrony in the Dc region of the *tph2*^−^^*/*^^−^ line, while exogenous application of 5-HT restored that synchrony (Fig. 3p–s). Consistent with the loss of neuronal synchrony, the *tph2*^−^^*/*^^−^ fish did not display any characteristics of the vigilance behavior after CAS treatment, while their siblings responded normally (Fig. 3t). Consistently, chemogenetic ablation of raphe 5-HT neurons using the *Tg(tph2: Gal4;UAS:nfsB-mCherry)* crossed with the *Tg(HuC:H2B-GCaMP6f)*^39^ further confirmed that loose of 5-HT neurons abolished both CAS-induced neuronal synchrony and vigilance behavior (Supplementary Fig. 3). The further experiments demonstrated that the erratic swim (EMG) occurred first, then the intense activation of DRN 5-HT neurons followed and finally the neuronal synchrony in Dc appeared (Supplementary Fig. 3b).

In conclusion, CAS treatment induced persistent and intense activation of raphe 5-HT neurons, resulting in strong release of 5-HT in the Dc region through long-projecting axon. The high concentration of 5-HT in the Dc region generated and maintained the internal synchronized state with low-frequency high-amplitude neuronal oscillation as well as the vigilance behavior. As the decrease of 5-HT concentration in the Dc region, the number of synchronized neuronal oscillation subsequently declined and the threshold of aversive stimuli gradually returned to the control level.

### The synchronized neurons in Dc are *5-HT7a*-expressing neurons

We determined to identify the receptor-specific mechanism allowing 5-HT to produce the neuronal synchronization in Dc region. We performed whole-cell recording in both synchronized and non-synchronized neurons in the *Tg(HuC:H2B-GCaMP6f)* fish line under two-photon microscope, which enabled us to correlate single neuron activity with synchronized oscillation of neuronal population (Fig. 4a, b). In the recorded synchronized neurons, CAS treatment switched the spontaneous firing pattern into a bursting firing pattern and a post-inhibitory rebound consistently occurred at the onset of each synchronized oscillation (Fig. 4c, e), which was not observed in the non-synchronized neurons (Fig. 4d, f and Supplementary Fig. 4a, b). We further performed single-cell RNA-sequencing in the two identified neuron types (Fig. 4g), which revealed that the synchronized neurons expressed much higher level of glutamate transporter genes (*slc17a7a, slc17a6a*), while non-synchronized neurons showed significantly higher expression of *gad1b*, suggesting that synchronized neurons are primarily glutamatergic, while non-synchronized neurons are mainly GABAergic (Fig. 4h). 

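Neurons of the Dc region were imaged after CAS in 4 to 5 weeks old Tg(HuC:H2B-GCaMP6f) fish, which carry a calcium indicator in neuronal nuclei. Neurons that joined the synchronized oscillation and neurons that did not were collected separately with a glass pipette. There were 10 libraries of each group, each taken here as 1 cell, sequenced with 75 bp paired-end reads. The authors deposited raw read counts for 18820 Ensembl genes, and the submitters' processing notes name the danRer11 genome and edgeR 3.14.0. The aligner and the counting program are not given in the sources used here. Total counts were 795838 to 2493351 in the synchronized libraries (median 1873458) and 1131532 to 3144155 in the non-synchronized libraries (median 2338582). The number of genes with at least 1 count was 6878 to 10878 and 5588 to 9925, respectively. Counts were divided by the library's total to give CPM, and the mean and SD were taken over the cells of a group. The paper names edgeR's CPM function and the exclusion of low-expression genes. The fish each cell came from is not named, so each group was treated as 1 sample and no test was computed. The SD is therefore a spread between cells. Intervals for a share of cells treat the cells as independent and do not cover differences between fish, and the floor for a count of 0 covers counting error only, since reads were counted without molecular identifiers. Genes of other cell types were also counted. The summed CPM of 10 microglia and leukocyte genes was 3466 in non-synchronized cell 13, 2963 in cell 22 and 1502 in cell 19-1, and at most 381 in the synchronized cells. The summed CPM of 7 red blood cell genes was 11268 in synchronized cell 5 and 1630 in synchronized cell 4-1, and 14956 and 6704 in non-synchronized cells 6 and 5. Several of the counts below are also given without these 7 libraries, which left 8 synchronized and 5 non-synchronized cells, an alternative chosen after seeing the data. This alternative also removed most of the cells rich in GABA genes, as given below.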

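The vesicular glutamate transporter genes were higher in the synchronized cells, and the genes of GABA synthesis and vesicular transport were higher in the non-synchronized cells. slc17a7a (ENSDARG00000016480) averaged 61.8 ± 79.1 CPM (SD, n = 10 cells) in synchronized and 19.3 ± 43.8 CPM (SD, n = 10 cells) in non-synchronized neurons, a 3.2-fold difference, and was detected in 9 and 3 cells. Non-synchronized cell 5 carried most of the lower mean, and without it the difference was 9.07-fold. slc17a6a (ENSDARG00000001127) averaged 274 ± 139 and 158 ± 176 CPM, a 1.73-fold difference smaller than the SD of either group, and was detected in 10 and 9 cells. Its log2 ratio of 0.78 turned to -0.87 with upper-quartile scaling, which was tried after the data were seen. That scaling put the effective size of non-synchronized library 15, the cell with the highest slc17a6a value, at 107455 against a total of 1131532. It also put non-synchronized 6 and synchronized 5 at 268637, against totals of 2496720 and 1272118. Here and below, it thereby raised the CPM of these cells. gad1b (ENSDARG00000027419), which encodes a GABA-synthesizing enzyme, averaged 2.47 ± 2.89 CPM in synchronized and 38.1 ± 46.1 CPM in non-synchronized neurons, 15.4-fold higher in the latter, and was detected in 5 and 8 cells. Without the 7 libraries rich in microglia or blood genes, the means were 71.4 and 12.0 CPM for slc17a7a and 2.14 and 6.95 CPM for gad1b.

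Other genes of the same groups differed in the same direction. slc17a6b, a further glutamate transporter gene, averaged 142 ± 105 and 38.7 ± 39.2 CPM, and its log2 ratio of 1.85 was 0.24 with upper-quartile scaling. gad2, the other GABA-synthesizing enzyme, averaged 38.7 ± 121 CPM in synchronized and 970 ± 1417 CPM in non-synchronized neurons, 25.1-fold higher in the latter, but the synchronized mean was 0.537 CPM without cell 4-1 and the fold was 16.6 without non-synchronized cell 5. slc32a1, the vesicular GABA transporter, averaged 29.9 ± 92.4 and 176 ± 255 CPM, with a synchronized mean of 0.675 CPM without cell 4-1, a non-synchronized mean of 111 CPM without cell 18, and a log2 ratio of -2.51 that was -4.71 with upper-quartile scaling. The means without the 7 libraries were 0.604 and 460.5 CPM for gad2 and 0.759 and 152 CPM for slc32a1. These non-synchronized means rested largely on cell 18. Its sum of gad1b, gad2 and slc32a1 was 3030 CPM, against at most 59.2 CPM in the other non-synchronized cells kept. All 3 measured members of the glutamatergic list had a higher mean CPM in the synchronized cells, the measure by which list members are counted throughout, with a median difference in mean log2(CPM + 10) of 1.42, at percentile 99.0 of 10000 random lists of the same size matched on expression. All 5 measured members of the GABAergic list were higher in the non-synchronized cells, with a median difference of -1.87, below every random list. The 3 glutamatergic members are the transporter genes given above, so that list adds no further gene. The GABAergic list includes gad1b, gad2 and slc32a1, also given above, and its median is the slc32a1 value. It is therefore mostly not separate support for these genes. Beyond them, slc6a1b averaged 78.4 ± 154 and 806 ± 1286 CPM, 10.3-fold higher in the non-synchronized cells (6.72-fold without non-synchronized cell 6). Random lists draw genes and not cells, so a percentile does not measure the spread between cells or fish. Without the 7 libraries, 4 of the 5 were higher in the non-synchronized cells and the median difference was -0.75.

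The groups were less separate cell by cell. The sum of slc17a7a, slc17a6a and slc17a6b exceeded the sum of gad1b, gad2 and slc32a1 in 9 of 10 synchronized cells (exact binomial 95% interval 55.5% to 99.7%). The exception was cell 4-1, with 233 and 683 CPM. The glutamate transporter sum was also the higher one in 5 of 10 non-synchronized cells (18.7% to 81.3%), namely 10, 10-1, 15, 17 and 19-1, and the GABA sum in the other 5. In non-synchronized cells 10 and 17, however, the glutamate transporter sum was 67.4 and 88.4 CPM, below the lowest synchronized value of 165 CPM. The GABA sum of cell 17 was 59.2 CPM. Without the 7 libraries, the glutamate transporter sum was higher in 8 of 8 synchronized and in 4 of 5 non-synchronized cells. The 7 libraries include synchronized cell 4-1 and non-synchronized cells 5, 6, 13 and 22, all with the higher GABA sum. The shares among the cells kept therefore follow in part from which cells were left out. From the higher glutamate transporter genes in one group and the higher gad1b in the other, the paper proposes that synchronized neurons are primarily glutamatergic and non-synchronized neurons mainly GABAergic.

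**Figure D1:**
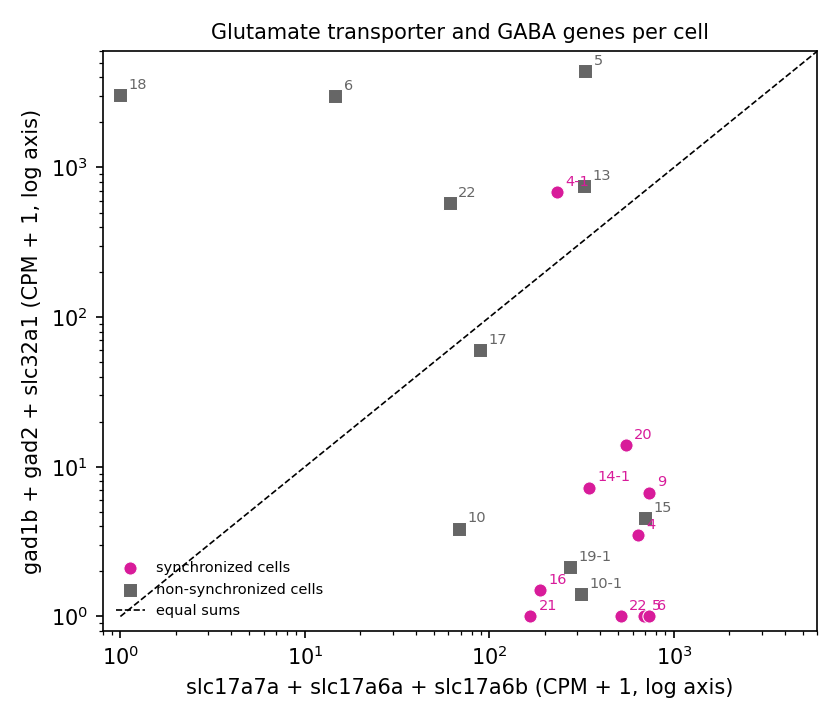
Summed CPM + 1 of slc17a7a, slc17a6a and slc17a6b (x axis) against that of gad1b, gad2 and slc32a1 (y axis) in each cell, on log axes. Each point is a synchronized (pink circle) or non-synchronized (gray square) cell with its label number, and the dashed line marks equal sums; 9 of 10 synchronized and 5 of 10 non-synchronized cells lie below it.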

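htr7a (ENSDARG00000056949), which encodes a 5-HT7 receptor that raises cAMP through the G protein Gs, was detected in 9 of 10 synchronized cells and in 0 of 10 non-synchronized cells. It averaged 47.1 ± 55.9 CPM (SD, n = 10 cells) in the synchronized neurons, ranging from 0 in cell 5 to 146 in cell 16. The summed count was 920 in the synchronized libraries, or 51.3 CPM of their summed total, and 0 in the non-synchronized libraries. Against a floor of 3 counts over the summed total of the non-synchronized group, or 0.139 CPM, the summed value was at least 367-fold higher in synchronized neurons. A count of 0 of 10 cells allows a share of up to 30.8% (exact binomial 95% interval), so its absence from all non-synchronized neurons cannot be read from these cells. At least 5 htr7a counts were found in 7 synchronized cells, and with every library thinned to 795838 counts, 7 to 9 synchronized cells held a count. Without the 7 libraries rich in microglia or blood genes, it was detected in 8 of 8 and 0 of 5 cells.

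Of 10 measured 5-HT receptor genes, 7 were higher in the synchronized and 3 in the non-synchronized cells, with a median difference of 0.19 (percentile 73.5; 0.12 without synchronized cell 22, 0.33 without the 7 libraries). htr1aa, a receptor coupled to the inhibitory G protein Gi, averaged 21.1 ± 38.2 and 1.05 ± 3.31 CPM and was detected in 4 and 1 cells. The 1 non-synchronized cell was cell 22, and without synchronized cell 14-1 the mean was 11.2 CPM. htr5ab averaged 13.6 ± 31.4 and 2.63 ± 7.42 CPM, with a synchronized mean of 3.90 CPM without cell 22 and a non-synchronized mean of 0.297 CPM without cell 17. With the 7 libraries left out, htr1aa averaged 26.4 and 0 CPM and htr5ab 16.9 and 5.16 CPM. htr7c, a paralog of htr7a, averaged 10.6 ± 32.9 CPM in synchronized and 41.8 ± 82.7 CPM in non-synchronized neurons, with means of 0.167 CPM without synchronized cell 4 and 16.8 CPM without non-synchronized cell 15, and a log2 ratio of -1.88 that was -5.17 with upper-quartile scaling. Of 23 measured genes of cAMP signalling, 16 were higher in the synchronized and 7 in the non-synchronized cells (median difference 0.48, percentile 97.4). Among them gnas, the Gs alpha subunit, averaged 128 ± 58.4 and 97.47 ± 102 CPM, a difference smaller than the SD of either group. The member with the largest difference in mean log2(CPM + 10), adcy2b, went the other way, at 4.12 ± 10.9 and 50.0 ± 49.8 CPM. The list also holds phosphodiesterase genes, whose products degrade cAMP, so its direction does not give that of cAMP.

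**Figure D2:**
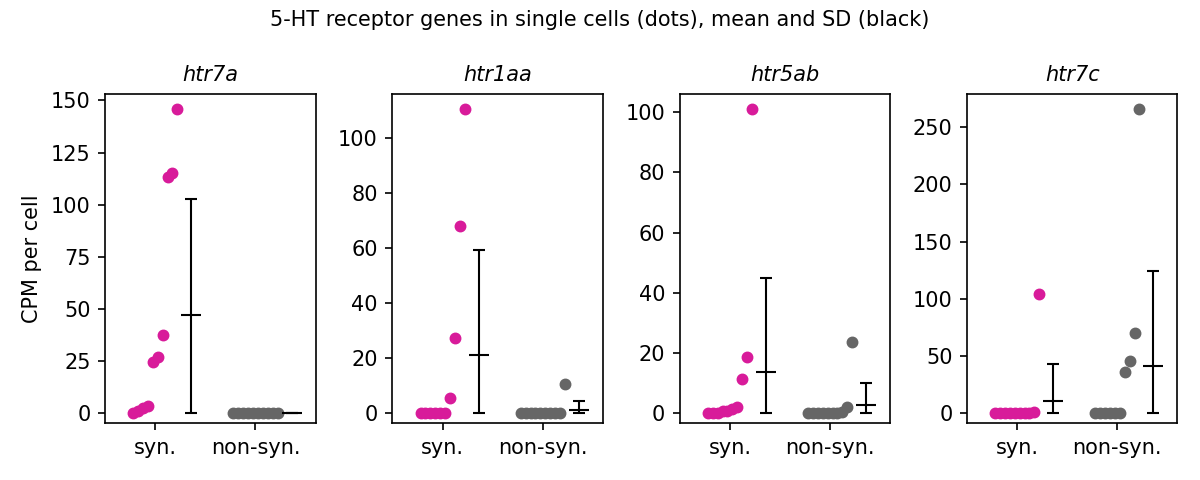
CPM per cell (y axis) of htr7a, htr1aa, htr5ab and htr7c in synchronized (pink) and non-synchronized (gray) neurons. Dots are cells and black marks give the mean and SD over 10 cells; htr7a is above 0 in 9 synchronized and 0 non-synchronized cells.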

Among the 5-HT receptor genes found, *htr7a* was exclusively expressed in the synchronized neurons (Fig. 4h).

**Fig. 4:**
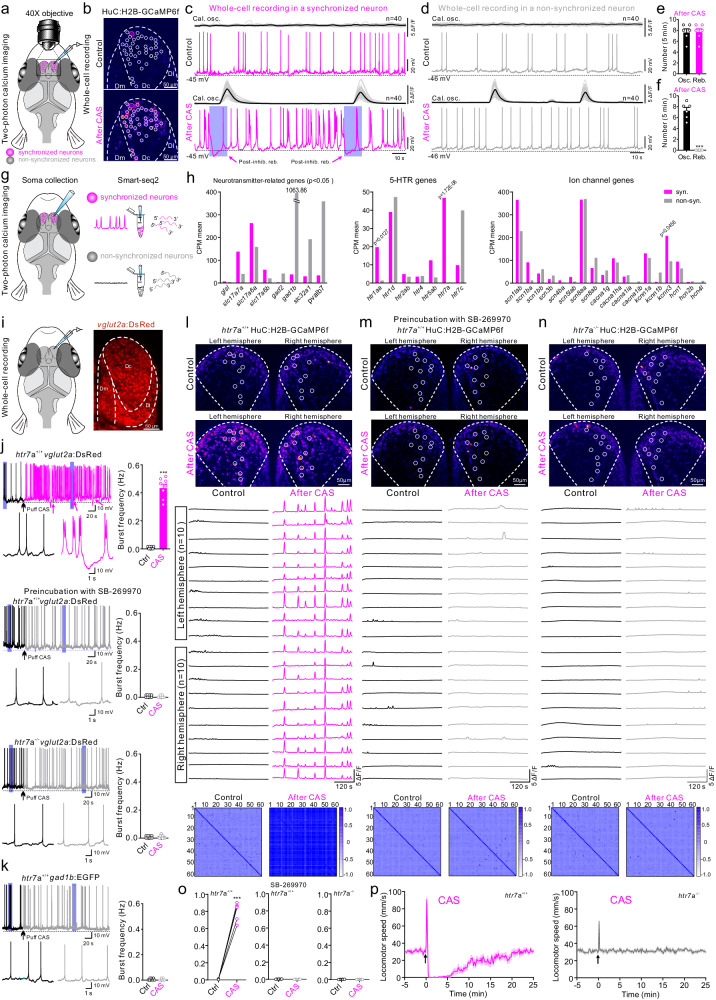
The released 5-HT generated internal synchronized state through acting on 5-HTR7 of glutamatergic neurons in Dc region. **a** Experimental setup combing two-photon calcium imaging with whole-cell recording of synchronized (pink) or non-synchronized (gray) neurons in Dc region of *HuC:H2B-GCaMP6f*. **b** Calcium imaging showing synchronized neurons (white circles) after CAS treatment and the recorded neuron (pink circle). Image represents results from six independent experiments. **c**, **d** Whole-cell recording of a synchronized (**c**) or non-synchronized (**d**) neuron along with simultaneous two-photon calcium imaging of 40 neurons in Dc region before and after CAS treatment. The post-inhibitory rebound in membrane potential of the synchronized neurons aligns with the onset of corresponding calcium oscillations. **e**, **f** Statistic of calcium oscillation and post-inhibitory rebound per 5 min after CAS administration in synchronized (**e**) and non-synchronized (**f**) neurons. **g** Illustration of identification and collection of the synchronized and non-synchronized neurons for RNA-sequencing. **h** Differences in gene expression of neurotransmitters, 5-HT receptors, and ion channels between the synchronized and non-synchronized neurons. **i** Illustration of whole-cell recordings of glutamatergic neurons in the Dc region using *vglut2a:DsRed*. **j** CAS treatment induced bursting firing and post-inhibitory rebound in glutamatergic neurons in Dc region of *htr7a*^*+/+*^ *vglut2a:DsRed* (upper). Preincubation of 5-HT7 receptor antagonist SB-269970 (0.3 μM, middle) or using *htr7*^−^^*/*^^−^ *vglut2a:DsRed* (lower) prevented the burst firing and post-inhibitory rebound. The shaded area is enlarged. **k** CAS treatment had no effect on the electrical activity of GABAergic neurons in *htr7a*^*+/+*^ *gad1b:EGFP* fish. **l**–**n** Two-photon calcium images, the analyzed data and cross-correlation analysis of calcium oscillation between 60 neurons showing neuronal synchronization in Dc region after CAS treatment in *htr7a*^*+/+*^ *HuC:H2B-GCaMP6f* (**l**). Preincubation of SB-269970 prevented CAS-induced neuronal synchronization in (**m**). The neuronal synchronization disappeared in *htr7a*^−^^*/*^^−^ *HuC:H2B-GCaMP6f* after CAS treatment (**n**). **o** Statistics of correlation coefficient in (**l**–**n**). Each point represents the mean value of one fish. **p** Quantification of locomotor speed of *htr7a*^*+/+*^and *htr7a*^−^^*/*^^−^ fish in response to CAS treatment in 30-min recording. *N* = 10 fish. All data are presented as mean ± SEM. ***P < 0.001. For detailed statistics, see Supplementary Table 2. Source data are provided as a Source Data file.

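Of the 18 ion channel genes of Fig. 4h, 9 had a higher mean CPM in synchronized and 9 in non-synchronized neurons, and 4 and 3 of them differed at least 2-fold. The split was 8 and 10 without the 7 libraries rich in microglia or blood genes. The sodium channel beta subunit gene scn1ba averaged 93.9 ± 113 CPM (SD, n = 10 cells) in synchronized and 11.3 ± 13.5 CPM in non-synchronized neurons, an 8.32-fold difference. The sodium channel gene scn1lab averaged 376 ± 284 and 226 ± 185 CPM, and its log2 ratio of 0.73 turned to -0.30 with upper-quartile scaling. For scn8aa the means were nearly equal, at 379 ± 253 and 376 ± 515 CPM; the order turned with several single cells left out and with TMM, and without non-synchronized cell 15 the non-synchronized mean was 220.1 CPM. hcn4l and the T-type calcium channel gene cacna1ib were higher in non-synchronized neurons but low in both groups, at 0.292 and 8.99 CPM and at 0.251 and 6.64 CPM. The non-synchronized mean of hcn4l was 3.57 CPM without cell 19-1 and that of cacna1ib 2.19 CPM without cell 5; the synchronized mean of hcn4l was 0.149 CPM without cell 5, and cacna1ib rested on 2 counts in synchronized cell 4.

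In the wider families, 7 of 11 measured sodium channel genes were higher in synchronized neurons (median difference 0.32, percentile 79.0; 0.17 without synchronized cell 4-1 and 0.52 without non-synchronized cell 18), and 5 of 11 without the 7 libraries, with a median difference of -0.0059. Of 16 calcium channel genes, 10 were higher in synchronized neurons (median difference 0.19, percentile 63.0; 0.11 and 8 of 16 without synchronized cell 14-1, 0.29 without cell 21 or cell 22), and 9 of 16 without the 7 libraries, with a median difference of 0.06. The N-type channel gene cacna1ba averaged 155 ± 143 and 52.7 ± 53.6 CPM. Of 17 voltage-gated potassium channel genes, 6 had a higher mean CPM in synchronized and 11 in non-synchronized neurons. Their median difference in mean log2(CPM + 10), another measure, was 0.05 (percentile 35.1), a value whose sign changed with the cell left out (-0.13 to 0.19) and with TMM scaling, and which was 0.02 without the 7 libraries. Parvalbumin gene pvalb7 averaged 36.7 ± 113 and 329 ± 741 CPM, with 0.824 CPM in synchronized neurons without cell 4 and 99.3 CPM in non-synchronized neurons without cell 17. glsl, a glutaminase gene, averaged 7.27 ± 8.31 and 4.1 ± 7.55 CPM, or 1.98 CPM in non-synchronized neurons without cell 22. Without the 7 libraries, the synchronized and non-synchronized means were 117 and 8.01 CPM for scn1ba, 351 and 586 CPM for scn8aa, 0.314 and 3.87 CPM for cacna1ib, 45.8 and 629 CPM for pvalb7, and 8.19 and 1.06 CPM for glsl.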

To validate the RNA-sequencing results, the *htr7a*^−^^*/*^^−^ Tg*(vglut2a:DsRed)* fish line was generated (Fig. 4j). After CAS treatment all *vglut2a*-positive neurons recorded by whole-cell patch-clamp in the Dc region of wild-type animals changed their discharge pattern from spontaneous to persistent burst firing, during which the occurrence of post-inhibitory rebound was constantly observed (Fig. 4j). The bursting firing pattern as well as the post-inhibitory rebound disappeared in animals either when preincubated with a selective 5-HT7 receptor antagonist SB-269970 (Fig. 4j) or when using the *htr7a*^−^^*/*^^−^ Tg*(vglut2a:DsRed)* animal (Fig. 4j). The same results were obtained by exogenous application of 5-HT instead of CAS treatment (Supplementary Fig. 4c). We never found any whole-cell recorded GABAergic neurons changed its firing pattern after CAS administration (Fig. 4k). This confirmed that the neurons displaying low-frequency high-amplitude synchronized oscillation are *htr7a*-expressing glutamatergic ones.

The neuronal synchrony underlying the internal vigilance state in the Dc region was also prevented by preincubation with a selective 5-HT7 receptor antagonist or when using *htr7a*^−^^*/*^^−^ *Tg(HuC:H2B-GCaMP6f)* fish line (Fig. 4l–o). Exogenous application of 5-HT failed to restore the neuronal synchrony due to the absence of 5-HT7 receptors in the *htr7a*^−^^*/*^^−^*Tg(HuC:H2B-GCaMP6f)* fish (Supplementary Fig. 4d). The behavior analysis showed that CAS treatment failed to generate and maintain the vigilance behavior in the *htr7a*^−^^*/*^^−^ fish (Fig. 4p and Supplementary Movie 3). 5-HT7 receptor activation was previously shown to inhibit SK channels and thus increase neuronal excitability^40–42^. 

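kcnn3 (ENSDARG00000019753) encodes a small-conductance calcium-activated potassium channel, or SK channel. It averaged 211 ± 114 CPM (SD, n = 10 cells) in synchronized and 89.5 ± 116 CPM (SD, n = 10 cells) in non-synchronized neurons, a 2.36-fold difference of about the spread between cells. Non-synchronized cell 18 stood at 389 CPM, and without it the difference was 3.75-fold. The means were 192 and 111 CPM without the 7 libraries rich in microglia or blood genes. Every cell of both groups held kcnn3 counts, so the difference is one of level and not of detection. The SK channel gene kcnn1a averaged 134 ± 116 and 105 ± 91.0 CPM, and its log2 ratio of 0.35 turned to -1.20 with upper-quartile scaling and to -0.09 without the 7 libraries, both chosen after seeing the data. kcnn1b was higher in the non-synchronized neurons, at 5.37 ± 12.8 and 42.6 ± 83.4 CPM, with means of 1.37 CPM without synchronized cell 20 and 17.9 CPM without non-synchronized cell 18. Of 7 measured SK and HCN channel genes, 4 were higher in the synchronized and 3 in the non-synchronized cells. Their median difference of 0.30 (percentile 78.6) was 0.02 without synchronized cell 4-1, 0.18 without non-synchronized cell 10-1 and 0.05 without the 7 libraries.

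**Figure D3:**
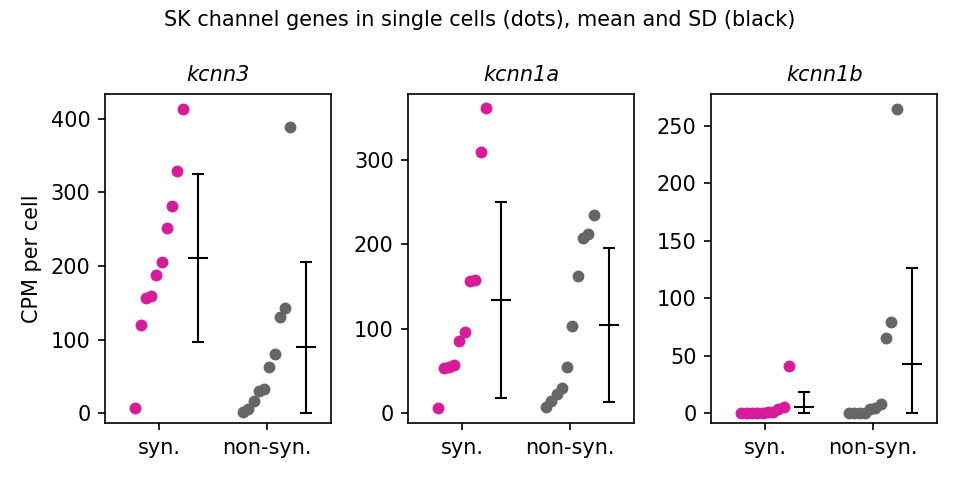
CPM per cell (y axis) of kcnn3, kcnn1a and kcnn1b in synchronized (pink) and non-synchronized (gray) neurons. Dots are cells and black marks give the mean and SD over 10 cells; the highest non-synchronized kcnn3 value is that of cell 18, at 389 CPM.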

We found that the *kcnn3* gene encoding SK channels was enriched in the synchronized neurons (Fig. 4h). Preincubation with a SK channel activator abolished the bursting firing pattern as well as the post-inhibitory rebound in glutamatergic neurons in Dc region induced by CAS treatment or application of 5-HT (Supplementary Fig. 4e, f), suggesting that 5-HT7-receptor activation triggers inhibition of SK channels. An additional 5-HT receptor mutation fish line was generated and these fish reliably displayed vigilance behavior after CAS treatment (Supplementary Fig. 4g–j).

In brief, the intense release of 5-HT induced by CAS treatment activates 5-HT7 receptors on glutamatergic neurons in the Dc region, which results in altered neural circuit activity pattern and generation of the synchronized state and vigilance behavior.

### An innate mechanism generating the internal vigilance state

We next examined if persistent and intense activation of DRN 5-HT neurons is an innate mechanism to generate and maintain the synchronized state and vigilance behavior using the *Tg(tph2:Gal4;5* *×* *UAS:ChR2(H134R)-mCherry)* fish line (Fig. 5a). A lasting blue-light stimulation for 120 s restricted to the DRN region activated by CAS treatment, triggered a persistent and intense activation of DRN 5-HT neurons (Fig. 5b), which in turn induced burst firing and post-inhibitory rebound in the whole-cell recorded glutamatergic neurons of the Dc region (Fig. 5c, d) in *Tg(vglut2a:DsRed)* (red fluorescent protein was driven by the promoter of vesicular glutamate transporter gene) crossed with *Tg(tph2:Gal4;5* *×* *UAS:ChR2(H134R)-mCherry)* fish line. Furthermore, optogenetic stimulation consistently generated and maintained a vigilance-like behavior in *Tg(tph2:Gal4;5* *×* *UAS:ChR2(H134R)-mCherry)* fish line, but not in *Tg(tph2:Gal4;5* *×* *UAS: mCherry)* fish line used as a negative control group (Fig. 5e–g, Supplementary Movie 4). The duration and depth of the vigilance-like behavior state could be modulated by varying the duration or intensity of the applied blue light (Fig. 5g and Supplementary Fig. 5). The vigilance-like behavior induced by optogenetic stimulation was further confirmed to be vigilance behavior by the presence of decreased thresholds to aversive stimuli (Fig. 5h–j). These results suggest that persistent and intense activation of DRN 5-HT neurons serves as an innate mechanism to generate and maintain the internal brain state as well as vigilance behavior in zebrafish.

**Fig. 5:**
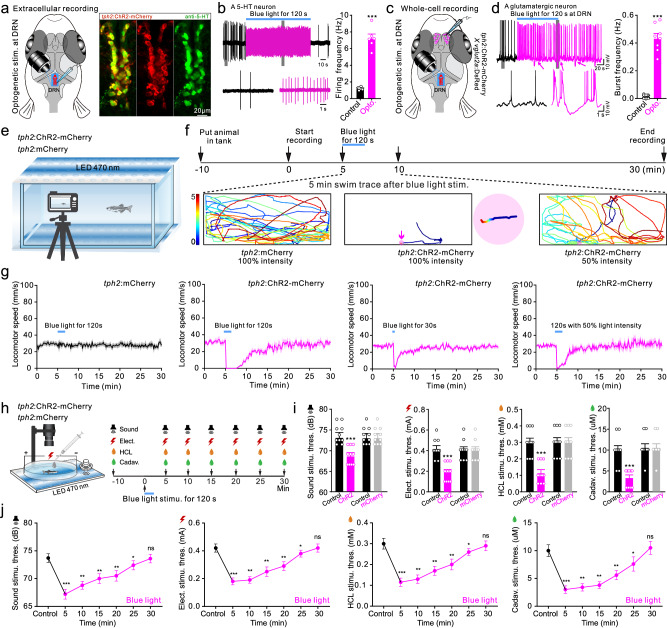
Persistent optogenetic activation of DRN 5-HT neurons generates internal synchronized state and vigilance behavior in zebrafish. **a** Illustration of optogenetic stimulation combined with extracellular recording of DRN 5-HT neurons using *tph2:ChR2-mCherry* fish to evaluate activation efficiency (left). Immunofluorescence using anti-serotonin showing DRN 5-HT neurons expressing ChR2-mCherry (right). Image represents results from six independent experiments. **b** Light stimulation for 120 s persistently increased discharge frequency in a DRN 5-HT neuron (left). Mean data of firing frequency of six neurons from six fish before and after optogenetic activation (right). **c** Illustration of optogenetic activation of DRN 5-HT neurons combined with whole-cell recording of glutamatergic neurons in Dc region using *tph2:ChR2-mCherry* crossed with *vglut2a:DsRed* fish. **d** Whole-cell recording from a glutamatergic neuron that displayed burst firing and a post-inhibitory rebound after optogenetic activation of DRN 5-HT neurons (left). Mean data showing burst-firing frequency of eight neurons from eight fish before and after optogenetic activation (right). **e** Optogenetic stimulation setup used for free-swimming zebrafish. **f** Timing of experimental procedures to record behavior responses to optogenetic activation of DRN 5-HT neurons (upper). Effect of 100% or 50% maximum intensity blue-light stimulation on locomotion at five minutes post stimulation in control and *tph2:ChR2-mCherry* fish (lower). **g** Mean locomotor speed for 30-min video tracking after blue-light stimulation with different duration or intensity in *tph2:mCherry* as control group or *tph2:ChR2-mCherry* fish. 100% light intensity equals 15 mW LED power. *N* = 10 fish in each group. **h** Illustration of the method used to detect the response thresholds to aversive stimuli after optogenetic activation of DRN 5-HT neurons. **i** Mean data shows that the response thresholds to aversive stimuli were markedly reduced in *tph2:ChR2-mCherry* fish 5 min after optogenetic activation of DRN 5-HT neurons. **j** Mean data showing that a reduction in response thresholds to aversive stimuli that endured for more than 20 min after optogenetic stimulation. All data are presented as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001; ns denoting no significant difference. For detailed statistics, see Supplementary Table 2. Source data are provided as a Source Data file.

### Mice share the same innate mechanism for vigilance with zebrafish

DRN 5-HT neurons are known to project intensely to cortex in mice^16–19,43^. To determine whether the innate mechanism controlling vigilance behavior revealed in zebrafish was species-specific or a general mechanism also existing in mammal, we used optogenetic activation of DRN 5-HT neurons in mice to evaluate their internal state and behavior performance. Multi-channel electrodes were implanted in mice prefrontal cortex (PFC) for simultaneous recording of single-neuron activity and EEG signals while performing blue-light stimulation and behavior tests (Fig. 6a and Supplementary Fig. 6a). We performed viral injection of pAAV-Ef1a-DIO-hChR2(H134R)-mCherry or pAAV-Ef1a-DIO-mCherry-WPRE in DRN using Slc6a4-Cre mice^44^, in which the serotonin transporter (SERT) promoter specifically drives Cre expression in 5-HT neurons (Fig. 6a, b and Supplementary Fig. 6a, b). Post hoc histological analyses confirmed hChR2-mCherry or mCherry expression restricted to the DRN 5-HT neurons (Fig. 6b, c and Supplementary Fig. 6b–d). We found lasting blue-light stimulation for 120 s induced persistent and intense activation of the recorded hChR2-positive 5-HT neurons in DRN, while pulsed stimulation (10 Hz or 20 Hz) only produced moderate effects (Fig. 6c and Supplementary Fig. 6c, d). Interestingly, persistent blue-light stimulation for 120 s in free-moving mice exclusively generated and maintained a synchronized state with low-frequency oscillation of EEG as well as a reduction in locomotion (Fig. 6d and Supplementary Movie 5). The dominant power density of cortical EEG switched from alpha band spectra (8–13 Hz) in a desynchronized state to low-frequency delta band spectra (1–4 Hz) in a synchronized state accompanying with locomotor-reduced behavior (Fig. 6d and Supplementary Movie 5). The internal synchronized state and reduced locomotion were not observed in the mice given intraperitoneal injection of a 5-HT7 receptor antagonist (Fig. 6e) or in the virus control mice (Fig. 6f). The power of these effects was largely influenced by intensity and duration of the applied blue light (Fig. 6d and Supplementary Fig. 6e). Pulsed blue-light stimulation failed to change EEG power spectra and only increased locomotor activity, which previously was considered as anxiety behavior^26,31^ (Supplementary Fig. 6f, g and Supplementary Movie 5). Single-unit recording of neurons in the prefrontal cortex revealed that excitatory neurons identified by spike-shape sorting displayed a burst-firing pattern in phase with the low-frequency high-amplitude EEG oscillation generated by persistent blue-light stimulation (Fig. 6g–i). The generation and maintenance of such an internal brain state determined the behavior performance. The displayed locomotor-reduced state in mice triggered by persistent blue-light stimulation, was confirmed to be vigilance behavior by the long-lasting decrease in threshold to aversive stimulation (Fig. 6j–l) and mice hiding themselves for significantly longer times in the shelter upon exposure to the aversive stimulation compared to mice in the control group (Fig. 6m–o). Persistent blue-light stimulation failed to generate vigilance behavior in the mice receiving intraventricular injection of the 5-HT7 receptor antagonist SB-269970 in prefrontal cortex or in the virus control mice (Fig. 6j–o). This suggests that persistent and intense activation of DRN 5-HT neurons reliably generates and maintains an internal synchronized state through a robust release of 5-HT acting on 5-HT7 receptor-expressing excitatory neurons in prefrontal cortex.

**Fig. 6:**
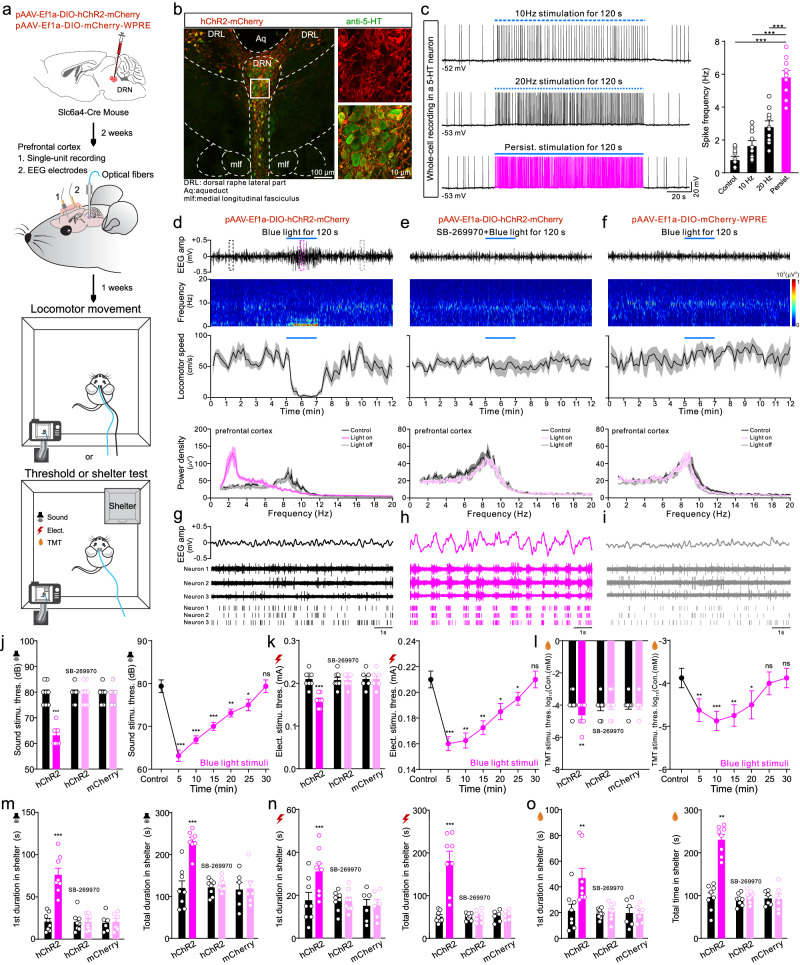
Persistent optogenetic activation of DRN 5-HT neurons induce internal synchronized state and vigilance behavior in mice. **a** Timeline indicating stereotaxic injection of the Cre-dependent AAV virus in DRN, optogenetic activation of DRN 5-HT neurons, in vivo EEG, and single-neuron recording in the prefrontal cortex and behavior tests in mice. **b** Representing immunofluorescence images (from eight independent experiments) showing co-localization of hChR2-mCherry and anti-5-HT. **c** Pulse stimulation at 10 Hz or 20 Hz as well as persistent stimulation for 120 s increased firing frequency in the same DRN 5-HT neuron in Slc6a4-hChR2 mice (left). Mean data for spike frequency in control and optogenetic stimulation groups (right). **d**–**f** Representative EEG traces, heatmaps of EEG frequency distribution, locomotor speed, and EEG power spectra density plots (top to bottom) before, during and after persistent optogenetic activation of DRN 5-HT neurons in Slc6a4-hChR2 mice without (**d**) or with intraperitoneal injection of 5-HT7 receptor antagonist SB-269970 (**e**) and in Slc6a4-mCherry mice (**f**). *N* = 8 mice. **g**–**i** Enlarged EEG traces (upper) of the three dashed line regions marked in d are shown together with simultaneous single-unit recordings from three glutamatergic neurons (middle) before (**g**), during (**h**) and after (**i**) stimulation of DRN 5-HT neurons in Slc6a4-hChR2 mice. Raster plots indicate the spikes generated in these neurons. **j**–**l** Response thresholds to sound (**j**), electric shock (**k**), and TMT (**l**) stimulation 10 min before (black) and 5 min after optogenetic activation (pink) of DRN 5-HT neurons in Slc6a4-hChR2 mice without or with intraventricular injection of SB-269970 or in Slc6a4-mCherry mice (left). Mean data of the changed response thresholds to aversive stimuli over a 30 min period after optogenetic activation (right). **m**–**o** Quantification of the stay duration in the shelter after the first entry (left) or entire process (right) in response to sound (**m**), electric shock (**n**), and TMT (**o**) after persistent optogenetic stimulation in Slc6a4-hChR2 mice without or with intraventricular injection of SB-269970 and in Slc6a4-mCherry mice. All data are presented as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001; ns denoting no significant difference. For detailed statistics, see Supplementary Table 2. Source data are provided as a Source Data file.

### Activation of DRN 5-HT neurons generates vigilance state in mice

The 5-HT-driven vigilance behavior state was confirmed by additional experiments using chemogenetic activation of DRN 5-HT neurons or exogenous administration of 5-HT. The DRN of Slc6a4-Cre mice was infected with a viral vector containing Cre-dependent hM3d(Gq), whose specific expression in DRN 5-HT neurons was confirmed by post hoc staining (Supplementary Fig. 7a, b). Application of clozapine N-oxide (CNO) in the brain slice induced persistent and intense activation of the recorded DRN 5-HT neurons in the hM3d(Gq)-expressing mice, but not in the purely mCherry-expressing mice as the control virus group (Supplementary Fig. 7c, d). CNO treatment via intraperitoneal injection led to a significantly more pronounced decrease in locomotion speed in the hM3d(Gq)-expressing mice (Supplementary Fig. 7e) compared with the control virus group (Supplementary Fig. 7f). The locomotor-reduced state was confirmed to be the vigilance behavior state with the additional findings of a prolonged decreased threshold to aversive stimuli as well as the significantly longer duration of hiding in the shelter (Supplementary Fig. 7g–l). Exogenous application of 5-HT by intraventricular injection into the prefrontal cortex confirmed the above results and consistently generated and maintained the vigilance behavior, which were diminished by simultaneous intraventricular co-injection of a 5-HT7 receptor antagonist (Supplementary Fig. 8). This further highlights the crucial role of 5-HT and 5-HT7 receptors in generating and maintaining vigilance behavior state in both zebrafish and mice. Taken together, these findings reveal an evolutionarily conserved 5-HT-driven mechanism that can reliably generate and maintain the internal synchronized state and vigilance behavior in both zebrafish and mice.

### The projection of DRN 5-HT neurons to PFC encode vigilance state in mice

To further investigate whether projection of DRN 5-HT neurons to PFC was critical to generate vigilance state in mice, we implanted bilateral optical fibers and photo-stimulated prefrontal cortex in Slc6a4-Cre mice with viral injection of pAAV-Ef1a-DIO-hChR2(H134R)-mCherry or pAAV-Ef1a-DIO-mCherry-WPRE as a virus control group in DRN (Fig. 7a). The expression of hChR2-mCherry was observed in DRN 5-HT neuron axon terminals in the PFC region (Fig. 7b). Persistent blue-light stimulation of the hChR2-positive terminals in PFC bilaterally for 120 s in free-moving mice specifically generated and maintained an internal synchronized state with low-frequency oscillation of EEG accompanied by locomotor reduction (Fig. 7c, d). The dominant power density of cortical EEG was changed from alpha band spectra (8–13 Hz) in the desynchronized state to a low-frequency delta band spectrum (1–4 Hz) in the synchronized state accompanying locomotor-reduced behavior state (Fig. 7c). Neither an internal synchronized state nor locomotor reduction were observed in the virus control group (Fig. 7e, f). These results indicate that direct activation of DRN 5-HT neuron terminals in PFC generates and sustains both an internal synchronized state and vigilance behavior in mice.

**Fig. 7:**
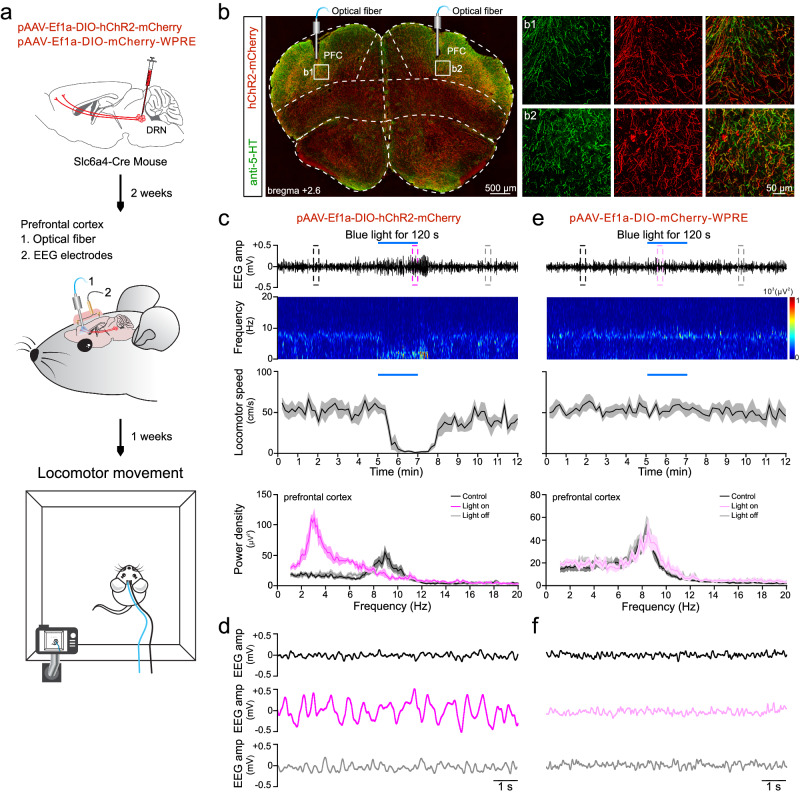
Persistent optogenetic activation of DRN 5-HT neuron terminals in PFC induce internal synchronized state and vigilance behavior in mice. **a** Drawing shows stereotaxic injection of the Cre-dependent AAV virus into the DRN, optogenetic activation of DRN 5-HT neuron terminals, in vivo EEG recording in the prefrontal cortex, and the locomotion test in mice with a timeline. **b** Immunofluorescence image showing co-localization of hChR2-mCherry and anti-5-HT staining of DRN 5-HT neuron terminals in mice PFC. Image represents results from eight independent experiments. **c**–**f** Representative EEG trace, heat map of EEG frequency distribution, analysis of locomotor speed, and EEG power spectra density plot (top to bottom) before, during, and after 120 s optogenetic activation of DRN 5-HT neuron terminals in Slc6a4-hChR2 mice (**c**) and in Slc6a4-mCherry mice (**e**). The dashed line rectangles outlined in (**c**) and (**e**) are shown enlarged in (**d**) and in (**f**), respectively. *N* = 8 mice in each group.

### Pupil size persistently increased during vigilance behavior

Variations in pupil size are well known to be coupled with arousal states or phasic activation of DRN 5-HT neurons^4,5,45^. To investigate the pupillary size fluctuation during vigilance behavior, we tracked the changes in pupil size in the head-fixed mice upon optogenetic or chemogenetic activation of DRN 5-HT neurons using viral injection in DRN of Slc6a4-Cre mice (Fig. 8a and Supplementary Fig. 9a). Blue light or CNO application in corresponding virus-infected mice persistently increased the pupil size and keep the pupillary fluctuation at a more pronounced level (Fig. 8b–e and Supplementary Fig. 9b, c), while no significant changes were found in the control virus group (Fig. 8b–e and Supplementary Fig. 9d, e). Persistent optogenetic activation of DRN 5-HT axon terminals in PFC also kept the fluctuation in pupillary size at an elevated level, even though the increased amplitude was not as high as that induced by activation of DRN 5-HT neurons (Supplementary Fig. 10). These findings suggest that the persistent increase in pupil size is an essential part of the 5-HT-driven vigilance behavior state.

**Fig. 8:**
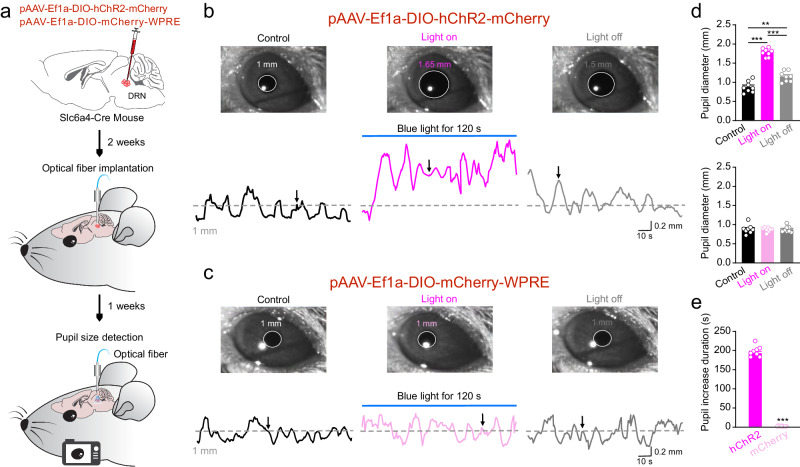
Persistent optogenetic activation of DRN 5-HT neurons continuously increased pupillary size in mice. **a** Illustration of pupillometry and optogenetic stimulation of DRN 5-HT neurons. **b**, **c** Representative pupil images (indicated by arrow) and pupillary size fluctuations in Slc6a4-hChR2 (**b**) and Slc6a4-mCherry (**c**) mice before, during, and after 120 s optogenetic activation of DRN 5-HT neurons. **d** Mean data quantifying the increase in pupillary size in Slc6a4-hChR2 and Slc6a4-mCherry mice before, during, and after optogenetic stimulation. **e** Mean data quantifying the duration of the pupillary increase in Slc6a4-hChR2 and Slc6a4-mCherry mice. *N* = 8 mice in each group. All data are presented as mean ± SEM. **P < 0.01, ***P < 0.001. For detailed statistics, see Supplementary Table 2. Source data are provided as a Source Data file.

## Discussion

Neuromodulators are characterized as the central elements in generating behavior states^1–5,9,20,21,46,47^ and known to regulate function of neural circuit^29,30,48,49^. Less is known about how neuromodulators interact with neural circuits to generate internal brain states^1,46^. Here we combined functional imaging, electrophysiology, genetic manipulation, and anatomical tracing to uncover a 5-HT-driven innate mechanism that converted the freely moving state to a locomotor-reduced vigilance state in both zebrafish and mice. During the behavior state transition, the activity pattern of neural circuit in the pallial Dc region of zebrafish or in the prefrontal cortex of mice was transformed from the desynchronized state to the synchronized state displaying low-frequency high-amplitude neuronal oscillation. The neural underpinning of such internal state transformation was subsequently uncovered. An intense release of 5-HT in Dc region of zebrafish or prefrontal cortex of mice targeted the 5-HT7 receptors on glutamatergic neurons, resulting in a change of firing pattern from spontaneous single spike firing to burst firing. The occurrence of post-inhibitory rebounds in the recorded glutamatergic neurons during the internal synchronized state were perfectly aligned with the onset of calcium oscillations of neuronal populations, which was never observed in the internal desynchronized state. Taken together these results conclusively demonstrate the existence of a 5-HT-driven activation of 5-HTR7 in generating and maintaining internal vigilance state by altering the activity pattern of neural circuit in both zebrafish and mice brain.

In this study, we used the broadest definition of the vigilance as being alert watchful or paying sustained attention to avoid potential threats^7^. Facing with external predation animal usually escape to a safer space to hide themselves and stay still to better detect danger signals^14,23,33,34,50,51^. The self-cognition based vigilance, such as witnessing group companions being attacked by predators, also reminds animals to maintain a vigilance behavior state to avoid similar scenarios^12,13,52^. Until now, the neural basis of vigilance behavior was completely unknown due to the lack of animal models and behavioral paradigms. Here we found that CAS could reliably produce and maintain vigilance behavior and the internal brain state in zebrafish. Taking advantage of this paradigm, we uncovered the neural signature as well as the 5-HT-driven mechanism underlying internal vigilance state in zebrafish and also in mice. Persistent and intense activation of DRN 5-HT neurons could reliably generate and maintain both an internal synchronized state and vigilance behavior in these two animal models. We further revealed that the 5-HT-driven mechanism controlling internal vigilance state was mediated by 5-HT7 receptors in the glutamatergic neurons of zebrafish Dc region and mice prefrontal cortex. The effect of 5-HT7 receptors was mediated through inhibition of SK channels since activation of SK channels prevented the 5-HT-driven synchronized state in zebrafish. Activation of 5-HT7 receptors have been shown to switch the neuronal firing pattern from a spontaneous to a bursting firing pattern via inhibition of SK channels in hippocampus pyramidal neurons^40–42,53^ leading to synchronized neuronal activity^41^. In addition, fluctuations in pupil size in mice were persistently increased in response to activation of DRN 5-HT neurons matching up with vigilance behavior. This is consistent with that behavior state transition is usually accompanied with pupillary fluctuation^1,2^. Taken together, these behaviors induced by a range of external and internal cues may represent an innate, ancestral mechanism across species.

Pharmacological and genetic activation of DRN 5-HT neurons were shown to either decrease locomotor activity^23,31^ or enhance anxiety-like behavior^39^. The comprehensive characterization combining anatomy, physiology, and function in mice revealed two functionally heterogenous DRN 5-HT subgroups with one projecting to amygdala promoting anxiety-like behavior^17,26^ and the other projecting to frontal cortex innervating neurons responsible for locomotor restriction in the face of challenges^17^. Visualization of DRN 5-HT neurons by miniaturized microscopy further revealed that the population activity of these neurons was significantly higher in the face of an external threat than when using neural stimulation in mice^27,54^. Our results in mice showed that persistent and intense stimulation of DRN 5-HT neurons was sufficient to generate and maintain the internal synchronized state and vigilance behavior, while pulsed stimulation induced only anxiety-like behavior^26^. This is likely due to much stronger activation of DRN 5-HT neurons by persistent and intense stimulation than pulsed stimulation that was revealed by whole-cell recording in these neurons in this study. Thus, persistent stimulation with optogenetics may preferentially promote the function of DRN^5-HT^-frontal-cortex subsystem while pulsed stimulation preferentially promotes the role of DRN^5-HT^-amygdala subsystem, resulting in generation of either vigilance behavior or anxiety-like behavior. Persistent activation of DRN 5-HT neuron axon terminals distributed in the prefrontal cortex exclusively generated and maintained the vigilance state, suggesting the crucial role of the projection of DRN^5-HT^-PFC subsystem. Even though not all the DRN 5-HT neurons project to Dc region in zebrafish (82% in this study) and prefrontal cortex in mice^16–19,43,55^, generation of internal vigilance state requires to recruit the majority of DRN 5-HT neurons revealed in this study. Our results do not exclude the possible contribution of projection of DRN 5-HT neurons to other brain regions in the generation of vigilance behavior. It seems that the subgroups of DRN 5-HT neurons sometimes may work in a synergistical way to accomplish the specific tasks. Further investigation using more specific genetic tools is required to clarify this.

In summary, we uncovered an ancestral 5-HT-driven mechanism controlling internal synchronized state and vigilance behavior across species. A persistent and intense activation of DRN 5-HT neurons generates low-frequency high-amplitude oscillatory activity pattern of neural circuit in cortex-like region or cortex by an intense release of 5-HT that acts through the 5-HT7 receptor in zebrafish and mice.

## Methods

### Fish methods and data analysis

#### Zebrafish husbandry and generation of mutant lines

Zebrafish (Danio rerio) were maintained on a 14/10 h light/dark cycle at 28 °C in a recirculating aquatics habitats facility of Tongji University. All experiments were performed using 4–5 weeks old fish with mixed gender. Wild-type and transgenic lines used in this study included *Tg(tph2:GFP)*, abbreviated as *tph2:GFP; Tg(HuC:H2B-GCaMP6f)*^56^, abbreviated as *HuC:H2B-GCaMP6f*; *Tg(tph2:Gal4)*^25^*; Tg(UAS:GCaMP6f)*^57^*; Tg(UAS:nfsB-mCherry)*^58^*; Tg(UAS:mCherry); Tg(vglut2a:loxP-DsRed-loxP-Gal4)*, abbreviated as *vglut2a:DsRed;* and *TgBAC(gad1b:EGFP)*^59^, abbreviated as *gad1b:EGFP*. All procedures were performed in accordance with guidelines of the Animal Use Committee of Tongji University.

To generate the *Tg(tph2:Kaede)*, abbreviated as *tph2:Kaede*, and *Tg(5* *×* *UAS:ChR2(H134R)-mCherry)* lines, the pzTol2-tph2-Kaede construct containing a 3408 bp fragment from the tryptophan hydroxylase 2 (tph2) promoter^25^ and the photoconvertible fluorescent protein Kaede, and the pzTol2-5 × UAS-ChR2(H134R)-mCherry construct were custom designed and produced at the Vector Builder platform. The plasmid DNA (40 ng/μL) was co-injected with Tol2 transferase mRNA (100 ng/μL) into 1 cell-stage wild-type zebrafish embryos.

The mutant zebrafish *tph2*^−^^*/*^^−^, *htr7a*^−^^*/*^^−^, *htr1aa*^−^^*/*^^−^, *htr2ab*^−^^*/*^^−^ and *htr4*^−^^*/*^^−^ were generated using CRISPR/Cas9 technology. sgRNA was synthesized using the TranscriptAid T7 High Yield Transcription Kit (Thermo Scientific). Cas9 plasmid was digested with XbaI (Thermo Scientific) and capped Cas9 mRNA was synthesized using the mMESSAGE mMACHINE T7 Transcription Kit (Thermo Scientific). 300 pg Cas9 mRNA together with 30 pg sgRNA were injected into embryos at the one-cell stage. Primers used for amplification of sgRNA templates and genotyping are listed in Supplementary Table 1. The *htr7c*^−^^*/*^^−^ mutant line was generated in our previous study^60^.

#### Preparation of conspecific alarm substance

One adult fish was placed in a petri dish kept on ice and conspecific alarm substance (CAS) was obtained through 10–15 superficial shallow cuts on epidermal cells with a razor blade^61^. CAS stock solution was prepared by washing on both sides of a single fish with 10 mL distilled water. To reliably induce vigilance behavior in zebrafish, 3.5 mL CAS stock solution was diluted in 1 L water.

#### Conspecific alarm substance stimulation and behavior analysis

Zebrafish of wild-type or mutant lines was placed individually in an observation tank filled with 1.5 L water, which was illuminated with a 13 W white LED light plate. After 10 min of familiarization, a 30-min video recording was performed through the side of the tank using a digital camera (25fps, MER-U3-L, DaHeng Image). The CAS or water as a control substance was dropped directly onto the water surface in the center of the tanks. For fish in the new tank experiment, they were transferred to a new tank or dish with fresh water at 30 s after CAS treatment. The video recordings were subjected to swimming tracking and locomotor speed analysis.

#### Aversive stimulation and response threshold tests

To evaluate the response thresholds to aversive stimuli during the vigilance behavior state, we used sound, electric shock, HCL, and cadaverine (a major product of zebrafish tissue decay which can elicit olfactory-mediated avoidance response in zebrafish^62^) induced C-startle response or avoidance. The response threshold is measured as the tail angel when C-startle response or avoidance is successfully induced by the above stimuli. In each trial, individual fish was allowed to freely swim in a 6 cm petri dish, and video recording was performed from above the dish using a digital camera (10fps, EoSens CL, MIKROTRON). Video acquisition was performed with DVR Express Core (IO Industries) and controlled by CoreView software v2.1.0.33. The response threshold was tested by administration of each stimulus with increasing intensity gradient at 10 min before and every 5 min after CAS or water stimulation for a period of 30 min. For the sound respond test, sound stimulation was controlled through a DDS based Arbitrary Waveform Generator (FY6800, FeelTech) connected to an amplifier and transmitted to the speaker. The sound response threshold was tested by adjusting the amplitude from 0 V (60 dB), with stepwise increments of 1 V at 10-s intervals. The response threshold for electric shock was measured by administrating a single pulse of 50 ms with an initial intensity of 0.1 mA and then stepwise increments of 0.1 mA at 30-s intervals. Response thresholds for HCl and cadaverine were tested with concentrations from 0.05 mM to 1 mM and 1 μM to 20 μM, respectively. Fish was transferred to fresh water before testing with a new concentration. For “new dish” experiments, a fish was transferred to a new dish with fresh water at 40 s after CAS or water treatment.

#### Chemogenetic ablation

For chemogenetic ablation of 5-HT neurons, *Tg(tph2:Gal4)* was crossed with *Tg(UAS:nfsB-mCherry)* or *Tg(UAS:mCherry*) to generate *Tg(tph2:Gal4;UAS:nfsB-mCherry*), abbreviated as *tph2:nfsB-mCherry*, and *Tg(tph2:Gal4;UAS:mCherry*), abbreviated as *tph2:mCherry*, respectively. For the two-photon calcium imaging analysis, they were further crossed with *HuC:H2B-GCaMP6f*. For cell ablation, 4-week-old fish were treated with 5 mM metronidazole (MTZ, Sigma–Aldrich) for five days (10 h per day). During the MTZ treatment, zebrafish were maintained in the darkness to avoid photodegradation. To preclude a non-specific effect of MTZ treatment, Tg(tph2:Gal4;UAS:mCherry) fish were used as control. Neuronal activity of the Dc region and locomotor speed in response to CAS treatment were subsequently measured.

#### Two-photon calcium imaging and synchrony correlation analysis

After being anesthetized in the extracellular solution (134 mM NaCl, 2.9 mM KCl, 2.1 mM CaCl2, 1.2 mM MgCl2, 10 mM HEPES, and 10 mM glucose, pH 7.8, 290 mOsm) containing 0.03% MS-222, the zebrafish was fixed in the customized chamber in a dorsal side up position with insect pins and continuously superfused with extracellular fluid. For Dc regional imaging, the skull was carefully removed to expose the dorsal pallium region without damaging the brain tissue. For DRN 5-HT neuron imaging, the skin and tissue of the cerebellum and the hindbrain were removed using surgical scissors to expose the DRN. Neuronal activity of the Dc region after treating with CAS or 5-HT (Sigma–Aldrich) was detected in *HuC:H2B-GCaMP6f* line with pan-neuronal nucleus-localized GCaMP6f, crossed with *tph2*^−^^*/*^^−^ or *htr7a*^−^^*/*^^−^ or preincubated with the 5-HT7 receptor antagonist SB-269970 (Tocris). 5-HT was dissolved in saline at a working concentration of 10 μM and SB-269970 was dissolved in DMSO at a working concentration of 0.3 μM. To detect neuronal activity in the Dc after chemogenetic ablation of DRN 5-HT neurons, *HuC:H2B-GCaMP6f* was crossed with *tph2:nfsB-mCherry*. For detection of neuronal activity of DRN 5-HT neurons in response to CAS stimulation, *Tg(tph2:Gal4*) was crossed with *Tg(UAS:GCaMP6f)*, abbreviated as *tph2:GCaMP6f*. Calcium imaging was performed by resonant scanning with a two-photon (900 nm) laser scanning microscope. Six planes of images were captured using raster scanning pattern with a 16× water-immersion objective (N. A., 0.80; Olympus). Frames were acquired using SciScan 1.3 software (Scientifica), with the acquisition rate at 2.58 frame/s and image size of 1024 × 1024 pixels. Neural dynamics of subregions was analyzed in volumetric images of six layers covering the dorsal pallium. Region of interests (ROIs) indicating each single neuron in the Dc region were drawn manually for calcium signal analysis.

Correlation analysis of neuronal activity of Dc neurons was performed as previously described^63^. Firstly, the change in calcium signal was measured as the sum of pixel responses within each ROI as a function of mean fluorescence intensity ΔF/F, and the traces of calcium activity dynamics for each single neuron were calculated and smoothed with span at 0.01 using Matlab (Mathworks) scripts^51^. By thresholding at 0.5 ΔF/F (to remove noise), individual events were identified within the ΔF/F traces for each neuron in each frame when the activity signal increased above the threshold value. The time points of each event were calculated using Spike2 7.2 (Cambridge Electronic Design). To calculate the synchrony across the Dc neurons, pairwise Pearson correlation analysis was performed.

#### Electrophysiology

Animal models were prepared in the same way as for the two-photon calcium imaging. For extracellular recordings of DRN 5-HT neurons *tph2:GFP* 4-week old fish were used, in which target neurons were visualized using a fluorescent microscope (BX50WI, Olympus) and an infrared CCD camera (IR1000, DAGE-MTI). The recording electrode was filled with extracellular solution, and advanced into the brain through a motorized micromanipulator (Scientifica).

Whole-cell recordings of synchronized or non-synchronized Dc neurons in response to CAS stimulation was performed in the *HuC:H2B-GCaMP6f* fish with a two-photon microscope (Scientifica). Whole-cell recordings of excitatory and inhibitory neurons in the Dc region after treating with CAS or 5-HT were performed in *vglut2a:DsRed* and *gad1b:EGFP* lines, respectively, as well as in *vglut2a:DsRed* crossed with *htr7a*^−^^*/*^^−^ or preincubated with a 5-HT7 receptor antagonist or a SK channel activator NS309 (Tocris). NS309 was dissolved in saline at a working concentration of 100 μM. For whole-cell recordings of Dc neurons, a small incision was made in the skin above Dc and an electrode filled with intracellular solution (120 mM k-gluconate, 5 mM KCl, 10 mM HEPES, 4 mM Mg_2_ATP, 0.3 mM Na_4_GTP, 10 mM Na-phosphocreatine, pH 7.4 adjusted with KOH, 275 mOsm) was advanced into the Dc and approached the target neuron while applying constant positive pressure through a motorized micromanipulator (Scientifica). Signals were recorded in current-clamp gap-free mode, detected by a MultiClamp 700B amplifier (Molecular Devices) and a 1550B Digidata data acquisition system (Molecular devices) with the low-pass filtered at 10 kHz.

#### Photo-conversion of Kaede

Photo-conversion of Kaede was performed with a confocal microscope (FV3000, Olympus) equipped with a LSM module and 405 nm laser. A zebrafish (4-weeks old) was anesthetized and mounted on the chamber in extracellular solution (mentioned above) with the skull removed. The Dc region was identified. Kaede-expressing 5-HT axons at Dc region were continuously exposed to 40% of the maximum light output of the 405 nm laser for 30–60 s with a 40× water-immersion objective (Olympus). Confocal image stacks of the brain region containing both dorsal pallium and DRN were collected immediately after laser exposure and 6 h later after the converted Kaede diffused into the 5-HT soma.

#### Immunohistochemistry

A 4-week-old zebrafish was placed in chilled extracellular fluid and anesthetized. The brain tissue was dissected out and fixed in 4% PFA for 24 h. Then the tissue was washed three times each for 5 min with PBS and permeabilized in PBS containing 1% Triton X-100 (PBST) for 2 h. After 1 h of blocking with 5% BSA in PBST, the brain tissue was then incubated in anti-serotonin (Sigma–Aldrich S5545, 1:3000) for 48 h at 4 °C. After washing the primary antibody with PBS, the tissue was incubated with secondary antibody Alexa Fluor 488 Donkey anti-Rabbit (Jackson Labs 711-545-152, 1:200) overnight at 4 °C. After washing the secondary antibody with PBS, the brain tissue was placed on a slide with the dorsal side up and mounted with the anti-fading fluorescent mounting medium (Vectorlabs) for imaging. An Olympus FV3000 laser scanning confocal microscope was used for image acquisition.

#### Quantitative RT-PCR

QRT-PCR was performed to measure the relative expression level of *htr1aa*, *htr2ab*, *htr4,* and *htr7a* in mutant lines and corresponding wild-type siblings (Supplementary Fig. 11). It was conducted on LightCycler 96 system (Roche) using SYBR Green Real-time PCR Master Mix (TOYOBO) following the manufacture’s protocols. Relative expression was normalized to *gapdh*. PCR primers were listed in Supplementary Table 1.

#### LC–MS analysis

The amount of 5-HT release from dorsal pallium was quantified by LC–MS analysis of the elution of dissected dorsal pallium from 4-week-old wild-type zebrafish. Three groups (untreated control, 5 min, and 1 h post CAS stimulation) were sampled. Triplicates were done for each group with dissected dorsal palliums from five fish mixed for each. After three washes, the dorsal pallium tissue was transferred to 0.6 mL microcentrifuge tubes containing 100 μL PBS and incubated for 30 min at 28 °C. The supernatant was collected by high-speed centrifugation at 5000 g for 5 min, and the remaining tissue weight was measured and used for standardization of 5-HT concentrations. An additional 20-fold dilution of PBS was used for standard and quality control for all samples. The 5-HT concentration was determined by LC–MS analysis carried out on a Triple Quad 6500 + LC–MS/MS System equipped with an ExionLC UHPLC unit (AB SCIEX, CA, USA) as previously described^60^. Briefly, chromatographic separation was achieved on a CORTECS HILIC Column (2.1 × 100 mm, 2.7 μm, Waters Corporation, MA, USA) at 35 °C. The mobile phase consisted of water (A) and acetonitrile (B), both containing 0.1% formic acid, at a flow rate of 0.6 ml/min. The mass spectrometric detection was performed using multiple reaction monitoring with an electrospray ionization source in positive mode. Data acquisition and processing were performed with the Analyst software 1.7.1 from AB SCIEX.

#### Single-cell RNA-sequencing

Fish were fixed in a recording chamber containing extracellular fluid, and neurons with synchronized or non-synchronized calcium activity after CAS treatment were identified by two-photon imaging and collected separately with glass pipette. Single cells were transferred to the lysis buffer solution^64^. Total RNA was extracted using TRIzol (Invitrogen) and then purified on RNeasy columns (Qiagen). Total RNA quality was assessed on a bioanalyzer (Thermofisher). RNA-Seq libraries (*N* = 10) for each group were prepared using the Illumina TruSeq Strand mRNA Prep Kit according to the manufacturer’s instructions. RNA-Seq libraries were sequenced using Illumina NextSeq 500, generating 75 bp paired-end reads for each sample. RNA-Seq reads untrimmed. Differential expression analysis was performed using the CPM (counts per million) function in the Bioconductor package edgeR (v3.14.0). Low-expression genes were excluded to make a simple correction for gene counts. Genes with *P*-value (instead of adjusted *P*-value) <0.05 were assigned as differentially expressed.

#### Optogenetic stimulation

For optogenetic activation of DRN 5-HT neurons, *Tg(tph2:Gal4)* was crossed with *Tg(5*  *×* *UAS:ChR2(H134R)-mCherry)* to generate *Tg(tph2:Gal4;UAS:ChR2(H134R)-mCherry*), abbreviated as *tph2:ChR2-mCherry*, and *tph2:mCherry* was used as negative control. Polygon 1000 photostimulation device (Mightex) was used to control illuminated region specifically at DRN of zebrafish using a 470 nm blue light of 15 mW for 120 s, which precisely activated the DRN 5-HT neurons. Extracellular recording of DRN 5-HT neurons was performed to evaluate the activation efficiency. For whole-cell recording of glutamatergic neurons in the Dc region, *tph2:ChR2-mCherry* was crossed with *vglut2a:DsRed*, which facilitated us to perform whole-cell recording during blue-light stimulation of DRN.

For behavioral analysis, two LED light panels (12 cm × 22 cm) with adjustable light intensity were placed above and below the tank, respectively. 470 nm blue light of 100% intensity (15 mW) and 50% intensity (7.5 mW) was used for optogenetic stimulation. Zebrafish were placed individually in the observation tank. After 10 min of adaptation, a 30-min video recording was performed on the side of the tank using a digital camera (25fps, MER-U3-L, DaHeng Image). The duration of blue-light stimulation was set for either120 s or 30 s, respectively. The video recordings were subjected to swimming tracking and locomotor speed analysis. Aversive stimulation and response threshold tests after blue-light stimulation for 120 s were performed as described above.

### Mouse methods and data analysis

#### Animals

All experiments were performed in accordance with the protocols approved by the Ethics Committee for Animal Experimentation and strictly followed the Guidelines for Animal Experimentation of Tongji University. Male Slc6a4-Cre mice of two-month-old were purchased from Shanghai Southern Model Biotechnology Co., Ltd (Shanghai, China) and used for all in vivo and ex vivo experiments. Mice were housed in the Laboratory Animal Center of Tongji University on a 12-h light-dark cycle (lights on at 8 a.m., lights off at 8 p.m.) at 20–26 °C and humidity of 40%–70% with ad libitum access to food and water with *ad libitum* access to food and water.

#### Virus and drugs

Virus of pAAV-Ef1a-DIO-hChR2(H134R)-mCherry or pAAV-Ef1a-DIO-mCherry-WPRE were used for optogenetic experiments, pAAV-hSyn-DIO-hM3d(Gq)-mCherry or pAAV-hSyn-DIO-mCherry-WPRE were used for chemogenetic experiments. All the virus tools were packaged by OBIO Technology (Shanghai, China). For pharmacological experiments, a selective 5-HT7 receptor antagonist SB-269970 (Tocris) was injected intraperitoneally at a concentration of 10 mg/kg or injected intraventricularly at a concentration of 20 μg/μL. 5-HT (Sigma–Aldrich) at a concentration of 20 μg/μL was injected intraventricularly. Clozapine N-Oxide (CNO, Sigma–Aldrich) was dissolved in saline and used at a working concentration of 2 mg/kg for intraperitoneal injection and 10 μM for electrophysiological recordings in brain slices.

#### Surgical procedures

Mice were anesthetized with isoflurane (2% for induction, 0.5%–1% for maintenance, and a flow rate of 0.8 L/min). Then the mouse was placed in the stereotaxic instrument (68001, RWD) on a heating pad with the temperature set to 37 °C. The hair above the skull was removed and the skin was sterilized with iodophor.

For AAV virus injection, 0.5 μL of virus volume was injected using a 5 μL Hamilton syringe. The injection needle was placed into the DRN (bregma: AP = −4.4 mm; ML = 0 mm; DV = −3 mm) and withdrawn 10 min after injection.

For optogenetic manipulation of DRN 5-HT neurons, a 200 μm optical fiber (Inper) was slowly advanced into the DRN area until the tip was 100 μm above the virus injection site. Then the optical fiber was fixed in place in the skull with dental cement. A similar procedure was followed for optogenetic manipulation of DRN 5-HT neuron axon terminals in the PFC, except that here the optical fiber was implanted into the PFC area (bregma: AP = +2.6 mm; ML = ± 1 mm; DV = −1.5 mm).

For optogenetic manipulation in pupillometry experiments, a screw of 3 mm diameter and 1.5 cm long was mounted into the skull surface at lambda of the mouse, which was then used as a head-fixation holder after implantation of the optical fiber.

For optogenetic manipulation in single-unit and EEG recording, a 32-channel array was implanted into the mouse prefrontal cortex, after implantation of the optical fiber. Two holes were drilled around the skull and cranial nails were embedded for the connection of EEG electrodes (frontal region, bregma: AP = +1.50 mm; ML = −1.50 mm; DV = −1.5 mm) and reference ground electrode (bregma: AP = −3.0 mm; ML = +2.0 mm; DV = −1.5 mm). In addition, a square window of 1 mm^2^ was ground into the upper layer of the skull over the target brain area, and subsequently multi-channel electrodes were embedded into the prefrontal cortex (bregma: AP = +2.6 mm; ML = ± 1 mm; DV = −1.5 mm) with a decline rate at 50 μm/min. Medical brain glue (World precision instruments) was used to fix electrode and fill the exposed space of the skull. Then the entire electrode system was fixed with dental cement.

For intracerebral cannula plantation, after carefully exposing the skull, two small holes (AP = +2.6 mm; ML = ± 1 mm; DV = 1.5 mm) were drilled in the skull over the prefrontal cortex on both sides of the cerebral hemispheres to facilitate cannula insertion. The guide cannula (RWD) was placed through the drill hole over the prefrontal cortex and subsequently fixed to the skull surface with dental cement. On the day of behavioral tests, the internal stylet was removed from the guide cannula, a stainless-steel infusion cannula was inserted and extended 0.5 mm below the tip of the guide cannula. The drug (total volume 1 µL) was infused at a rate of 0.5 µL/min through a polyethylene tube connected to a microsyringe. The infusion cannula was removed 5 min after cessation of infusion and the internal test needle was reinserted.

For chemogenetic experiments, CNO or vehicle was injected intraperitoneally 40 min before behavior tests. Each behavioral paradigm was separated by a wash-out period of at least 1 week.

After virus injection, mice were left for 3 weeks to ensure sufficient viral transgene expression. Surgical procedures were performed at 2 weeks post virus injection, and mice were returned to their home cages for individual care and allowed to recover for 1 week before behavioral tests and electrophysiological experiments.

#### Optogenetic stimulation

Blue light (465 nm) was generated with a B2-465 laser (Inper) and delivered to the DRN region or PFC. For persistent activation of DRN 5-HT neurons, blue-light stimulation of 5 mw, 10 mw or 15 mw was applied for 120 s or 300 s. Persistent light stimulation of 15 mW for 120 s was applied since it induced more stable vigilance behavior and higher EEG power density than other stimulation modes. For pulse stimulation, 15 mW blue-light at 10 Hz or 20 Hz for 120 s or 300 s were used. For optogenetic stimulation of DRN 5-HT axon terminal in PFC, 15 mW for 120 s was used.

#### In vivo EEG and single-unit recording and analysis

To monitor the activity dynamics of PFC neurons after optogenetic activation of DRN 5-HT neurons or axon terminals in PFC, 12 min of activity was recorded consisting of 5 min pre, 2 min during, and 5 min post-light activation. Broadband (0.3 Hz–7.5 kHz) neural signals (16 bits at 30 kHz) were recorded in real-time using a data acquisition system (Zeus, Bio-Signal Technologies) via an implanted 32-channel array (15 microfilament electrodes per half brain, two additional channels connected to the EEG screw and the reference ground screw, respectively). Spikes were detected with a high pass (300 Hz) filter. Real-time spike classification was conducted using principal component analysis (PCA). Spike categorization was optimized using Offline Sorter ×64 V4 (Plexon) before analyzing the data in NeuroExplorer 5 (Nex Technologies). For neuron type classification, the peak-trough of the waveform was calculated and the unit was classified as a glutamatergic broad spiking cell if the mean width was greater than 400 μs, otherwise it is a GABAergic narrow spiking cell. The EEG signal was filtered by Band-Pass Filter from 1 to 40 Hz. The EEG signal power density and spectrograms were computed by NeuroExplorer 5. The frequency bands were composed of delta (δ: 1–4 Hz), theta (θ: 4–8 Hz), alpha (α: 8–13 Hz), beta (β: 13–30 Hz), and gamma (γ: 30–40 Hz) waves. Locomotor movement was simultaneously recorded via video tracking for locomotor speed analysis.

#### Pupillometry

The mouse was placed in an anterior-posterior open cylinder tube so that it could move its limbs when the head was fixed. The lens for pupil tracking was located 20 cm away parallel to the pupil, and an infrared light source was used for pupil recognition. Pupil diameter was measured with Oculomatic Pro 1.9.7. (Bio-signal Inc) at a sampling frequency of 1 kHz. During optogenetic activation, pupil size was recorded for 12 min consisting of 5 min pre, 2 min during, and 5 min post-light activation. For chemogenetic activation, pupil size was recorded for 1 h before and 40 min or 120 min after CNO injection. The traces of pupil size dynamics were generated and smoothed using a Matlab scripts^51^.

### Behavioral analyses

#### Open field test

Mice were placed in an open field box (40 cm × 40 cm × 40 cm), and free movement was tracked by the Smart V3.0 behavioral analysis system (RWD) and the total distance moved was recorded. During optogenetic experiments, locomotor movement was recorded for 12 min synchronously with the in vivo single-unit recordings. For chemogenetic experiments, locomotor movement was recorded after administration of CNO.

#### Response threshold test

To detect the response thresholds during vigilance-like behavior, three aversive stimuli namely sound, 2,3,5-Trimethyl-3-thiazoline (TMT), and electrical shock were applied to mice after optogenetic or chemogenetic activation of DRN 5-HT in the open field box equipped with a camera. The response threshold for different stimuli was defined as the time taken by the mouse to escape or move away from the stimulation area. Escape was distinguished from random exploration behavior when mice moved at a speed 10% higher than in the 5 s before exposure to the stimulus. For the sound response threshold test, an amplifier (XT25G30-04 1″ Dual Ring Tweeter, Vifa) was attached to one of the walls to transmit the sound. The stimulation frequency was 2 kHz whose intensity increased by 5 dB every 15 s from a starting value of 50 dB. For the TMT response threshold test^65^, 5 uL of TMT solution (pure or 1:10^1^, 1:10^2^, 1:10^3^, 1:10^4^, 1:10^5^, 1:10^6^, 1:10^7^, 1:10^8^ dilutions) was applied to a cotton ball which was placed in the corner of the observation box. Mice were tested for 1 min for each concentration. After each concentration test, the observation box was cleaned with 75% alcohol to eliminate the TMT odor. For response threshold of electrical shock, the duration of electrical stimulation was 0.5 s, with intensity starting at 0 mA and increasing by 0.02 mA every 15 s. In order to prevent habituation, only one round of stimulations was performed per day for each mouse. For optogenetic experiments, the response threshold was tested by administration of each stimulus with intensity gradient at 10 min before and every 5 min after blue-light stimulation. For chemogenetic experiments, response threshold was tested 40 min after CNO injection. For administration of 5-HT by intracerebral cannula, response threshold test was also performed till 30 min after 5-HT application.

#### Shelter tests

A shelter (6 cm × 6 cm × 6 cm) was placed in the corner of an open field box for assessing vigilance behavior after optogenetic or chemogenetic activation of DRN 5-HT neurons or administration of 5-HT by intracerebral cannula. Three aversive stimuli (sound, TMT or electricity) were chosen for shelter test. The stimulation intensities selected were 20% higher than the response threshold detected in the experiments described above. The stay time in the shelter from first entry after treatment were used to assess vigilance state.

#### Electrophysiological recording

Mice were anesthetized with ether and rapidly decapitated. The brain was removed and placed in ice-cold artificial cerebrospinal fluid (ACSF), including 120 mM NaCl, 2.5 mM KCl, 2 mM CaCl_2_, 2 mM MgSO_4_, 1.2 mM NaH_2_PO_4_, 26 mM NaHCO_3_, and 10 mM D-glucose. Brain slices (300 μm) were obtained using a Vibratome (VT1000s Leica) while bathed in a slice-cutting solution consisting of 220 mM sucrose, 2.5 mM KCl, 1.3 mM CaCl_2_, 2.5 mM MgSO_4_, 1 mM NaH_2_PO_4_, 26 mM NaHCO_3_, and 10 mM D-glucose. Brain slices were equilibrated in ACSF in a holding chamber at a temperature of 33 ± 1 °C for 30 min, followed by an additional 2–8 h at room temperature (25 ± 1 °C). All solutions were saturated with 95% O_2_/5% CO_2_.

For electrophysiological recording, mCherry-positive DRN 5-HT neurons were visualized using a fluorescent microscope and infrared CCD camera. For optogenetic activation, 5-HT neurons expressing ChR2 were stimulated with a blue-light (470 nm) LED using either a persistent or a pulse stimulation program. For chemogenetic activation, CNO (10 μM) was added to the superfusate. The patch electrode was filled with the following solution containing 105 mM K-gluconate, 30 mM KCl, 10 mM HEPES, 10 mM phosphocreatine, 4 mM Mg_2_ATP, 0.3 mM Na_4_GTP, 0.3 mM EGTA (pH 7.35, 285 mOsm). The spontaneous activity of neurons was recorded under current-clamp mode.

#### Immunohistochemistry

To verify viral expression, mice were deeply anaesthetized with isoflurane and transcardially perfused with PBS, followed by fixation in cold 4% PFA solution for 48 h. Then the brain tissue was dissected and fixed in PFA overnight at 4 °C. The brain tissue was dehydrated in PBS solution containing 30% sucrose and then embedded in OCT freezing embedding solution. Coronal sections (30 μm) were cut on a Leica CM1860 UV freezing microtome (20 sections per brain). The brain slices were permeabilized in PBST for 20 min, subsequently blocked with 5% BSA in PBST for 1 h at room temperature, and then incubated with anti-mCherry (Thermo Fisher M11217,1:1000) and anti-Serotonin (Sigma–Aldrich s5545,1:2000) overnight at 4 °C. After washing with PBS for 10 min and PBST twice for 10 min each, brain slices were incubated in Alexa Fluor 568 Goat anti-Rat (Thermo Fisher, 1:400) and Alexa Fluor 488 Donkey anti-Rabbit (Jackson Labs, 1:200) for 3 h at room temperature. After washing 3 times with PBS for 10 min each, brain slices were sealed with anti-fading fluorescent mounting medium (Vectorlabs) overlay and subsequently imaged with a confocal microscope.

#### Data analysis and statistics

Quantification of the number of neurons on confocal images was performed using Fiji v1.53c (NIH), and images were edited with Photoshop CC 2018 (Adobe) and Fiji. Videos were edited with Premiere Pro CC 2018 (Adobe). Zebrafish behavior tracking and locomotor speed statistics was conducted using Python-based self-contained ZebraZoom v1.17 software^66^. Clampex v10.7.0.3 and Clampfit v10.6 (Molecular Devices) software was used for collection and analysis of electrophysiological signals. Matlab R2018a v9.4 scripts were used for generating calcium signal curves and heatmaps. Smart V3.0 behavioral analysis system was used for behavior tracking and locomotor speed statistics in mice. Oculomatic Pro 1.9.7 system was used for pupil size detection in mice. NeuroExplorer 5 software was used for EEG spectrum production and statistics. Data were presented as mean ± S.E.M. Statistical difference was assessed using one-way ANOVA or students’ unpaired or paired two-tailed *t*-tests using Prism 9.0 (GraphPad software), and *p* < 0.05 was considered statistically significant. The experimenter was blind to the condition of each animal when analyses were conducted.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary information

Peer Review File

Description of Additional Supplementary Information

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

Supplementary Movie 5

Reporting Summary

### Source data

Source Data

## Data Availability

Raw and processed RNA-seq data generated in this study are deposited into the GEO database with accession number GSE253039. Source data are provided with this paper.

# Supplementary material for: Serotonergic modulation of vigilance states in zebrafish and mice
**Source:** Nat Commun. 2024 Mar 22;15:2596. doi: 10.1038/s41467-024-47021-0
**Supplement:** Supplementary file 1 — Supplementary information

Serotonergic modulation of vigilance states in zebrafish and mice

Supplementary information

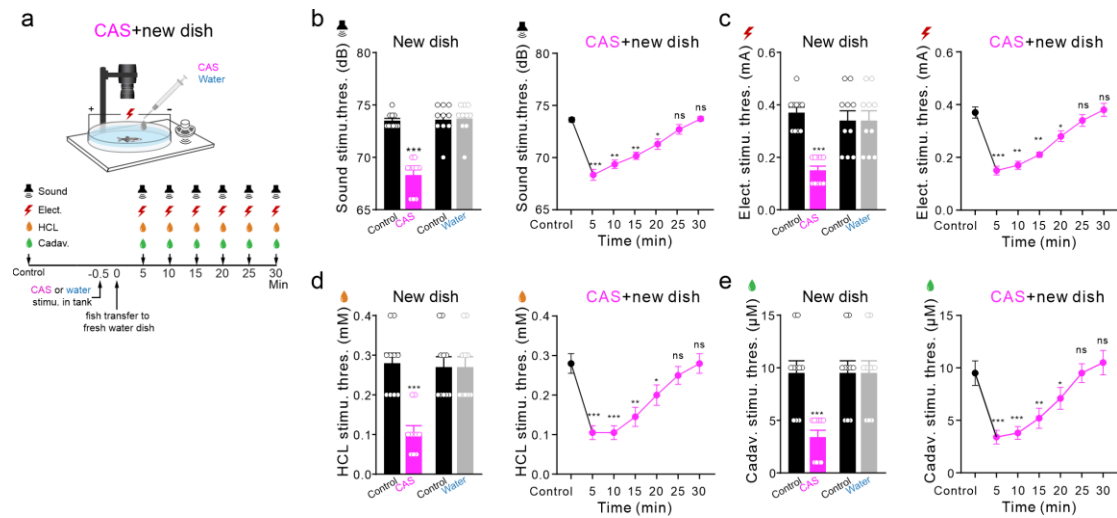

Supplementary Fig. 1. CAS-induced vigilance behavior persisted after transfer to the new dish. **a** Illustration showing timeline for stimulating and then transferring the stimulated fish into a new fresh water dish. Note that the CAS-induced reduction in response thresholds persisted after transfer to the new dish where there was no CAS present. **b-e** Left panels compare the response thresholds to aversive stimuli before and 5 min after transferring CAS/water-treated fish into the fresh water dish. Right panels show mean data of the prolonged change of response thresholds to each stimulus after transferring into the fresh water dish after CAS treatment for 30 min. N= 10 Fish in each group. All data are presented as mean $\pm$ SEM. * $P < 0.05$, ** $P < 0.01$, *** $P < 0.001$; ns denoting no significant difference. For detailed statistics, see Supplementary Table 2. Source data are provided as a Source Data file.

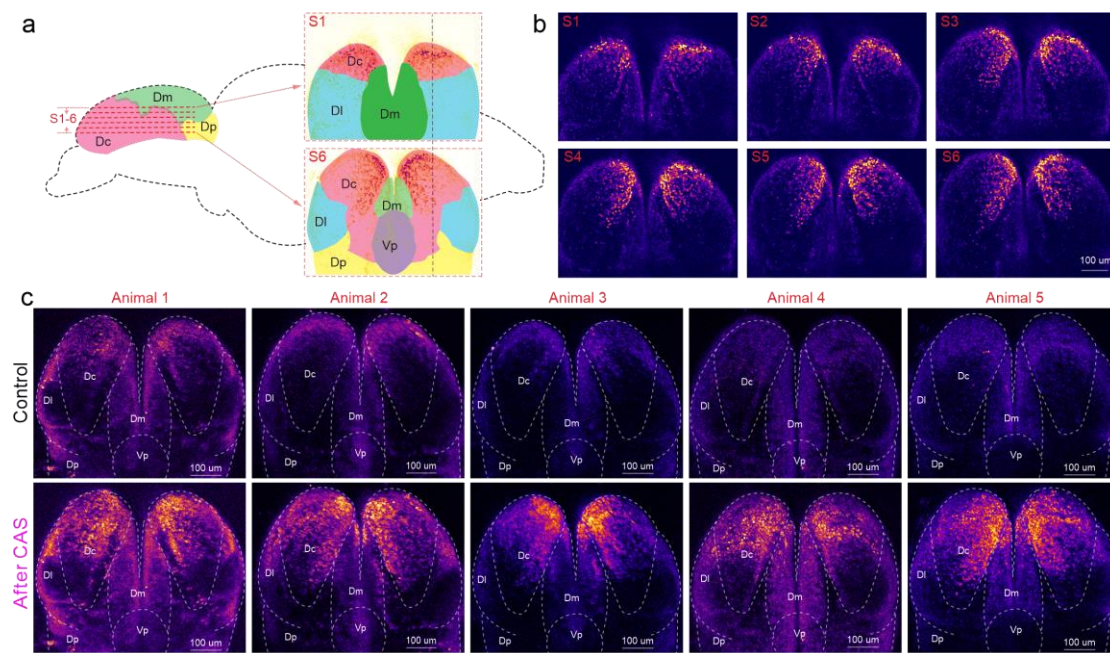

Supplementary Fig. 2. Two-photon images of 6-layer volume scan of zebrafish pallial Dc region after CAS treatment. **a** Drawing describing how the 6-layer volume scan of zebrafish dorsal pallium was obtained and brain regions in layer 1 and 6. **b** Two-photon images of 6 distinct layers in zebrafish dorsal pallium showing spatiotemporal calcium pattern of synchronized neuronal activities in Dc region after CAS treatment. **c** Combined stacked calcium images of the 6 layers in dorsal pallium before and after CAS treatment are shown for five fish.

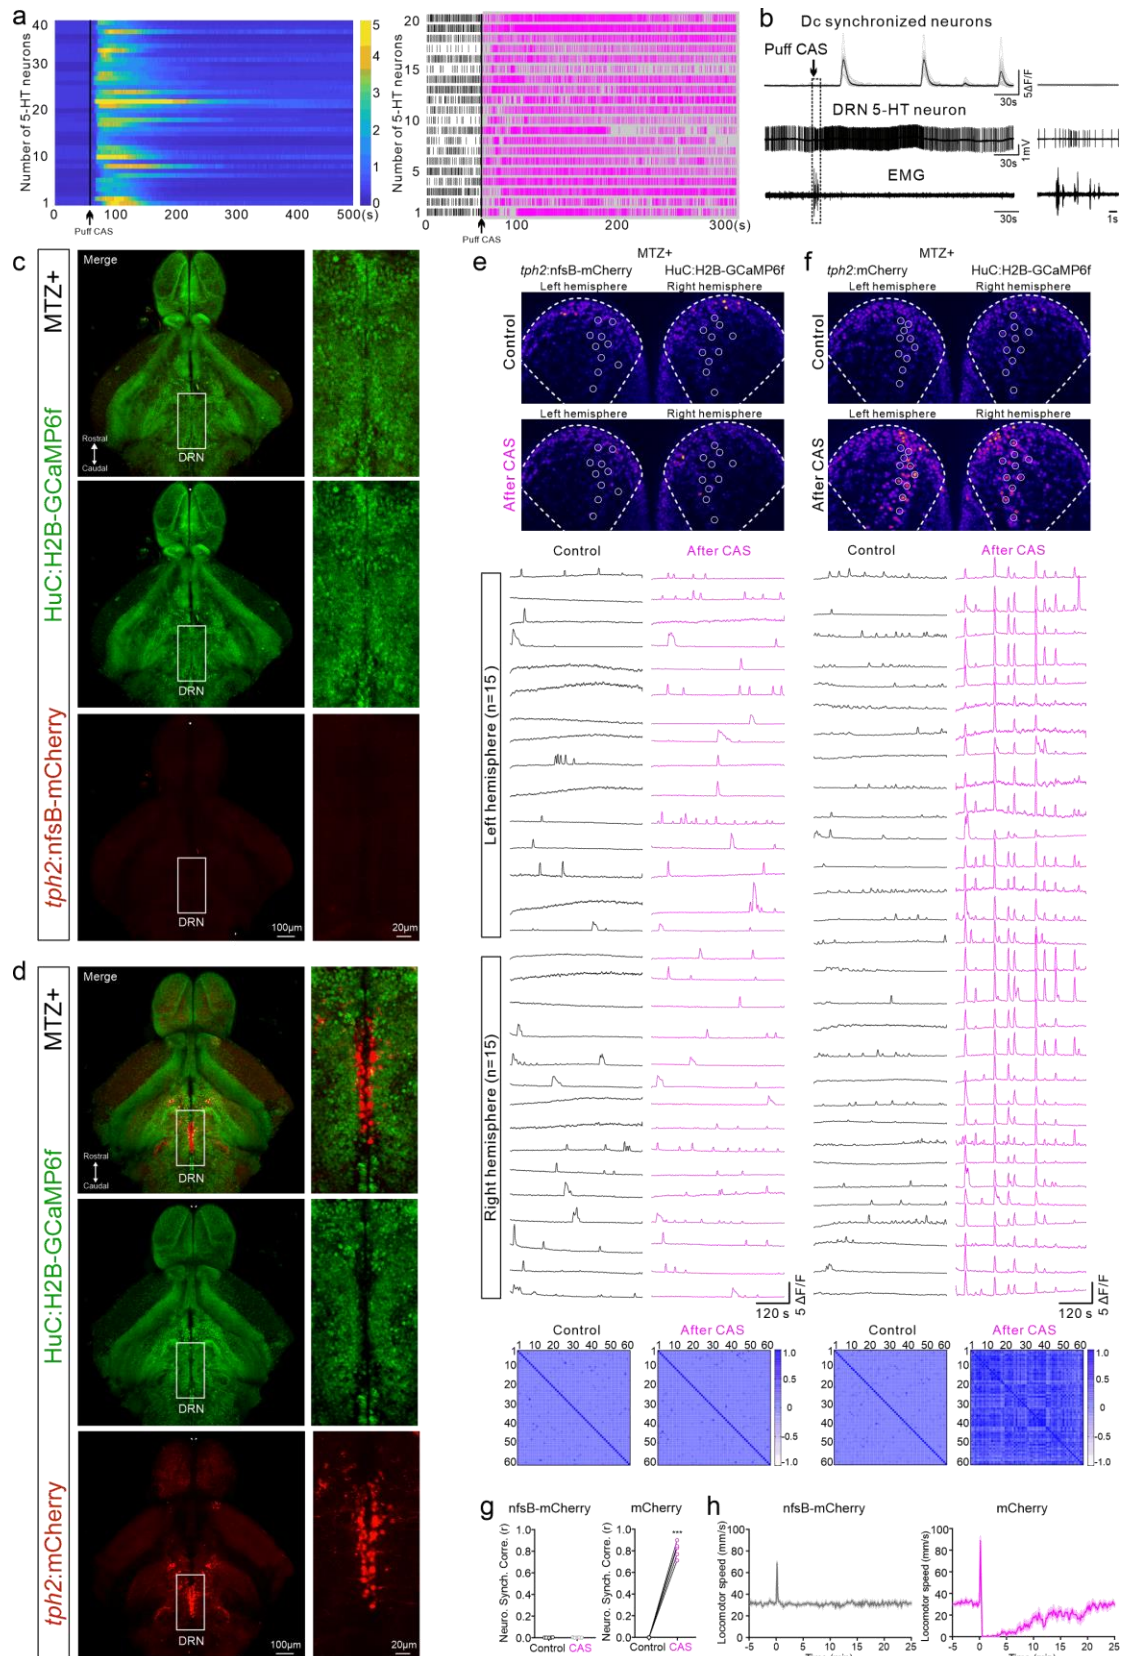

Supplementary Fig. 3. Chemogenetic ablation of 5-HT neurons abolished CAS-induced neuronal synchrony and vigilance behavior. **a** Heatmap of calcium dynamics (left, related to Fig. 3b-c) and raster plot of action potentials recorded in 5-

HT neurons (right, related to Fig. 3h) after CAS treatment. **b** The experiments demonstrated that the erratic swim (EMG) occurred first, then the intense activation of DRN 5-HT neurons followed and finally the neuronal synchrony in Dc appeared. **c-d** Immunofluorescence images showing ablation of 5-HT neurons after MTZ (5 mM) treatment for five days in *tph2:nfsB-mCherry* crossed with *HuC:H2B-GCaMP6f* fish (b). *tph2:mCherry* crossed with *HuC:H2B-GCaMP6f* fish was used as a negative control, showing no changes after MTZ treatment (c). **e-f** Two-photon calcium images and the derived data show that CAS administration failed to generate synchronized neuronal oscillation in Dc region of *tph2:nfsB-mCherry* crossed with *HuC:H2B-GCaMP6f* fish after MTZ treatment (d). The CAS-induced neuronal synchronization normally observed in Dc region of *tph2:mCherry* crossed with *HuC:H2B-GCaMP6f* fish (e). **g** Statistical analysis demonstrating the correlation coefficient in e-f. Each point represents the mean value of one fish. N=5 fish. **h** Quantification of locomotor speed in 10 fish treated with MTZ after CAS administration for 30 minutes for the in *tph2:nfsB-mCherry* fish and *tph2:mCherry* fish as a negative control. All data are presented as mean $\pm$ SEM. *** $P < 0.001$. For detailed statistics, see Supplementary Table 2. Source data are provided as a Source Data file.

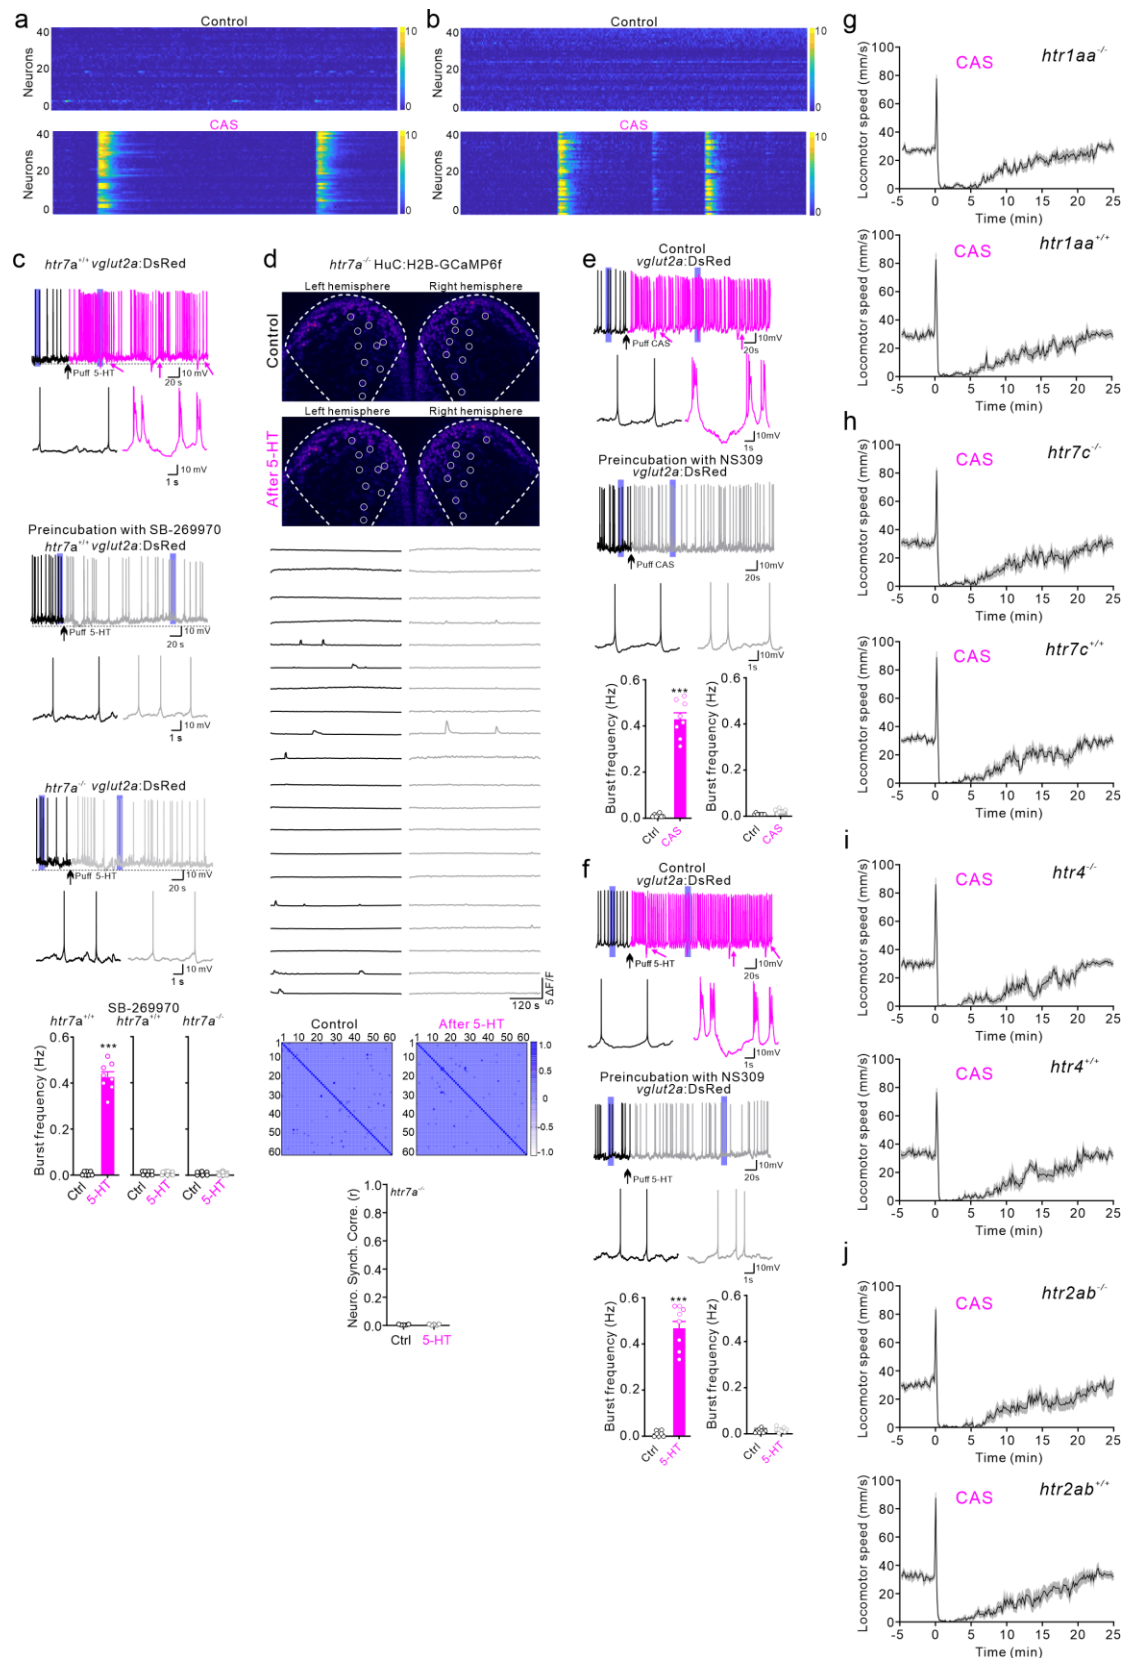

Supplementary Fig. 4. The released 5-HT generated internal synchronized state through acting on 5-HTR7 of glutamatergic neurons in Dc region. a Heat maps of calcium dynamics for Fig. 4c. **b** Heat maps of calcium dynamics for Fig.4d. **c** Puffing

5-HT induced bursting firing and post-inhibitory rebound in glutamatergic neurons in Dc region of *htr7a^{+/+} vglut2a:DsRed* fish (upper pair of panels). Preincubation of SB-269970 (0.3 μ M, middle pair of panels) or using *htr7^{-/-} vglut2a:DsRed* fish (lower pair of panels) prevented bursting firing and post-inhibitory rebound in glutamatergic neurons in Dc region puffed with 5-HT. Blue highlighted sections of traces are enlarged and shown underneath. N= 8 fish in each group. **d** In *htr7a^{-/-} HuC:H2B-GCaMP6f* fish puffing 5-HT on neurons in Dc region failed to generate synchronized neuronal oscillations. Two-photon calcium imaging was carried on the circled neurons and the analyzed data of the individual cells are similar in the absence or presence of 5-HT. **e-f** Preincubation of NS 309 (a SK channel activator, 100 μ M) inhibited CAS-induced (panel e) or 5-HT-induced (panel f) bursting firing and post-inhibitory rebound in glutamatergic neurons in Dc region of *vglut2a:DsRed* fish. Shadow highlighted sections of traces are expanded and shown underneath. N= 8 fish in each group. **g-j** Mean data of locomotor speed of *htr1aa^{-/-}*, *htr7c^{-/-}*, *htr4^{-/-}*, *htr2ab^{-/-}* and their sibling groups in response to CAS stimulation. N= 10 fish in each group. All data are presented as mean $\pm$ SEM. *** $P < 0.001$. For detailed statistics, see Supplementary Table 2. Source data are provided as a Source Data file.

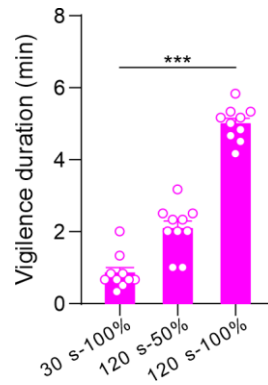

Supplementary Fig. 5. Optogenetic activation of DRN 5-HT neurons induces vigilance behavior in a time and intensity dependent manner.

Mean duration of vigilance behavior state induced by different blue light stimulation protocols. Each circle represents one fish. N = 10 fish in each group. 100% light intensity equals 15mW LED power. All data are presented as mean $\pm$ SEM. *** $P < 0.001$, significant difference. For detailed statistics, see Supplementary Table 2. Source data are provided as a Source Data file.

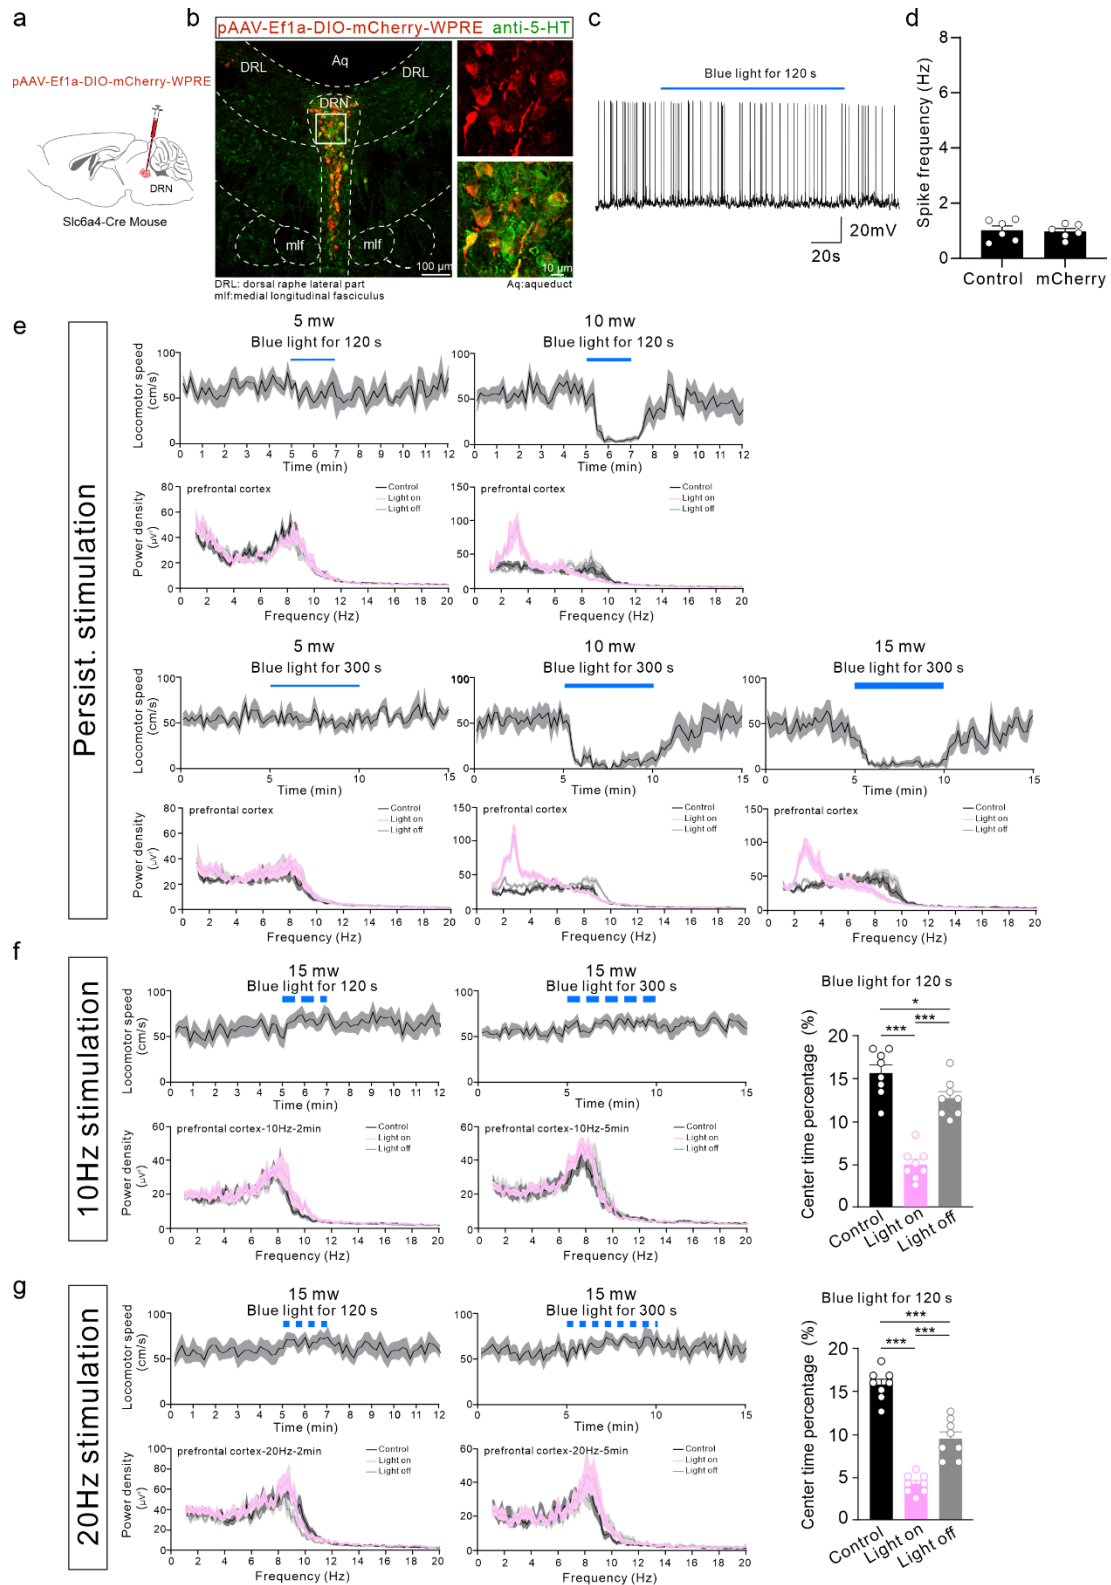

Supplementary Fig. 6. Persistent optogenetic activation of DRN 5-HT neurons induce internal synchronized state and vigilance behavior in mice. **a** Illustration of stereotaxic injection of the Cre-dependent AAV control virus into the DRN of Slc6a4-Cre mice. **b** Immunofluorescence image showing co-localization of mCherry and anti-

5-HT staining in mice DRN. White banded area is enlarged to show separately mCherry and anti-5-HT staining. **c-d** Blue light stimulation had no effect on the recorded activity in DRN 5-HT neurons in the control virus group. $n=6$ neurons from 3 mice for each group. **e** Quantification of locomotor speed and EEG power spectra density analysis in response to blue light stimulation protocols with different duration or intensity in the Slc6a4-hChR2 mice. **f-g** (left) Quantification of locomotor speed and EEG power spectra density analysis in response to 10 Hz 15 mW (f) or 20 Hz 15 mW(g) pulse stimulation for 120 s or 300 s in the Slc6a4-hChR2 mice. (right) The mean percentage time spent by mice in the central region of the open field before, during and after pulse stimulation in the Slc6a4-hChR2 mice. $N=8$ mice in each group. All data are presented as mean $\pm$ SEM. $*P < 0.05$, $***P < 0.001$. For detailed statistics, see Supplementary Table 2. Source data are provided as a Source Data file.

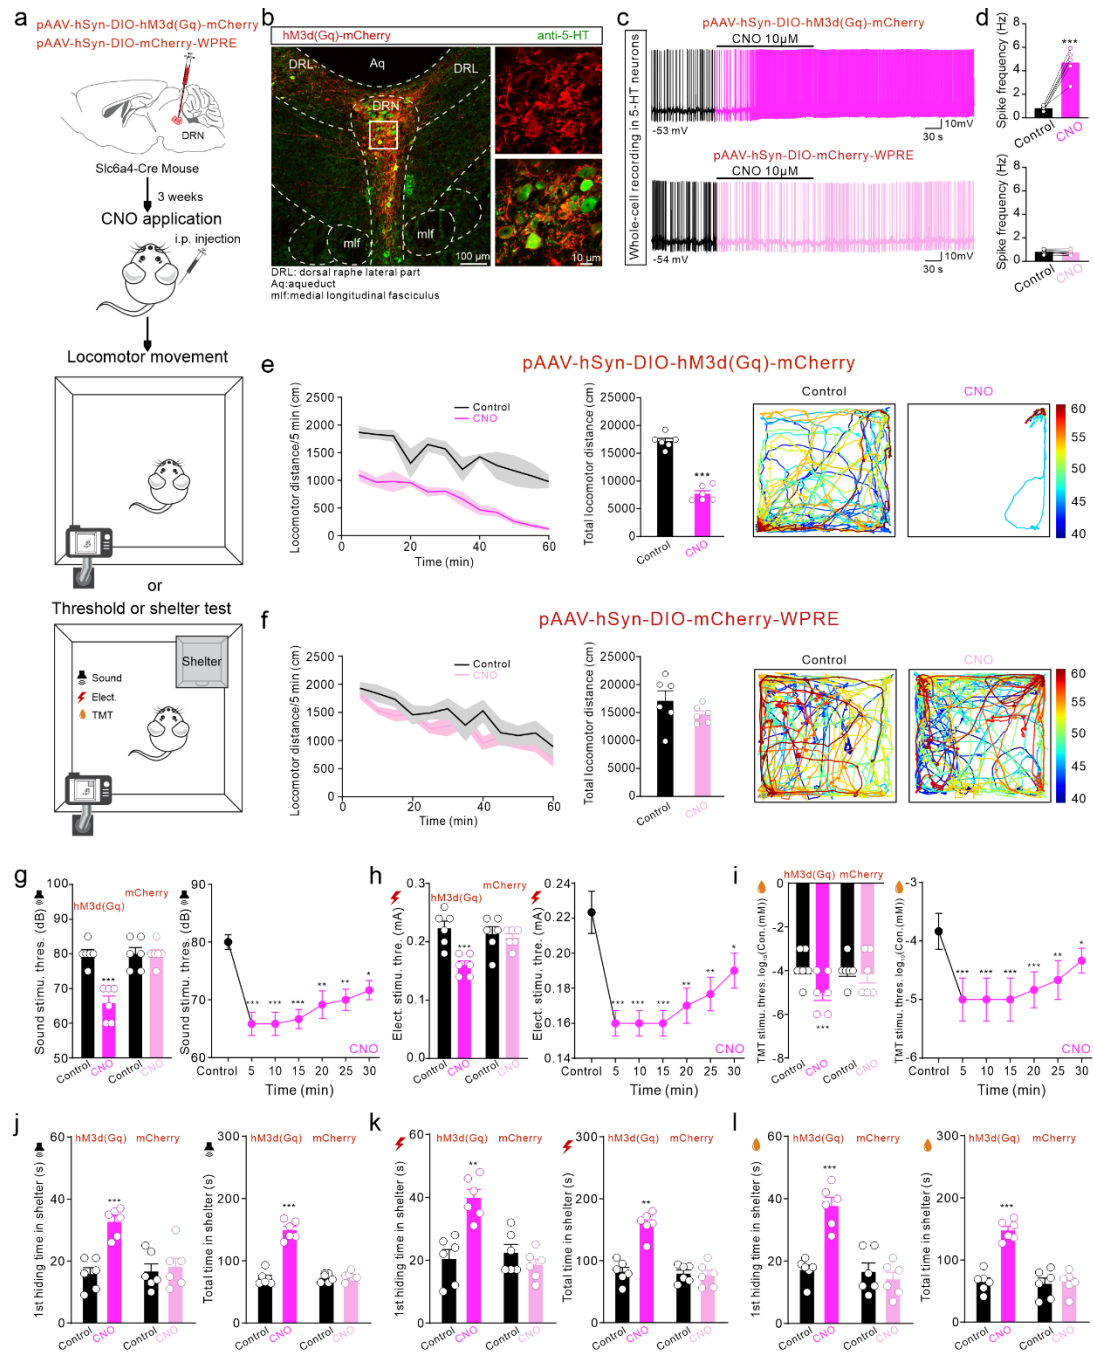

Supplementary Fig. 7. Chemogenetic activation of DRN 5-HT neurons generated and maintained vigilance behavior in mice. **a** Drawing showing stereotaxic injection of the Cre-dependent AAV virus in DRN, chemogenetic activation of DRN 5-HT neurons by CNO injection and behavior tests in mice in a timeline. **b** Immunofluorescence image showing expression of hM3d(Gq)-mCherry in DRN 5-HT neurons. White banded area is enlarged to show separately mCherry and anti-5-HT staining. **c-d** Spike discharge was increased by CNO in Slc6a4-hM3d(Gq) but not Slc6a4-mCherry mice DRN 5-HT neurons. Representative traces (c) and mean spike

frequency (d) are shown before and after CNO administration in $n=6$ neurons from 3 mice in each group. **e-f** Distance travelled after CNO administration was greatly reduced in Slc6a4-hM3d(Gq) (e) but unaffected in Slc6a4-mCherry (f) mice. Mean locomotor distance in 1-hour recording before and after CNO administration (middle panels). Representative control and post CNO locomotor tracks in the last 20 minutes of 1-hour recording for one mouse in each group is shown in the extreme right panels. The color bar indicates recording time. **g-i** Mean data showing reduced thresholds to sound (g), electric shock (h), and TMT stimulation (i) after chemogenetic activation (from 40 min after CNO injection) of DRN 5-HT neurons in Slc6a4-hM3d(Gq) mice but not Slc6a4-mCherry mice (left panel). Mean data illustrating the persistent nature (for at least 30 min) of the reduced response thresholds to aversive stimuli after chemogenetic activation is shown in the right panel. $N = 6$ mice for each group. **j-l** Mean stay time in the shelter from the first entry (left) or the entire process (right) in response to sound (j), electric shock (k) and TMT (l) after mice received CNO was increased in Slc6a4-hM3d(Gq) but not in Slc6a4-mCherry mice. $N = 6$ mice in each group. All data are presented as mean $\pm$ SEM. $*P < 0.05$, $**P < 0.01$, $***P < 0.001$. For detailed statistics, see Supplementary Table 2. Source data are provided as a Source Data file.

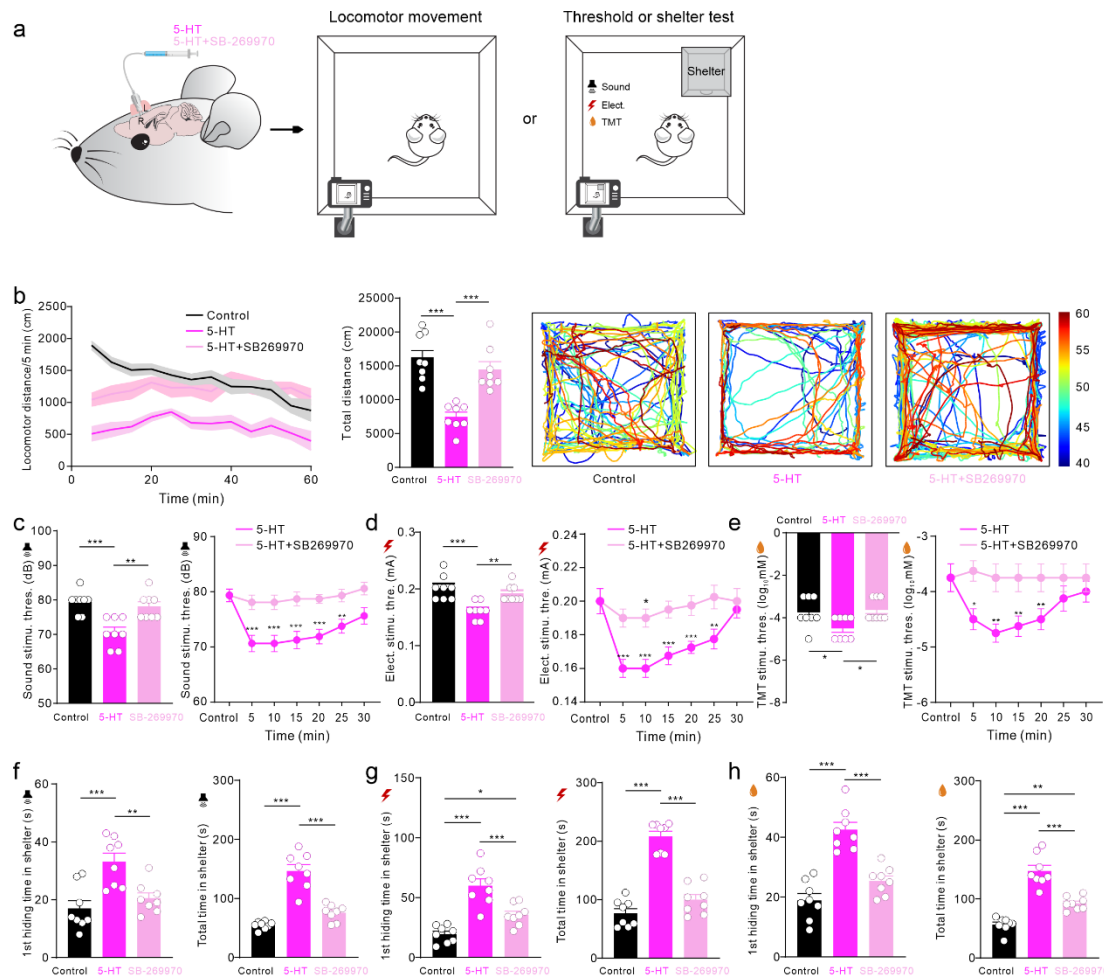

Supplementary Fig. 8. Exogenous administration of 5-HT generated and maintained vigilance behavior in mice. **a** Illustration of administration of 5-HT by an intracerebral inserted cannula into the prefrontal cortex and the movement and shelter behavior tests in mice. **b** Distance travelled before and after administration of 5-HT or 5-HT together with SB269970 (left panel). Average locomotor distance during one hour before and after drug administration (middle panel). Typical locomotor tracking of one animal in each group during the last 20 minutes of recording (right panel). N = 8 mice for each group. **c-e** Mean response thresholds to sound (c), electric shock (d), and TMT stimuli (e) before and after administration of 5-HT or 5-HT together with SB269970 (left panel). Average data showing the enduring change in response thresholds to aversive stimuli after drug administration (right panel). N = 6 mice for each group. **f-h** Mean stay time in the shelter from the first entry (left panel) or the entire process (right panel) in response to sound (f), electric shock (g) and TMT (h) before and after administration of 5-HT or 5-HT mixed with SB269970. N = 6 mice in each group. All

data are presented as mean $\pm$ SEM. * $P < 0.05$, ** $P < 0.01$, *** $P < 0.001$. For detailed statistics, see Supplementary Table 2. Source data are provided as a Source Data file.

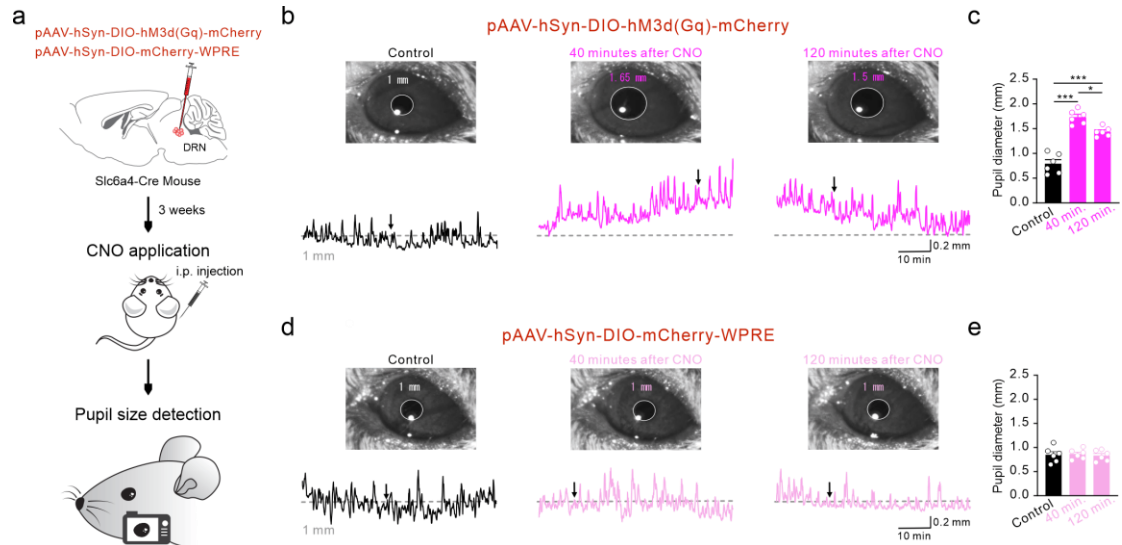

Supplementary Fig. 9. Chemogenetic activation of DRN 5-HT neurons persistently increased pupillary size in mice. **a** Illustration of pupillometry and chemogenetic activation of DRN 5-HT neurons. **b-c** Representative pupil images (indicated by arrow) and pupillary size fluctuations in Slc6a4-hM3d(Gq) mice before, 40 min and 120 min after CNO application (b). Each recording lasted for 60 min. Mean pupil size was increased in Slc6a4-hM3d(Gq) mice for up to 120 min after CNO application (c). **d-e** Representative pupil images and pupillary size fluctuations in Slc6a4-mCherry mice before, 40 min and 120 min after CNO application (d). Each recording lasted for 60 min. Mean pupil size was unchanged in Slc6a4-mCherry mice after CNO application (e). All data presented as mean $\pm$ SEM. * $P < 0.05$, *** $P < 0.001$. For detailed statistics, see Supplementary Table 2. Source data are provided as a Source Data file.

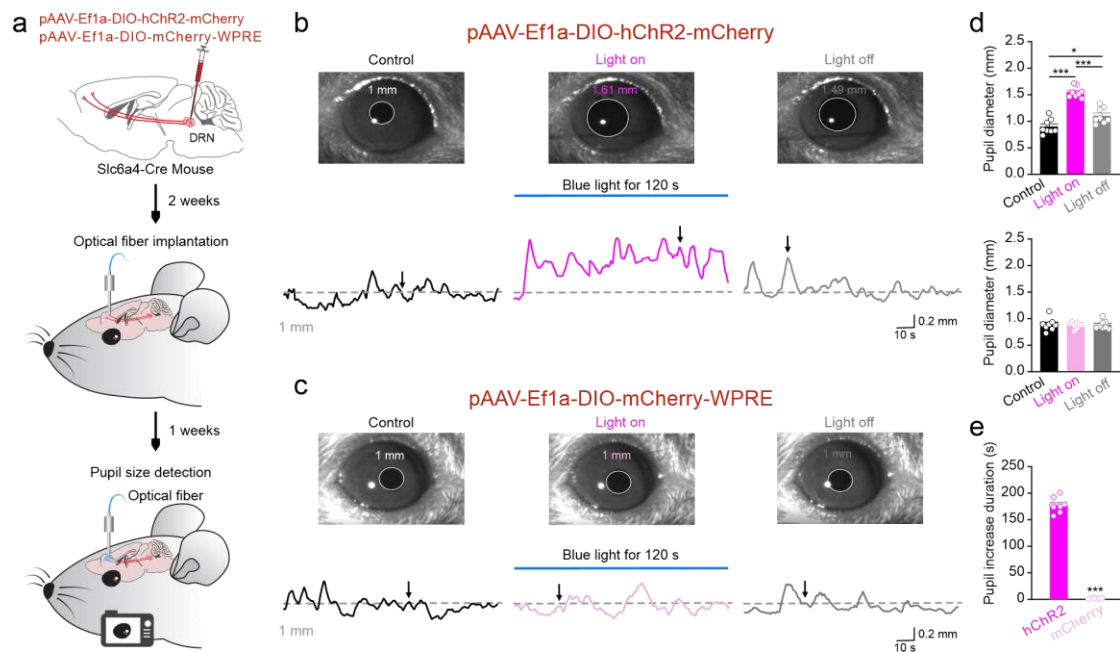

Supplementary Fig. 10. Persistent optogenetic activation of DRN 5-HT neuron terminals in PFC increased pupillary size in mice. **a** Illustration of pupillometry and optogenetic stimulation of DRN 5-HT neuron terminals in PFC. **b-c** Representative pupil images (indicated by arrow) and pupillary size fluctuations for 120 s in Slc6a4-hChR2 (**b**) and Slc6a4-mCherry (**c**) mice before, during and after optogenetic activation of DRN 5-HT neuron terminals in PFC. **d** Mean data showing an increased pupillary size after optogenetic stimulation in Slc6a4-hChR2 but not Slc6a4-mCherry mice. **e** Mean data showing the duration of pupillary increase after optogenetic stimulation in Slc6a4-hChR2 and Slc6a4-mCherry mice. $N = 8$ mice in each group. All data are presented as mean $\pm$ SEM. $**P < 0.01$, $***P < 0.001$. For detailed statistics, see Supplementary Table 2. Source data are provided as a Source Data file.

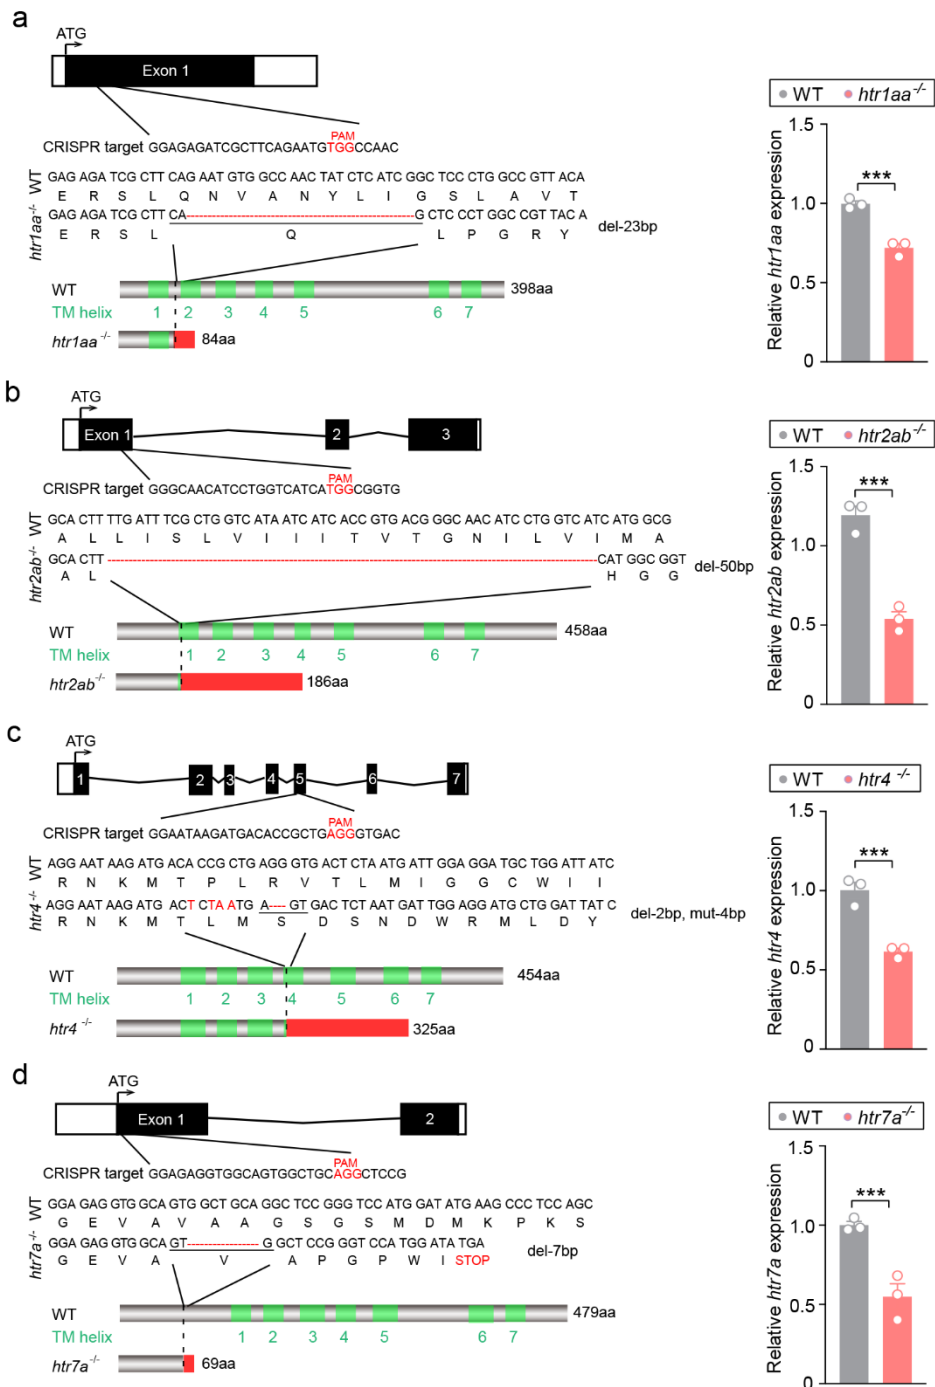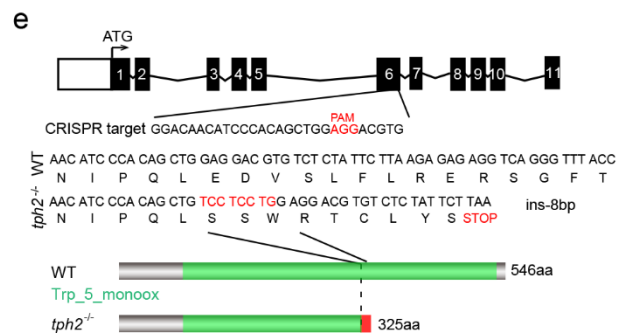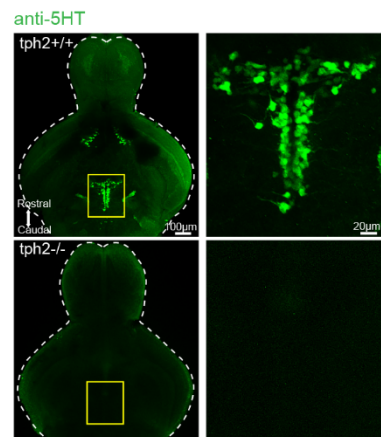

Supplementary Fig. 11. Genetic knock-out of 5-HT receptor coding genes in zebrafish. **a** Left panel shows the Htr1aa protein containing a 7tm_GPCRs domain (398 aa), and the truncated short peptide of *htr1aa* mutant (84 aa). Mutation and indel are indicated in red. Right panel shows decreased *htr1aa* expression in *htr1aa*^{-/-} animals compared to wild-type siblings. Relative expression was normalized to *gapdh* levels. n= 3 technical replicates of 20 pooled fish, the experiments was performed in triplicate. **b** Generation of *htr2ab* mutant (left) and qRT-PCR detection of relative expression of *htr2ab* (right). **c** Generation of *htr4* mutant (left) and qRT-PCR detection of relative expression of *htr4* (right). **d** Generation of *htr7a* mutant (left) and qRT-PCR detection of relative expression of *htr7a* (right). **e** Generation of *tph2* mutant (left) and immunostaining detection of anti-5-HT in mutant or sibling (right). All data presented as mean ± SEM. ***P < 0.001. For detailed statistics, see Supplementary Table 2. Source data are provided as a Source Data file.

Supplementary Table 1. All primers used in this study.

Usage	Name	Sequence (5' - 3')	Source
CRISPR gRNA primer	htr1aa-sg-F	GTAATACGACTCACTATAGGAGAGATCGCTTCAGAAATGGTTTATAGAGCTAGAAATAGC	Sangon Biotech/This paper
genotyping	htr1aa-seq-F	AGCGAAGTTGCTCTGAGTTACC	Sangon Biotech/This paper
genotyping	htr1aa-seq-R	TGAAAATATCGCACATCTCCTG	Sangon Biotech/This paper
CRISPR gRNA primer	htr2ab-sg-F	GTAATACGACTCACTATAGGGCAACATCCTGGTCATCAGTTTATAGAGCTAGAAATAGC	Sangon Biotech/This paper
genotyping	htr2ab-seq-F	AGATTTCCAAAGACACCAGCAT	Sangon Biotech/This paper
genotyping	htr2ab-seq-R	TCCCAAAGCATGTCTGTAATG	Sangon Biotech/This paper
CRISPR gRNA primer	htr4-sg-F	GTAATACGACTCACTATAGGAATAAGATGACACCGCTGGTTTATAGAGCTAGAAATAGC	Sangon Biotech/This paper
genotyping	htr4-seq-F	GCCTTTTCTTACAGGTACTATGCC	Sangon Biotech/This paper
genotyping	htr4-seq-R	CTGATTGCAAGGTGAGAAAAGAA	Sangon Biotech/This paper
CRISPR gRNA primer	htr7a-sg-F	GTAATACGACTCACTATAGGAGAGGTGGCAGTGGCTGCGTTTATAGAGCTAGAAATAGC	Sangon Biotech/This paper
genotyping	htr7a-seq-F	AAAGCCACGGAGAAACTATGAA	Sangon Biotech/This paper
genotyping	htr7a-seq-R	CCTCTCCATAGCTGAGGATCTG	Sangon Biotech/This paper
CRISPR gRNA primer	tph2-sg-F	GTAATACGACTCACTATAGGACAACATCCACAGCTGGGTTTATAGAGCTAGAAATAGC	Sangon Biotech/This paper
genotyping	tph2-seq-F	CGGTGGGTGCTTGTAGCTCAAT	Sangon Biotech/This paper
genotyping	tph2-seq-R	TAGTAATTCTGTTGAGAGACCGTGC	Sangon Biotech/This paper
CRISPR gRNA primer	sg-Common-R	AAAAGCACCGACTCGGTGCC	Sangon Biotech/This paper
qRT-PCR	qRT-htr1aa-F	AACAACACCACAGAAAGCCA	Sangon Biotech/This paper
qRT-PCR	qRT-htr1aa-R	ACCAGCACCGACACCATAA	Sangon Biotech/This paper
qRT-PCR	qRT-htr2ab-F	CCTCTACGGTTACACCTGGC	Sangon Biotech/This paper
qRT-PCR	qRT-htr2ab-R	GCTGTGGTGGATGGGGTT	Sangon Biotech/This paper
qRT-PCR	qRT-htr4-F	GTGACGTGCTCAGTAGTGG	Sangon Biotech/This paper
qRT-PCR	qRT-htr4-R	AGTCTTGGCTGCC TTGGT	Sangon Biotech/This paper
qRT-PCR	qRT-htr7a-F	CACTCTTGGGATAGTAGTTGGA	Sangon Biotech/This paper
qRT-PCR	qRT-htr7a-R	TGAGGAGGCTTCGGTAGGT	Sangon Biotech/This paper

Supplementary Table 2. Detailed statistics.

Figure	Statistics	Result	Comparison	Significance	P value
Fig 1e sound stimu.	paired <i>t</i> -test (Two-tailed)	$t=18.75$, $df=9$	Control vs. CAS	***	$P < 0.0001$
	Descriptive	Control: 74.80 ± 0.4422 (n = 10 fish)			
		CAS: 67.70 ± 0.5783 (n = 10 fish)			
	paired <i>t</i> -test (Two-tailed)	$t=0.8955$, $df=9$	Control vs. Water	ns	$P = 0.3938$
	Descriptive	Control: 73.80 ± 0.4422 (n = 10 fish)			
		Water: 74.10 ± 0.4069 (n = 10 fish)			
Fig 1e Elect. stimu.	paired <i>t</i> -test (Two-tailed)	$t=0.6530$, $df=9$	Control vs. CAS	***	$P = 0.0001$
	Descriptive	Control: 0.4 ± 0.03944 (n = 10 fish)			
		CAS: 0.23 ± 0.02603 (n = 10 fish)			
	paired <i>t</i> -test (Two-tailed)	$t=1.500$, $df=9$	Control vs. Water	ns	$P = 0.1679$
	Descriptive	Control: 0.39 ± 0.03145 (n = 10 fish)			
		Water: 0.41 ± 0.0348 (n = 10 fish)			
Fig 1e HCL stimu.	paired <i>t</i> -test (Two-tailed)	$t=9.391$, $df=9$	Control vs. CAS	***	$P < 0.0001$
	Descriptive	Control: 0.28 ± 0.02906 (n = 10 fish)			
		CAS: 0.1050 ± 0.01740 (n = 10 fish)			
	paired <i>t</i> -test (Two-tailed)	$t=0$, $df=9$	Control vs. Water	ns	$P > 0.9999$
	Descriptive	Control: 0.29 ± 0.02333 (n = 10 fish)			
		Water: 0.29 ± 0.02333 (n = 10 fish)			
Fig 1e Cadav. stimu.	paired <i>t</i> -test (Two-tailed)	$t=8.193$, $df=9$	Control vs. CAS	***	$P < 0.0001$
	Descriptive	Control: 10 ± 1.054 (n = 10 fish)			
		CAS: 3.4 ± 0.6532 (n = 10 fish)			
	paired <i>t</i> -test (Two-tailed)	$t=0$, $df=9$	Control vs. Water	ns	$P > 0.9999$
	Descriptive	Control: 10 ± 1.054 (n = 10 fish)			
		Water: 10 ± 1.054 (n = 10 fish)			
Fig 1f sound stimu.	paired <i>t</i> -test (Two-tailed)	$t=11.07$, $df=5$	Control vs. 5	***	$P = 0.0001$
	Descriptive	Control: 74 ± 1.095 (n = 6 fish)			
		5: 67 ± 1 (n = 6 fish)			
	paired <i>t</i> -test (Two-tailed)	$t=5.855$, $df=5$	Control vs. 10	**	$P = 0.0021$
	Descriptive	Control: 74 ± 1.095 (n = 6 fish)			

		10: 70 ± 1.571 (n = 6 fish)			
	paired <i>t</i> -test<br>(Two-tailed)	$t=5.394$, $df=5$	Control vs. 15	**	$P = 0.0030$
	Descriptive	Control: 74 ± 1.095 (n = 6 fish)			
		15: 71.33 ± 1.358 (n = 6 fish)			
	paired <i>t</i> -test<br>(Two-tailed)	$t=2.236$, $df=5$	Control vs. 20	*	$P = 0.0356$
	Descriptive	Control: 74 ± 1.095 (n = 6 fish)			
		20: 72 ± 1.528 (n = 6 fish)			
	paired <i>t</i> -test<br>(Two-tailed)	$t=1.581$, $df=5$	Control vs. 25	ns	$P = 0.1747$
	Descriptive	Control: 74 ± 1.095 (n = 6 fish)			
		25: 73.67 ± 1.116 (n = 6 fish)			
	paired <i>t</i> -test<br>(Two-tailed)	$t=1$, $df=5$	Control vs. 30	ns	$P = 0.3632$
	Descriptive	Control: 74 ± 1.095 (n = 6 fish)			
		30: 74.50 ± 1.285 (n = 6 fish)			
Fig 1f Elect.<br>stimu.	paired <i>t</i> -test<br>(Two-tailed)	$t=19$, $df=5$	Control vs. 5	***	$P < 0.0001$
	Descriptive	Control: 0.45 ± 0.02236 (n = 6 fish)			
		5: 0.1333 ± 0.02108 (n = 6 fish)			
	paired <i>t</i> -test<br>(Two-tailed)	$t=11.62$, $df=5$	Control vs. 10	***	$P < 0.0001$
	Descriptive	Control: 0.45 ± 0.02236 (n = 6 fish)			
		10: 0.15 ± 0.02236 (n = 6 fish)			
	paired <i>t</i> -test<br>(Two-tailed)	$t=11$, $df=5$	Control vs. 15	**	$P = 0.0011$
	Descriptive	Control: 0.45 ± 0.02236 (n = 6 fish)			
		15: 0.2667 ± 0.0333 (n = 6 fish)			
	paired <i>t</i> -test<br>(Two-tailed)	$t=6.708$, $df=5$	Control vs. 20	**	$P = 0.0031$
	Descriptive	Control: 0.45 ± 0.02236 (n = 6 fish)			
		20: 0.3 ± 0.04472 (n = 6 fish)			
	paired <i>t</i> -test<br>(Two-tailed)	$t=1.581$, $df=5$	Control vs. 25	ns	$P = 0.1747$
	Descriptive	Control: 0.45 ± 0.02236 (n = 6 fish)			
		25: 0.4167 ± 0.04014 (n = 6 fish)			
	paired <i>t</i> -test<br>(Two-tailed)	$t=0$, $df=5$	Control vs. 30	ns	$P > 0.9999$
	Descriptive	Control: 0.45 ± 0.02236 (n = 6 fish)			
		30: 0.45 ± 0.02236 (n = 6 fish)			

Fig 1f HCL stimu.	paired <i>t</i> -test<br>(Two-tailed)	t=10.38, df=5	Control vs. 5	***	P = 0.0001
	Descriptive	Control: 0.3 ± 0.2582 (n = 6 fish)			
		5: 0.09167 ± 0.008333 (n = 6 fish)			
	paired <i>t</i> -test<br>(Two-tailed)	t=23, df=5	Control vs. 10	***	P = 0.0001
	Descriptive	Control: 0.3 ± 0.2582 (n = 6 fish)			
		10: 0.1083 ± 0.02007 (n = 6 fish)			
	paired <i>t</i> -test<br>(Two-tailed)	t=6.708, df=5	Control vs. 15	**	P = 0.0011
	Descriptive	Control: 0.3 ± 0.2582 (n = 6 fish)			
		15: 0.15 ± 0.02236 (n = 6 fish)			
	paired <i>t</i> -test<br>(Two-tailed)	t=3.796, df=5	Control vs. 20	**	P = 0.0027
	Descriptive	Control: 0.3 ± 0.2582 (n = 6 fish)			
		20: 0.1833 ± 0.0166 (n = 6 fish)			
Fig 1f Cadav. stimu.	paired <i>t</i> -test<br>(Two-tailed)	t=1, df=5	Control vs. 25	ns	P = 0.3632
	Descriptive	Control: 0.3 ± 0.2582 (n = 6 fish)			
		25: 0.2833 ± 0.03073 (n = 6 fish)			
	paired <i>t</i> -test<br>(Two-tailed)	t=0, df=5	Control vs. 30	ns	P > 0.9999
	Descriptive	Control: 0.3 ± 0.2582 (n = 6 fish)			
		30: 0.3 ± 0.2582 (n = 6 fish)			
	paired <i>t</i> -test<br>(Two-tailed)	t=7.27, df=5	Control vs. 5	***	P = 0.0008
	Descriptive	Control: 10.83 ± 1.537 (n = 6 fish)			
		5: 3.0 ± 0.8944 (n = 6 fish)			
	paired <i>t</i> -test<br>(Two-tailed)	t=6.299, df=5	Control vs. 10	***	P = 0.0009
	Descriptive	Control: 10.83 ± 1.537 (n = 6 fish)			
		10: 0.125 ± 0.8433 (n = 6 fish)			
paired <i>t</i> -test<br>(Two-tailed)	t=5.814, df=5	Control vs. 15	**	P = 0.0021	
Descriptive	Control: 10.83 ± 1.537 (n = 6 fish)				
	15: 4.33 ± 0.6667 (n = 6 fish)				
paired <i>t</i> -test<br>(Two-tailed)	t=3.713, df=5	Control vs. 20	**	P = 0.0057	
Descriptive	Control: 10.83 ± 1.537 (n = 6 fish)				

		20: 6 ± 1.414 (n = 6 fish)				
	paired t-test<br>(Two-tailed)	t=1.581, df=5		Control vs. 25	ns	P = 0.1747
	Descriptive	Control: 10.83 ± 1.537 (n = 6 fish)				
		25: 9.167 ± 0.8333 (n = 6 fish)				
	paired t-test<br>(Two-tailed)	t=0, df=5		Control vs. 30	ns	P > 0.9999
	Descriptive	Control: 10.83 ± 1.537 (n = 6 fish)				
30: 10.83 ± 1.537 (n = 6 fish)						
Fig 2g<br>Neuro.Synch.Cor<br>re.	paired t-test<br>(Two-tailed)	t=23.28, df=6		Control vs. CAS	***	P < 0.0001
	Descriptive	Control: 0.002207 ± 0.0006752 (n = 7 fish)				
CAS: 0.7760 ± 0.03328 (n = 7 fish)						
Fig 2i<br>Decre.thres.durat<br>.	One-way<br>ANOVA	F=1.039,<br>P =<br>0.4034	Tukey's test	sound vs. synch.	ns	Padj =<br>0.7826
				Elect. vs. synch.	ns	Padj =<br>0.5481
				HCL vs. synch.	ns	Padj =<br>0.7826
				Cadav. vs. synch.	ns	Padj =<br>0.3245
	Descriptive	sound :21.43 ± 1.429 (n = 7 fish)				
		Elect. :20.71 ± 1.304 (n = 7 fish)				
		HCL :21.43 ± 0.9221 (n = 7 fish)				
		Cadav. :20 ± 1.091 (n = 7 fish)				
		synch. :23.51 ± 1.573 (n = 7 fish)				
	Fig 2h Frequency	paired t-test<br>(Two-tailed)	t=20.96, df=19		Control vs. CAS	***
Descriptive			Control	CAS		
		Minimum	0.25	2.967	Control: 0.9492 ± 0.1173 (n =<br>20 fish)	
		25%<br>Percentil<br>e	0.5333	4.75		
		Median	0.8083	6.05		
		75%<br>Percentil<br>e	1.425	7.025	CAS: 5.844 ± 0.3171 (n = 20<br>fish)	
		Maximu<br>m	1.867	7.883		
		Fig 3i Kaede red<br>neurons	paired t-test<br>(Two-tailed)	t=51.35, df=5		0h vs. 6h
Descriptive	0h:0 ± 0 (n = 6 fish)					

		6h: 82.07 ± 1.592 (n = 6 fish)			
**Fig 3s**<br>**Neuro.Synch.Core.**	paired <i>t</i> -test<br>(Two-tailed)	t=49.33, df=5	<i>tpH2^{+/+}</i> : Control vs. CAS	***	<i>P</i> < 0.0001
	Descriptive	Control: 0.002510 ± 0.001582 (n = 6 fish)			
		CAS: 0.7782 ± 0.01641 (n = 6 fish)			
	paired <i>t</i> -test<br>(Two-tailed)	t=1.103, df=5	<i>tpH2^{-/-}</i> : Control vs. CAS	ns	<i>P</i> = 0.3203
	Descriptive	Control: 0.005867 ± 0.005231 (n = 6 fish)			
		CAS: 0.001427 ± 0.001236 (n = 6 fish)			
**Fig 4e Number**	paired <i>t</i> -test<br>(Two-tailed)	t=20.33, df=5	<i>tpH2^{-/-}</i> : Control vs. 5-HT	***	<i>P</i> < 0.0001
	Descriptive	Control: 0.0001142 ± 0.0003186 (n = 6 fish)			
		5-HT: 0.8269 ± 0.04068 (n = 6 fish)			
	paired <i>t</i> -test<br>(Two-tailed)		Osc. vs. Reb.	ns	<i>P</i> > 0.9999
	Descriptive	Osc.: 7.667 ± 0.6146 (n = 6 fish)			
		Reb.: 7.667 ± 0.6146 (n = 6 fish)			
**Fig 4f Number**	paired <i>t</i> -test<br>(Two-tailed)	t=11.93, df=5	Osc. vs. Reb	***	<i>P</i> < 0.0001
	Descriptive	Osc.: 7.167 ± 0.6009 (n = 6 fish)			
		Reb.: 0 ± 0 (n = 6 fish)			
	paired <i>t</i> -test<br>(Two-tailed)	t=10.10, df=7	<i>htr7a^{+/+}vglut2a:DsRed</i> :<br>Ctrl vs. CAS	***	<i>P</i> < 0.0001
	Descriptive	Ctrl: 0.01250 ± 0.005223 (n = 8 fish)			
		CAS: 0.3875 ± 0.03723 (n = 8 fish)			
**Fig 4j Burst frequency**	paired <i>t</i> -test<br>(Two-tailed)	t=1.426, df=7	<i>htr7a^{+/+}vglut2a:DsRed</i><br>with SB269970: Ctrl vs. CAS	ns	<i>P</i> = 0.1970
	Descriptive	Ctrl: 0.02083 ± 0.004167 (n = 8 fish)			
		CAS: 0.02708 ± 0.006250 (n = 8 fish)			
	paired <i>t</i> -test<br>(Two-tailed)	t=1, df=7	<i>htr7a^{-/-}vglut2a:DsRed</i> :<br>Ctrl vs. CAS	ns	<i>P</i> = 0.3506
	Descriptive	Ctrl: 0.008334 ± 0.003150 (n = 8 fish)			
		CAS: 0.01250 ± 0.004167 (n = 8 fish)			
**Fig 4k Burst frequency**	paired <i>t</i> -test<br>(Two-tailed)	t=1, df=7	<i>htr7a^{+/+}gad1b:EGFP</i> :<br>Ctrl vs. CAS	ns	<i>P</i> = 0.3506
	Descriptive	Ctrl: 0.006250 ± 0.003050 (n = 8 fish)			
		CAS: 0.004167 ± 0.002728 (n = 8 fish)			

Fig 4o<br>Neuro.Synch.Core.	paired <i>t</i> -test<br>(Two-tailed)	t=18.54, df=5	<i>htr7a</i> ^{+/+} : Ctrl vs. CAS	***	<i>P</i> < 0.0001
	Descriptive	Ctrl: 0.001985 ± 0.0006934 (n = 6 fish)			
		CAS: 0.7881 ± 0.04229 (n = 6 fish)			
	paired <i>t</i> -test<br>(Two-tailed)	t=0.4007, df=5	<i>htr7a</i> ^{+/+} with SB269970:<br>Ctrl vs. CAS	ns	<i>P</i> = 0.7052
	Descriptive	Ctrl: 0.001433 ± 0.0001913 (n = 6 fish)			
		CAS: 0.001294 ± 0.0001966 (n = 6 fish)			
paired <i>t</i> -test<br>(Two-tailed)	t=1.530, df=5	<i>htr7a</i> ^{-/-} : Ctrl vs. CAS	ns	<i>P</i> = 0.1866	
	Descriptive	Ctrl: 0.001773 ± 0.0002334 (n = 6 fish)			
CAS: 0.001305 ± 0.0002874 (n = 6 fish)					
Fig 5b Firing<br>frequency	paired <i>t</i> -test<br>(Two-tailed)	t=10.71, df=5	Control vs. Opto.	***	<i>P</i> = 0.0001
	Descriptive	Control : 1.211 ± 0.07080 (n = 6 fish)			
Opto.: 7.228 ± 0.5234 (n = 6 fish)					
Fig 5d Firing<br>frequency	paired <i>t</i> -test<br>(Two-tailed)	t=12.32, df=7	Control vs. Opto.	ns	<i>P</i> < 0.0001
	Descriptive	Control : 0.01667 ± 0.00498 (n = 8 fish)			
Opto.: 0.4354 ± 0.03399 (n = 8 fish)					
Fig 5i sound<br>stimu.	paired <i>t</i> -test<br>(Two-tailed)	t=11.76, df=9	Control vs. ChR2	***	<i>P</i> < 0.0001
	Descriptive	Control: 73.7 ± 0.7753 (n = 10 fish)			
		ChR2: 68.1 ± 0.5859 (n = 10 fish)			
	paired <i>t</i> -test<br>(Two-tailed)	t=0, df=9	Control vs. mCherry	ns	<i>P</i> > 0.9999
Descriptive	Control: 73.10 ± 0.7667 (n = 10 fish)				
	mCherry: 73.10 ± 0.7667 (n = 10 fish)				
Fig 5i Elect.<br>stimu.	paired <i>t</i> -test<br>(Two-tailed)	t=8.835, df=9	Control vs. ChR2	***	<i>P</i> < 0.0001
	Descriptive	Control: 0.42 ± 0.02906 (n = 10 fish)			
		ChR2: 0.19 ± 0.02769 (n = 10 fish)			
	paired <i>t</i> -test<br>(Two-tailed)	t=0, df=9	Control vs. mCherry	ns	<i>P</i> > 0.9999
Descriptive	Control: 0.4 ± 0.02981 (n = 10 fish)				
	mCherry: 0.4 ± 0.02981(n = 10 fish)				
Fig 5i HCL<br>stimu.	paired <i>t</i> -test<br>(Two-tailed)	t=14.21, df=9	Control vs. ChR2	***	<i>P</i> < 0.0001
	Descriptive	Control: 0.3 ± 0.02582 (n = 10 fish)			
ChR2: 0.1150 ± 0.01979 (n = 10 fish)					

	paired <i>t</i> -test<br>(Two-tailed)	$t=0$, $df=9$	Control vs. mCherry	ns	$P > 0.9999$
	Descriptive	Control: 0.3 ± 0.02582 ($n = 10$ fish)<br>mCherry: 0.3 ± 0.02582 ($n = 10$ fish)			
Fig 5i Cadav.<br>stimu.	paired <i>t</i> -test<br>(Two-tailed)	$t=8.193$, $df=9$	Control vs. ChR2	***	$P < 0.0001$
	Descriptive	Control: 10 ± 1.054 ($n = 10$ fish)			
		ChR2: 3.4 ± 0.6532 ($n = 10$ fish)			
	paired <i>t</i> -test<br>(Two-tailed)	$t=0$, $df=9$	Control vs. mCherry	ns	$P > 0.9999$
Fig 5j sound<br>stimu.	Descriptive	Control: 10.5 ± 0.8975 ($n = 10$ fish)			
		mCherry: 10.5 ± 0.8975 ($n = 10$ fish)			
	paired <i>t</i> -test<br>(Two-tailed)	$t=10.5$, $df=9$	Control vs. 5	***	$P < 0.0001$
	Descriptive	Control: 73.7 ± 0.7753 ($n = 10$ fish)			
		5: 67.2 ± 0.8794 ($n = 10$ fish)			
	paired <i>t</i> -test<br>(Two-tailed)	$t=10.17$, $df=9$	Control vs. 10	**	$P = 0.0014$
	Descriptive	Control: 73.7 ± 0.7753 ($n = 10$ fish)			
		10: 69.4 ± 0.7630 ($n = 10$ fish)			
	paired <i>t</i> -test<br>(Two-tailed)	$t=5.842$, $df=9$	Control vs. 15	**	$P = 0.0022$
	Descriptive	Control: 73.7 ± 0.7753 ($n = 10$ fish)			
		15: 70 ± 0.8692 ($n = 10$ fish)			
	paired <i>t</i> -test<br>(Two-tailed)	$t=6.249$, $df=9$	Control vs. 20	**	$P = 0.0076$
	Descriptive	Control: 73.7 ± 0.7753 ($n = 10$ fish)			
		20: 70.50 ± 0.9458 ($n = 10$ fish)			
	paired <i>t</i> -test<br>(Two-tailed)	$t=3.545$, $df=9$	Control vs. 25	*	$P = 0.0347$
	Descriptive	Control: 73.7 ± 0.7753 ($n = 10$ fish)			
		25: 72.4 ± 0.8192 ($n = 10$ fish)			
Fig 5j Elect.<br>stimu.	paired <i>t</i> -test<br>(Two-tailed)	$t=1$, $df=9$	Control vs. 30	ns	$P = 0.3434$
	Descriptive	Control: 73.7 ± 0.7753 ($n = 10$ fish)			
		30: 73.6 ± 0.7630 ($n = 10$ fish)			
	paired <i>t</i> -test<br>(Two-tailed)	$t=10.85$, $df=9$	Control vs. 5	***	$P < 0.0001$
	Descriptive	Control: 0.42 ± 0.02906 ($n = 10$ fish)			
		5: 0.18 ± 0.02494 ($n = 10$ fish)			

	paired <i>t</i> -test<br>(Two-tailed)	$t=10.78$, $df=9$	Control vs. 10	**	$P = 0.0011$
	Descriptive	Control: 0.42 ± 0.02906 ($n = 10$ fish)			
		10: 0.19 ± 0.02333 ($n = 10$ fish)			
	paired <i>t</i> -test<br>(Two-tailed)	$t=7.965$, $df=9$	Control vs. 15	**	$P = 0.0018$
	Descriptive	Control: 0.42 ± 0.02906 ($n = 10$ fish)			
		15: 0.25 ± 0.03416 ($n = 10$ fish)			
	paired <i>t</i> -test<br>(Two-tailed)	$t=6.091$, $df=9$	Control vs. 20	**	$P = 0.0032$
	Descriptive	Control: 0.42 ± 0.02906 ($n = 10$ fish)			
		20: 0.29 ± 0.03145 ($n = 10$ fish)			
	paired <i>t</i> -test<br>(Two-tailed)	$t=2.449$, $df=9$	Control vs. 25	*	$P = 0.0368$
Fig 5j HCL<br>stimu.	Descriptive	Control: 0.42 ± 0.02906 ($n = 10$ fish)			
		25: 0.38 ± 0.02494 ($n = 10$ fish)			
	paired <i>t</i> -test<br>(Two-tailed)	$t=0$, $df=9$	Control vs. 30	ns	$P > 0.9999$
	Descriptive	Control: 0.42 ± 0.02906 ($n = 10$ fish)			
		30: 0.42 ± 0.02906 ($n = 10$ fish)			
	paired <i>t</i> -test<br>(Two-tailed)	$t=14.21$, $df=9$	Control vs. 5	***	$P < 0.0001$
	Descriptive	Control: 0.3 ± 0.2582 ($n = 10$ fish)			
		5: 0.1150 ± 0.01979 ($n = 10$ fish)			
	paired <i>t</i> -test<br>(Two-tailed)	$t=12.75$, $df=9$	Control vs. 10	**	$P = 0.0024$
	Descriptive	Control: 0.3 ± 0.2582 ($n = 10$ fish)			
		10: 0.13 ± 0.02 ($n = 10$ fish)			
	paired <i>t</i> -test<br>(Two-tailed)	$t=8.51$, $df=9$	Control vs. 15	**	$P = 0.0041$
	Descriptive	Control: 0.3 ± 0.2582 ($n = 10$ fish)			
		15: 0.17 ± 0.02134 ($n = 10$ fish)			
	paired <i>t</i> -test<br>(Two-tailed)	$t=9$, $df=9$	Control vs. 20	**	$P = 0.0057$
	Descriptive	Control: 0.3 ± 0.2582 ($n = 10$ fish)			
		20: 0.21 ± 0.02769 ($n = 10$ fish)			
	paired <i>t</i> -test<br>(Two-tailed)	$t=2.449$, $df=9$	Control vs. 25	*	$P = 0.0368$
	Descriptive	Control: 0.3 ± 0.2582 ($n = 10$ fish)			
	paired <i>t</i> -test<br>(Two-tailed)	$t=2.449$, $df=9$	Control vs. 25	*	$P = 0.0368$
	Descriptive	Control: 0.3 ± 0.2582 ($n = 10$ fish)			

		25: 0.26 ± 0.01633 (n = 10 fish)				
	paired <i>t</i> -test<br>(Two-tailed)	t=0, df=9	Control vs. 30	ns	<i>P</i> = 0.3434	
	Descriptive	Control: 0.3 ± 0.2582 (n = 10 fish)				
		30: 0.29 ± 0.02333 (n = 10 fish)				
Fig 5j Cadav.<br>stimu.	paired <i>t</i> -test<br>(Two-tailed)	t=8.573, df=9	Control vs. 5	***	<i>P</i> < 0.0001	
	Descriptive	Control: 10 ± 1.054 (n = 10 fish)				
		5: 3.0 ± 0.6667 (n = 10 fish)				
	paired <i>t</i> -test<br>(Two-tailed)	t=8.193, df=9	Control vs. 10	**	<i>P</i> = 0.0019	
	Descriptive	Control: 10 ± 1.054 (n = 10 fish)				
		10: 3.4 ± 0.6532 (n = 10 fish)				
	paired <i>t</i> -test<br>(Two-tailed)	t=8.034, df=9	Control vs. 15	**	<i>P</i> = 0.0032	
	Descriptive	Control: 10 ± 1.054 (n = 10 fish)				
		15: 3.8 ± 0.6110 (n = 10 fish)				
	paired <i>t</i> -test<br>(Two-tailed)	t=8.820, df=9	Control vs. 20	**	<i>P</i> = 0.0074	
	Descriptive	Control: 10 ± 1.054 (n = 10 fish)				
		20: 5.6 ± 0.8327 (n = 10 fish)				
	paired <i>t</i> -test<br>(Two-tailed)	t=2.979, df=9	Control vs. 25	*	<i>P</i> = 0.0155	
	Descriptive	Control: 10 ± 1.054 (n = 10 fish)				
		25: 7.6 ± 1.284 (n = 10 fish)				
	paired <i>t</i> -test<br>(Two-tailed)	t=1, df=9	Control vs. 30	ns	<i>P</i> = 0.3434	
Descriptive	Control: 10 ± 1.054 (n = 10 fish)					
	30: 10.5 ± 1.167 (n = 10 fish)					
Fig 6c Spike<br>frequency	One-way<br>ANOVA	F=54.88,<br><br>P <<br>0.0001	Tukey's test	Control vs. Persist.	***	<i>Padj</i> <<br>0.0001
				10 Hz vs. Persist.	***	<i>Padj</i> <<br>0.0001
				20 Hz vs. Persist.	***	<i>Padj</i> <<br>0.0001
	Descriptive	Control :0.8967 ± 0.1800 (n = 10 neurons from 3 mice)				
		10 Hz :1.673 ± 0.2939 (n = 10 neurons from 3 mice)				
		20 Hz :2.793 ± 0.3094 (n = 10 neurons from 3 mice)				
		Persist. :5.83 ± 0.3569 (n = 10 neurons from 3 mice)				

Fig 6j sound stimu. (left)	paired <i>t</i> -test (Two-tailed)	$t=7.172, df=7$	Control vs. hChR2	***	$P < 0.0001$
	Descriptive	Control: 79.38 ± 1.475 (n = 8 mice)			
		ChR2: 63.13 ± 1.315 (n = 8 mice)			
	paired <i>t</i> -test (Two-tailed)	$t=0, df=7$	Sb269970: Control vs. hChR2	ns	$P > 0.9999$
	Descriptive	Control: 79.38 ± 1.133 (n = 8 mice)			
		hChR2: 79.38 ± 1.475 (n = 8 mice)			
Fig 6j sound stimu. (right)	paired <i>t</i> -test (Two-tailed)	$t=0, df=5$	Control vs. mCherry	ns	$P > 0.9999$
	Descriptive	Control: 79.17 ± 1.537 (n = 6 mice)			
		mCherry: 79.17 ± 1.537 (n = 6 mice)			
	paired <i>t</i> -test (Two-tailed)	$t=7.172, df=7$	Control vs. 5	***	$P < 0.0001$
	Descriptive	Control: 79.38 ± 1.475 (n = 8 mice)			
		5: 63.13 ± 1.315 (n = 8 mice)			
	paired <i>t</i> -test (Two-tailed)	$t=9.354, df=7$	Control vs. 10	***	$P < 0.0001$
	Descriptive	Control: 79.38 ± 1.475 (n = 8 mice)			
		10: 66.88 ± 0.9149 (n = 8 mice)			
	paired <i>t</i> -test (Two-tailed)	$t=8.275, df=7$	Control vs. 15	***	$P = 0.0002$
	Descriptive	Control: 79.38 ± 1.475 (n = 8 mice)			
		15: 70 ± 0.9449 (n = 8 mice)			
	paired <i>t</i> -test (Two-tailed)	$t=5, df=7$	Control vs. 20	**	$P = 0.0016$
	Descriptive	Control: 79.38 ± 1.475 (n = 8 mice)			
		20: 73.13 ± 0.9149 (n = 8 mice)			
Fig 6k Elect. stimu. (left)	paired <i>t</i> -test (Two-tailed)	$t=7, df=7$	Control vs. 25	*	$P = 0.0256$
	Descriptive	Control: 79.38 ± 1.475 (n = 8 mice)			
		25: 75 ± 1.336 (n = 8 mice)			
	paired <i>t</i> -test (Two-tailed)	$t=0, df=7$	Control vs. 30	ns	$P > 0.9999$
	Descriptive	Control: 79.38 ± 1.475 (n = 8 mice)			
		30: 79.38 ± 1.475 (n = 8 mice)			
Fig 6k Elect. stimu. (left)	paired <i>t</i> -test (Two-tailed)	$t=6.614, df=7$	Control vs. hChR2	***	$P = 0.0003$
	Descriptive	Control: 0.2100 ± 0.006547 (n = 8 mice)			
		ChR2: 0.16 ± 0.005345 (n = 8 mice)			

	paired <i>t</i> -test<br>(Two-tailed)	t=0, df=7	Sb269970: Control vs.<br>hChR2	ns	$P > 0.9999$
	Descriptive	Control: 0.2075 ± 0.006478 (n = 8 mice)			
		hChR2: 0.2075 ± 0.005261 (n = 8 mice)			
	paired <i>t</i> -test<br>(Two-tailed)	t=0, df=5	Control vs. mCherry	ns	$P > 0.9999$
Fig 6j Elect.<br>stimu. (right)	Descriptive	Control: 0.21 ± 0.008563 (n = 6 mice)			
		mCherry: 0.21 ± 0.008563 (n = 6 mice)			
	paired <i>t</i> -test<br>(Two-tailed)	t=6.614, df=7	Control vs. 5	***	$P = 0.0003$
	Descriptive	Control: 0.21 ± 0.006547 (n = 8 mice)			
		5: 63.13 ± 1.315 (n = 8 mice)			
	paired <i>t</i> -test<br>(Two-tailed)	t=6.333, df=7	Control vs. 10	**	$P = 0.0024$
	Descriptive	Control: 0.21 ± 0.006547 (n = 8 mice)			
		10: 0.1625 ± 0.005901 (n = 8 mice)			
	paired <i>t</i> -test<br>(Two-tailed)	t=8.275, df=7	Control vs. 15	**	$P = 0.0071$
	Descriptive	Control: 0.21 ± 0.006547 (n = 8 mice)			
		15: 0.1725 ± 0.005261 (n = 8 mice)			
	paired <i>t</i> -test<br>(Two-tailed)	t=5, df=7	Control vs. 20	*	$P = 0.0223$
	Descriptive	Control: 0.21 ± 0.006547 (n = 8 mice)			
		20: 0.1850 ± 0.006268 (n = 8 mice)			
	paired <i>t</i> -test<br>(Two-tailed)	t=4.583, df=7	Control vs. 25	*	$P = 0.0324$
	Descriptive	Control: 0.21 ± 0.006547 (n = 8 mice)			
		25: 0.1950 ± 0.005 (n = 8 mice)			
Fig 6l TMT stimu.<br>(left)	paired <i>t</i> -test<br>(Two-tailed)	t=0, df=7	Control vs. 30	ns	$P > 0.9999$
	Descriptive	Control: 0.21 ± 0.006547 (n = 8 mice)			
		30: 0.21 ± 0.006547 (n = 8 mice)			
	paired <i>t</i> -test<br>(Two-tailed)	t=4.583, df=7	Control vs. hChR2	**	$P = 0.0025$
	Descriptive	Control: -3.875 ± 0.2266 (n = 8 mice)			
		ChR2: -4.625 ± 0.2631 (n = 8 mice)			
	paired <i>t</i> -test<br>(Two-tailed)	t=0.5517, df=7	Sb269970: Control vs.<br>hChR2	ns	$P = 0.5983$
	Descriptive	Control: -4.125 ± 0.2266 (n = 8 mice)			
		hChR2: -4 ± 0.2673 (n = 8 mice)			

	paired <i>t</i> -test<br>(Two-tailed)	t=0, df=5	Control vs. mCherry	ns	$P > 0.9999$
	Descriptive	Control: -4 ± 0.2582 (n = 6 mice)<br>mCherry: -4 ± 0.2582 (n = 6 mice)			
Fig 6l TMT<br>stimu. (right)	paired <i>t</i> -test<br>(Two-tailed)	t=4.583, df=7	Control vs. 5	**	$P = 0.0025$
	Descriptive	Control: -3.875 ± 0.2266 (n = 8 mice)<br>5: -4.625 ± 0.2631 (n = 8 mice)			
	paired <i>t</i> -test<br>(Two-tailed)	t=9, df=7	Control vs. 10	***	$P < 0.0001$
	Descriptive	Control: -3.875 ± 0.2266 (n = 8 mice)<br>10: -5 ± 0.2673 (n = 8 mice)			
	paired <i>t</i> -test<br>(Two-tailed)	t=7, df=7	Control vs. 15	**	$P = 0.0032$
	Descriptive	Control: -3.875 ± 0.2266 (n = 8 mice)<br>15: -4.75 ± 0.25 (n = 8 mice)			
	paired <i>t</i> -test<br>(Two-tailed)	t=3.416, df=7	Control vs. 20	*	$P = 0.0112$
	Descriptive	Control: -3.875 ± 0.2266 (n = 8 mice)<br>20: -4.5 ± 0.3273 (n = 8 mice)			
	paired <i>t</i> -test<br>(Two-tailed)	t=1, df=7	Control vs. 25	ns	$P = 0.3506$
	Descriptive	Control: -3.875 ± 0.2266 (n = 8 mice)<br>25: -4 ± 0.2673 (n = 8 mice)			
	paired <i>t</i> -test<br>(Two-tailed)	t=0, df=7	Control vs. 30	ns	$P > 0.9999$
	Descriptive	Control: -3.875 ± 0.2266 (n = 8 mice)<br>30: -3.875 ± 0.2266 (n = 8 mice)			
Fig 6m 1 st<br>duration (left)	paired <i>t</i> -test<br>(Two-tailed)	t=7.104, df=7	Control vs. hChR2	***	$P = 0.0002$
	Descriptive	Control: 20.63 ± 3.789 (n = 8 mice)<br>ChR2: 76.13 ± 7.913 (n = 8 mice)			
	paired <i>t</i> -test<br>(Two-tailed)	t=0.09789, df=7	Sb269970: Control vs.<br>hChR2	ns	$P = 0.9248$
	Descriptive	Control: 20.38 ± 3.959 (n = 8 mice)<br>hChR2: 20.75 ± 3.277 (n = 8 mice)			
	paired <i>t</i> -test<br>(Two-tailed)	t=0.3355, df=5	Control vs. mCherry	ns	$P = 0.7509$
	Descriptive	Control: 19.33 ± 4.318 (n = 6 mice)<br>mCherry: 20.5 ± 4.272 (n = 6 mice)			

Fig 6m Total duration (right)	paired <i>t</i> -test (Two-tailed)	t=9.111, df=7	Control vs. hChR2	***	<i>P</i> < 0.0001
	Descriptive	Control: 119.9 ± 16.93 (n = 8 mice)			
		ChR2: 232.5 ± 9.087 (n = 8 mice)			
	paired <i>t</i> -test (Two-tailed)	t=1.678, df=7	Sb269970: Control vs. hChR2	ns	<i>P</i> = 0.1372
	Descriptive	Control: 121.9 ± 6.786 (n = 8 mice)			
		hChR2: 129.5 ± 5.418 (n = 8 mice)			
Fig 6n 1 st duration (left)	paired <i>t</i> -test (Two-tailed)	t=0.2722, df=5	Control vs. mCherry	ns	<i>P</i> = 0.7964
	Descriptive	Control: 116.8 ± 17.2 (n = 6 mice)			
		mCherry: 119.5 ± 17.9 (n = 6 mice)			
	paired <i>t</i> -test (Two-tailed)	t=3.783, df=7	Control vs. hChR2	***	<i>P</i> = 0.0009
	Descriptive	Control: 17.75 ± 3.634 (n = 8 mice)			
		ChR2: 31.13 ± 3.847 (n = 8 mice)			
Fig 6n Total duration (right)	paired <i>t</i> -test (Two-tailed)	t=0.06381, df=7	Sb269970: Control vs. hChR2	ns	<i>P</i> = 0.9509
	Descriptive	Control: 17.50 ± 1.604 (n = 8 mice)			
		hChR2: 17.38 ± 1.772 (n = 8 mice)			
	paired <i>t</i> -test (Two-tailed)	t=0.2294, df=5	Control vs. mCherry	ns	<i>P</i> = 0.8276
	Descriptive	Control: 15.17 ± 2.971 (n = 6 mice)			
		mCherry: 15.50 ± 2.592 (n = 6 mice)			
Fig 6o 1 st duration (left)	paired <i>t</i> -test (Two-tailed)	t=6.420, df=7	Control vs. hChR2	***	<i>P</i> = 0.0004
	Descriptive	Control: 50.5 ± 4.728 (n = 8 mice)			
		ChR2: 181 ± 22.86 (n = 8 mice)			
	paired <i>t</i> -test (Two-tailed)	t=0.2607, df=7	Sb269970: Control vs. hChR2	ns	<i>P</i> = 0.8018
	Descriptive	Control: 51.13 ± 2.863 (n = 8 mice)			
		hChR2: 51.88 ± 4.665 (n = 8 mice)			
Fig 6o Total duration (right)	paired <i>t</i> -test (Two-tailed)	t=0.6384, df=5	Control vs. mCherry	ns	<i>P</i> = 0.5513
	Descriptive	Control: 51.83 ± 5.406 (n = 6 mice)			
		mCherry: 54.67 ± 4.349 (n = 6 mice)			
	paired <i>t</i> -test (Two-tailed)	t=3.349, df=7	Control vs. hChR2	**	<i>P</i> = 0.0023
	Descriptive	Control: 21.38 ± 5.144 (n = 8 mice)			
		ChR2: 46.75 ± 7.641 (n = 8 mice)			
Fig 6o 1 st duration (left)	paired <i>t</i> -test (Two-tailed)	t=0.9721, df=7	Sb269970: Control vs. hChR2	ns	<i>P</i> = 0.3634

	Descriptive	Control: 19.13 ± 1.329 (n = 8 mice)				
		hChR2: 20.88 ± 2.371 (n = 8 mice)				
	paired <i>t</i> -test<br>(Two-tailed)	t=0.2586, df=5	Control vs. mCherry	ns	<i>P</i> = 0.88062	
	Descriptive	Control: 19.67 ± 4.349 (n = 6 mice)				
mCherry: 19.0 ± 2.781 (n = 6 mice)						
Fig 6o Total<br>duration (right)	paired <i>t</i> -test<br>(Two-tailed)	t=7.842, df=7	Control vs. hChR2	**	<i>P</i> = 0.0012	
	Descriptive	Control: 96 ± 10.47 (n = 8 mice)				
		ChR2: 230.5 ± 12.03 (n = 8 mice)				
	paired <i>t</i> -test<br>(Two-tailed)	t=0.1667, df=7	Sb269970: Control vs.<br>hChR2	ns	<i>P</i> = 0.1395	
	Descriptive	Control: 90.0 ± 4.814 (n = 8 mice)				
		hChR2: 97.63 ± 4.751 (n = 8 mice)				
	paired <i>t</i> -test<br>(Two-tailed)	t=0.1253, df=5	Control vs. mCherry	ns	<i>P</i> = 0.9052	
	Descriptive	Control: 93.33 ± 6.8 (n = 6 mice)				
mCherry: 92.17 ± 12.02 (n = 6 mice)						
Fig 8d Pupil<br>diameter (up)	One-way<br>ANOVA	F=101, <i>P</i><br>< 0.0001	Tukey's test	Control vs. Light on	***	<i>P</i> _{adj} < 0.0001
				Control vs. Light off	**	<i>P</i> _{adj} = 0.0012
				Light on vs. Light off	***	<i>P</i> _{adj} < 0.0001
	Descriptive	Control :0.8725 ± 0.05182 (n = 8 mice)				
		Light on :1.783 ± 0.03778 (n = 8 mice)				
		Light off :1.148 ± 0.4858 (n = 8 mice)				
	Fig 8d Pupil<br>diameter (down)	One-way<br>ANOVA	F=0.047<br>63, <i>P</i> : ns	Tukey's test	Control vs. Light on	ns
Control vs. Light off					ns	<i>P</i> _{adj} = 0.9846
Light on vs. Light off					ns	<i>P</i> _{adj} =0.9892
Descriptive		Control :0.8738 ± 0.042 (n = 8 mice)				
		Light on :0.86 ± 0.01973 (n = 8 mice)				
		Light off :0.8663 ± 0.02884 (n = 8 mice)				
Fig 8e Pupil<br>increase duration	unpaired <i>t</i> -test<br>(Two-tailed)	t=39.92, df=14	hChR2 vs. mCherry	***	<i>P</i> < 0.0001	
	Descriptive	hChR2 : 192.5 ± 4.777 (n = 6 fish)				
		mCherry : 1.125 ± 0.3981 (n = 6 fish)				
Suppl 1b sound<br>stimu. (left)	paired <i>t</i> -test<br>(Two-tailed)	t=10.15, df=9	Control vs. CAS	***	<i>P</i> < 0.0001	
	Descriptive	Control: 73.5 ± 0.2236 (n = 10 fish)				

		CAS: 68.3 ± 0.5175 (n = 10 fish)			
	paired <i>t</i> -test<br>(Two-tailed)	t=0.5571, df=9	Control vs. Water	ns	$P = 0.5911$
	Descriptive	Control: 73.60 ± 0.4761 (n = 10 fish)			
		Water: 73.7 ± 0.4726 (n = 10 fish)			
Suppl 1b sound<br>stimu. (right)	paired <i>t</i> -test<br>(Two-tailed)	t=10, df=9	Control vs. 5	***	$P < 0.0001$
	Descriptive	Control: 73.5 ± 0.2236 (n = 10 fish)			
		5: 68.3 ± 0.5175 (n = 10 fish)			
	paired <i>t</i> -test<br>(Two-tailed)	t=10.8, df=9	Control vs. 10	**	$P = 0.0032$
	Descriptive	Control: 73.5 ± 0.2236 (n = 10 fish)			
		10: 69.3 ± 0.3958 (n = 10 fish)			
	paired <i>t</i> -test<br>(Two-tailed)	t=12.75, df=9	Control vs. 15	**	$P = 0.0041$
	Descriptive	Control: 73.5 ± 0.2236 (n = 10 fish)			
		15: 70.1 ± 0.3480 (n = 10 fish)			
	paired <i>t</i> -test<br>(Two-tailed)	t=5.811, df=9	Control vs. 20	*	$P = 0.0125$
	Descriptive	Control: 73.5 ± 0.2236 (n = 10 fish)			
		20: 71.2 ± 0.4899 (n = 10 fish)			
	paired <i>t</i> -test<br>(Two-tailed)	t=2.377, df=9	Control vs. 25	ns	$P = 0.1364$
	Descriptive	Control: 73.5 ± 0.2236 (n = 10 fish)			
		25: 72.6 ± 0.4522 (n = 10 fish)			
	paired <i>t</i> -test<br>(Two-tailed)	t=1, df=9	Control vs. 30	ns	$P = 0.3434$
	Descriptive	Control: 73.5 ± 0.2236 (n = 10 fish)			
		30: 73.6 ± 0.2211 (n = 10 fish)			
Suppl 1c Elec.<br>stimu. (left)	paired <i>t</i> -test<br>(Two-tailed)	t=0.7571, df=9	Control vs. CAS	***	$P < 0.0001$
	Descriptive	Control: 0.37 ± 0.02134 (n = 10 fish)			
		CAS: 0.15 ± 0.01667 (n = 10 fish)			
	paired <i>t</i> -test<br>(Two-tailed)	t=0, df=9	Control vs. Water	ns	$P > 0.9999$
Suppl 1c Elec.<br>stimu. (right)	Descriptive	Control: 0.34 ± 0.03712 (n = 10 fish)			
		Water: 0.34 ± 0.03712 (n = 10 fish)			
	paired <i>t</i> -test<br>(Two-tailed)	t=7.571, df=9	Control vs. 5	***	$P < 0.0001$
	Descriptive	Control: 0.37 ± 0.02134 (n = 10 fish)			
		5: 0.15 ± 0.01667 (n = 10 fish)			

	paired <i>t</i> -test<br>(Two-tailed)	$t=9.487, df=9$	Control vs. 10	**	$P = 0.0011$
	Descriptive	Control: 0.37 ± 0.02134 (n = 10 fish)			
		10: 0.17 ± 0.01528 (n = 10 fish)			
	paired <i>t</i> -test<br>(Two-tailed)	$t=6, df=9$	Control vs. 15	**	$P = 0.0036$
	Descriptive	Control: 0.37 ± 0.02134 (n = 10 fish)			
		15: 0.21 ± 0.01 (n = 10 fish)			
	paired <i>t</i> -test<br>(Two-tailed)	$t=3.857, df=9$	Control vs. 20	*	$P = 0.0213$
	Descriptive	Control: 0.37 ± 0.02134 (n = 10 fish)			
		20: 0.28 ± 0.02 (n = 10 fish)			
	paired <i>t</i> -test<br>(Two-tailed)	$t=1.406, df=9$	Control vs. 25	ns	$P = 0.1747$
	Descriptive	Control: 0.37 ± 0.02134 (n = 10 fish)			
		25: 0.34 ± 0.02211 (n = 10 fish)			
Suppl 1d HCL<br>stimu. (left)	paired <i>t</i> -test<br>(Two-tailed)	$t=9.391, df=9$	Control vs. CAS	***	$P < 0.0001$
	Descriptive	Control: 0.28 ± 0.02494 (n = 10 fish)			
		CAS: 0.1050 ± 0.01740 (n = 10 fish)			
	paired <i>t</i> -test<br>(Two-tailed)	$t=0, df=9$	Control vs. Water	ns	$P > 0.9999$
	Descriptive	Control: 0.27 ± 0.02603 (n = 10 fish)			
		Water: 0.27 ± 0.02603 (n = 10 fish)			
Suppl 1d HCL<br>stimu. (right)	paired <i>t</i> -test<br>(Two-tailed)	$t=9.391, df=9$	Control vs. 5	***	$P < 0.0001$
	Descriptive	Control: 0.28 ± 0.02494 (n = 10 fish)			
		5: 0.1050 ± 0.01740 (n = 10 fish)			
	paired <i>t</i> -test<br>(Two-tailed)	$t=9.391, df=9$	Control vs. 10	***	$P < 0.0001$
	Descriptive	Control: 0.28 ± 0.02494 (n = 10 fish)			
		10: 0.1050 ± 0.01740 (n = 10 fish)			
	paired <i>t</i> -test<br>(Two-tailed)	$t=9, df=9$	Control vs. 15	**	$P = 0.0014$
	Descriptive	Control: 0.28 ± 0.02494 (n = 10 fish)			
		15: 0.16 ± 0.02409 (n = 10 fish)			

	paired <i>t</i> -test<br>(Two-tailed)	$t=6, df=9$	Control vs. 20	**	$P = 0.0136$
	Descriptive	Control: 0.28 ± 0.02494 (n = 10 fish)			
		20: 0.21 ± 0.02582 (n = 10 fish)			
	paired <i>t</i> -test<br>(Two-tailed)	$t=1.964, df=9$	Control vs. 25	ns	$P = 0.0811$
	Descriptive	Control: 0.28 ± 0.02494 (n = 10 fish)			
		25: 0.25 ± 0.02236 (n = 10 fish)			
Suppl 1e<br>Cadav. stimu.<br>(left)	paired <i>t</i> -test<br>(Two-tailed)	$t=0, df=9$	Control vs. 30	ns	$P > 0.9999$
	Descriptive	Control: 0.28 ± 0.02494 (n = 10 fish)			
		30: 0.28 ± 0.02494 (n = 10 fish)			
	paired <i>t</i> -test<br>(Two-tailed)	$t=7.672, df=9$	Control vs. CAS	***	$P < 0.0001$
	Descriptive	Control: 9.5 ± 1.167 (n = 10 fish)			
		CAS: 3.4 ± 0.6532 (n = 10 fish)			
Suppl 1e<br>Cadav. stimu.<br>(right)	paired <i>t</i> -test<br>(Two-tailed)	$t=0, df=9$	Control vs. Water	ns	$P > 0.9999$
	Descriptive	Control: 9.5 ± 1.167 (n = 10 fish)			
		Water: 9.5 ± 1.167 (n = 10 fish)			
	paired <i>t</i> -test<br>(Two-tailed)	$t=7.27, df=9$	Control vs. 5	***	$P < 0.0001$
	Descriptive	Control: 9.5 ± 1.167 (n = 10 fish)			
		5: 3.4 ± 0.6532 (n = 10 fish)			
	paired <i>t</i> -test<br>(Two-tailed)	$t=7.797, df=9$	Control vs. 10	***	$P < 0.0001$
	Descriptive	Control: 9.5 ± 1.167 (n = 10 fish)			
		10: 3.8 ± 0.6110 (n = 10 fish)			
	paired <i>t</i> -test<br>(Two-tailed)	$t=8.677, df=9$	Control vs. 15	**	$P = 0.0021$
	Descriptive	Control: 9.5 ± 1.167 (n = 10 fish)			
		15: 5.2 ± 0.9522 (n = 6 fish)			
	paired <i>t</i> -test<br>(Two-tailed)	$t=2.979, df=9$	Control vs. 20	*	$P = 0.0155$
	Descriptive	Control: 9.5 ± 1.167 (n = 10 fish)			
		20: 7.1 ± 1.038 (n = 10 fish)			
	paired <i>t</i> -test<br>(Two-tailed)	$t=0, df=9$	Control vs. 25	ns	$P > 0.9999$
	Descriptive	Control: 9.5 ± 1.167 (n = 10 fish)			
		25: 9.5 ± 0.8975 (n = 10 fish)			

	paired <i>t</i> -test<br>(Two-tailed)	t=1.5, df=9	Control vs. 30	ns	$P = 0.1679$
	Descriptive	Control: 9.5 ± 1.167 (n = 10 fish)			
		30: 10.5 ± 1.167 (n = 10 fish)			
Suppl 3g<br>Neuro.Synch.<br>Corre.	paired <i>t</i> -test<br>(Two-tailed)	t=9.387, df=4	mCherry : Control vs.<br>CAS	***	$P = 0.0007$
	Descriptive	Control: 0.005187 ± 0.002971 (n = 5 fish)			
		CAS: 0.7549 ± 0.08098 (n = 5 fish)			
	paired <i>t</i> -test<br>(Two-tailed)	t=0.2539, df=4	nfsB-mCherry : Control<br>vs. CAS	ns	$P = 0.8121$
	Descriptive	Control: 0.00083 ± 0.00076 (n = 5 fish)			
		CAS: 0.001185 ± 0.00094 (n = 5 fish)			
Suppl 4c Burst<br>frequency	paired <i>t</i> -test<br>(Two-tailed)	t=12.37, df=7	<i>htr7a</i> ^{+/+} : Ctrl vs. 5-HT	***	$P < 0.0001$
	Descriptive	Ctrl: 0.01042 ± 0.004384 (n = 8 fish)			
		5-HT: 0.4021 ± 0.02945 (n = 8 fish)			
	paired <i>t</i> -test<br>(Two-tailed)	t=2.16, df=7	<i>htr7a</i> ^{+/+} and SB269970 :<br>Ctrl vs. 5-HT	ns	$P = 0.0676$
	Descriptive	Ctrl: 0.0083 ± 0.004454 (n = 8 fish)			
		5-HT: 0.025 ± 0.008333 (n = 8 fish)			
	paired <i>t</i> -test<br>(Two-tailed)	t=0.4236, df=7	<i>htr7a</i> ^{-/-} : Ctrl vs. 5-HT	ns	$P = 0.6845$
	Descriptive	Ctrl: 0.008333 ± 0.004454 (n = 8 fish)			
		5-HT: 0.00625 ± 0.003050 (n = 8 fish)			
Suppl 4d<br>Neuro.Synch.<br>Corre.	paired <i>t</i> -test<br>(Two-tailed)	t=0.8513,<br>df=4	<i>htr7a</i> ^{-/-} : Ctrl vs. 5-HT	ns	$P = 0.4426$
	Descriptive	Ctrl: 0.001725 ± 0.0001786 (n = 5 fish)			
		5-HT: 0.001352 ± 0.000386 (n = 5 fish)			
Suppl 4e Burst<br>frequency	paired <i>t</i> -test<br>(Two-tailed)	t=15.07, df=7	Control : Ctrl vs. CAS	***	$P < 0.0001$
	Descriptive	Ctrl: 0.00833 ± 0.0045 (n = 8 fish)			
		CAS: 0.4354 ± 0.0279 (n = 8 fish)			
	paired <i>t</i> -test<br>(Two-tailed)	t=0.314, df=7	NS309 : Ctrl vs. CAS	ns	$P = 0.7627$
	Descriptive	Ctrl: 0.0125 ± 0.005223 (n = 8 fish)			
		CAS: 0.01458 ± 0.004917 (n = 8 fish)			
Suppl 4f Burst<br>frequency	paired <i>t</i> -test<br>(Two-tailed)	t=11.95, df=7	Control : Ctrl vs. 5-HT	***	$P < 0.0001$
	Descriptive	Ctrl: 0.2083 ± 0.007553 (n = 8 fish)			

		5-HT: 0.4771 ± 0.03377 (n = 8 fish)				
	paired <i>t</i> -test<br>(Two-tailed)	t=0.3567, df=7	NS309 : Ctrl vs. 5-HT		ns	<i>P</i> = 0.7318
	Descriptive	Ctrl: 0.01667 ± 0.006299 (n = 8 fish)<br>5-HT: 0.1875 ± 0.004917 (n = 8 fish)				
Suppl 5<br>Vigilance<br>duration	One-way<br>ANOVA	F=150, <i>P</i> < 0.0001	Tukey's test	30s-100% vs. 120s-50%	***	<i>P</i> _{adj} < 0.0001
				30s-100% vs. 120s-100%	***	<i>P</i> _{adj} < 0.0001
				120s-50% vs. 120s-100%	***	<i>P</i> _{adj} < 0.0001
	Descriptive	30s-100% :0.85 ± 0.152 (n = 10 mice)				
		120s-50% :2.083 ± 0.2112 (n = 10 mice)				
120s-100% :5 ± 0.1511 (n = 10 mice)						
Suppl 6d Spike<br>frequency	paired <i>t</i> -test<br>(Two-tailed)	t=6575, df=6	Control vs. mCherry		ns	<i>P</i> = 0.5399
	Descriptive	Control : 1.02 ± 0.1559 (n = 6 neurons from 3 mice)<br>mCherry : 0.9783 ± 0.1031 (n = 6 neurons from 3 mice)				
Suppl 6f<br>Vigilance<br>duration	One-way<br>ANOVA	F=48.08, <i>P</i> < 0.0001	Tukey's test	Control vs. Light on	***	<i>P</i> _{adj} < 0.0001
				Control vs. Light off	*	<i>P</i> _{adj} = 0.042
				Light on vs. Light off	***	<i>P</i> _{adj} < 0.0001
	Descriptive	Control :15.52 ± 0.9441 (n = 8 mice)				
		Light on :4.896 ± 0.6385 (n = 8 mice)				
Light off :12.6 ± 0.7624 (n = 8 mice)						
Suppl 6f<br>Vigilance<br>duration	One-way<br>ANOVA	F=85.62, <i>P</i> < 0.0001	Tukey's test	Control vs. Light on	***	<i>P</i> _{adj} < 0.0001
				Control vs. Light off	***	<i>P</i> _{adj} < 0.0001
				Light on vs. Light off	***	<i>P</i> _{adj} < 0.0001
	Descriptive	Control :15.63 ± 0.625 (n = 8 mice)				
		Light on :4.167 ± 0.3858 (n = 8 mice)				
Light off :9.375 ± 0.7835 (n = 8 mice)						
Suppl 7d Spike<br>frequency	paired <i>t</i> -test<br>(Two-tailed)	t=8.625, df=5	hM3D(Gq) : Control vs. CNO		***	<i>P</i> = 0.0003
	Descriptive	Control: 0.8028 ± 0.07846 (n = 6 mice)				
		CNO: 0.47 ± 0.4547 (n = 6 mice)				
		paired <i>t</i> -test<br>(Two-tailed)	t=0.1.274, df=5	mCherry : Control vs. CNO		ns
	Descriptive	Control: 0.8056 ± 0.07505 (n = 6 mice)				

		CNO: 0.7535 ± 0.08236 (n = 6 mice)			
Suppl 7e Total locomotor distance	unpaired <i>t</i> -test (Two-tailed)	t=12.4, df=10	Control vs. CNO	***	<i>P</i> < 0.0001
	Descriptive	Control : 17160 ± 528.3 (n = 6 mice)			
		CNO : 7706 ± 549.4 (n = 6 mice)			
Suppl 7f Total locomotor distance	unpaired <i>t</i> -test (Two-tailed)	t=1.263, df=10	Control vs. CNO	ns	<i>P</i> = 0.2352
	Descriptive	Control : 17090 ± 1795 (n = 6 mice)			
		CNO : 14690 ± 624.6 (n = 6 mice)			
Suppl 7g sound stimu. (left)	paired <i>t</i> -test (Two-tailed)	t=9.220, df=5	hM3d(Gq) :Control vs. CNO	***	<i>P</i> = 0.0003
	Descriptive	Control:80 ± 1.291 (n = 6 mice)			
		CNO: 65.83 ± 2.007 (n = 6 mice)			
	paired <i>t</i> -test (Two-tailed)	t=0, df=5	mCherry: Control vs. CNO	ns	<i>P</i> > 0.9999
	Descriptive	Control: 80 ± 1.826 (n = 6 mice)			
		CNO : 80 ± 1.291 (n = 6 mice)			
Suppl 7g sound stimu. (right)	paired <i>t</i> -test (Two-tailed)	t=9.220, df=5	Control vs. 5	***	<i>P</i> = 0.0003
	Descriptive	Control:80 ± 1.291 (n = 6 mice)			
		5: 65.83 ± 2.007 (n = 6 mice)			
	paired <i>t</i> -test (Two-tailed)	t=9.220, df=5	Control vs. 10	***	<i>P</i> = 0.0003
	Descriptive	Control:80 ± 1.291 (n = 6 mice)			
		10: 65.83 ± 2.007 (n = 6 mice)			
	paired <i>t</i> -test (Two-tailed)	t=8.0, df=5	Control vs. 15	***	<i>P</i> = 0.0005
	Descriptive	Control:80 ± 1.291 (n = 6 mice)			
		15: 66.67 ± 1.667 (n = 6 mice)			
	paired <i>t</i> -test (Two-tailed)	t=5.398, df=5	Control vs. 20	**	<i>P</i> = 0.0029
	Descriptive	Control:80 ± 1.291 (n = 6 mice)			
		20: 69.17 ± 2.386 (n = 6 mice)			
	paired <i>t</i> -test (Two-tailed)	t=7.746, df=5	Control vs. 25	**	<i>P</i> = 0.0056
	Descriptive	Control:80 ± 1.291 (n = 6 mice)			
		25: 70 ± 1.826 (n = 6 mice)			
	paired <i>t</i> -test (Two-tailed)	t=2.145, df=5	Control vs. 30	*	<i>P</i> = 0.0291
	Descriptive	Control:80 ± 1.291 (n = 6 mice)			
		30: 71.67 ± 1.667 (n = 6 mice)			

Suppl 7h Elect.<br>stimu. (left)	paired <i>t</i> -test<br>(Two-tailed)	$t=10.3$, $df=5$	hM3d(Gq) :Control vs.<br>CNO	***	$P = 0.0001$
	Descriptive	Control: 0.2233 ± 0.1202 (n = 6 mice)			
		CNO: 0.16 ± 0.007303 (n = 6 mice)			
	paired <i>t</i> -test<br>(Two-tailed)	$t=1$, $df=5$	mCherry: Control vs.<br>CNO	ns	$P = 0.3632$
	Descriptive	Control: 0.2133 ± 0.01299 (n = 6 mice)			
		CNO: 0.2067 ± 0.006667 (n = 6 mice)			
Suppl 7h Elect.<br>stimu. (right)	paired <i>t</i> -test<br>(Two-tailed)	$t=10.3$, $df=5$	Control vs. 5	***	$P = 0.0001$
	Descriptive	Control: 0.2233 ± 0.1202 (n = 6 mice)			
		5: 0.16 ± 0.007303 (n = 6 mice)			
	paired <i>t</i> -test<br>(Two-tailed)	$t=10.3$, $df=5$	Control vs. 10	***	$P = 0.0001$
	Descriptive	Control: 0.2233 ± 0.1202 (n = 6 mice)			
		10: 0.16 ± 0.007303 (n = 6 mice)			
	paired <i>t</i> -test<br>(Two-tailed)	$t=10.3$, $df=5$	Control vs. 15	***	$P = 0.0001$
	Descriptive	Control: 0.2233 ± 0.1202 (n = 6 mice)			
		15: 0.16 ± 0.007303 (n = 6 mice)			
	paired <i>t</i> -test<br>(Two-tailed)	$t=12.65$, $df=5$	Control vs. 20	**	$P = 0.0013$
	Descriptive	Control: 0.2233 ± 0.1202 (n = 6 mice)			
		20: 0.17 ± 0.01 (n = 6 mice)			
	paired <i>t</i> -test<br>(Two-tailed)	$t=7$, $df=5$	Control vs. 25	**	$P = 0.0041$
	Descriptive	Control: 0.2233 ± 0.1202 (n = 6 mice)			
		25: 0.1767 ± 0.009545 (n = 6 mice)			
	paired <i>t</i> -test<br>(Two-tailed)	$t=7.906$, $df=5$	Control vs. 30	*	$P = 0.0244$
	Descriptive	Control: 0.2233 ± 0.1202 (n = 6 mice)			
		30: 0.19 ± 0.01 (n = 6 mice)			
Suppl 7i TMT<br>stimu. (left)	paired <i>t</i> -test<br>(Two-tailed)	$t=7$, $df=5$	hM3d(Gq) :Control vs.<br>CNO	***	$P = 0.0008$
	Descriptive	Control: -3.83 ± 0.3073 (n = 6 mice)			
		CNO: -5 ± 0.3651 (n = 6 mice)			
	paired <i>t</i> -test<br>(Two-tailed)	$t=0.4152$, $df=5$	mCherry: Control vs.<br>CNO	ns	$P = 0.6952$
	Descriptive	Control: -4 ± 0.2582 (n = 8 mice)			
		CNO: -4.167 ± 0.4014 (n = 8 mice)			
Suppl 7i TMT<br>stimu. (right)	paired <i>t</i> -test<br>(Two-tailed)	$t=7$, $df=5$	Control vs. 5	***	$P = 0.0008$

	Descriptive	Control: -3.83 ± 0.3073 (n = 6 mice)			
		5: -5 ± 0.3651 (n = 6 mice)			
	paired <i>t</i> -test<br>(Two-tailed)	t=7, df=5	Control vs. 10	***	<i>P</i> = 0.0008
	Descriptive	Control: -3.83 ± 0.3073 (n = 6 mice)			
		10: -5 ± 0.3651 (n = 6 mice)			
	paired <i>t</i> -test<br>(Two-tailed)	t=7, df=5	Control vs. 15	***	<i>P</i> = 0.0008
	Descriptive	Control: -3.83 ± 0.3073 (n = 6 mice)			
		15: -5 ± 0.3651 (n = 6 mice)			
	paired <i>t</i> -test<br>(Two-tailed)	t=4.23, df=5	Control vs. 20	***	<i>P</i> = 0.0009
	Descriptive	Control: -3.83 ± 0.3073 (n = 6 mice)			
		20: -4.833 ± 0.3073 (n = 6 mice)			
	paired <i>t</i> -test<br>(Two-tailed)	t=5, df=5	Control vs. 25	**	<i>P</i> = 0.0041
	Descriptive	Control: -3.83 ± 0.3073 (n = 6 mice)			
		25: -4.667 ± 0.333 (n = 6 mice)			
Suppl 7j Sound 1<br>st duration (left)	paired <i>t</i> -test<br>(Two-tailed)	t=2.236, df=5	Control vs. 30	*	<i>P</i> = 0.0456
	Descriptive	Control: -3.83 ± 0.3073 (n = 6 mice)			
		30: -4.33 ± 0.2108 (n = 6 mice)			
	paired <i>t</i> -test<br>(Two-tailed)	t=17.8, df=5	hM3d(Gq): Control vs.<br>CNO	***	<i>P</i> < 0.0001
Suppl 7j Sound<br>Total duration<br>(right)	Descriptive	Control: 15.83 ± 2.04 (n = 6 mice)			
		CNO: 32.67 ± 1.856 (n = 6 mice)			
	paired <i>t</i> -test<br>(Two-tailed)	t=0.7924, df=5	mCherry: Control vs.<br>CNO	ns	<i>P</i> = 0.464
	Descriptive	Control: 16.67 ± 2.431 (n = 6 mice)			
		CNO: 18.17 ± 2.798 (n = 6 mice)			
Suppl 7j Sound<br>Total duration<br>(right)	paired <i>t</i> -test<br>(Two-tailed)	t=8.566, df=5	hM3d(Gq): Control vs.<br>CNO	***	<i>P</i> = 0.0004
	Descriptive	Control: 72.17 ± 4.527 (n = 6 mice)			
		CNO: 149.2 ± 6.15 (n = 6 mice)			
	paired <i>t</i> -test<br>(Two-tailed)	t=0.9715, df=5	mCherry: Control vs.<br>CNO	ns	<i>P</i> = 0.3759
Suppl 7k Elect. 1<br>st duration (left)	Descriptive	Control: 71.33 ± 2.261 (n = 6 mice)			
		CNO: 75.00 ± 2.944 (n = 6 mice)			
Suppl 7k Elect. 1<br>st duration (left)	paired <i>t</i> -test<br>(Two-tailed)	t=4.695, df=5	hM3d(Gq): Control vs.<br>CNO	**	<i>P</i> = 0.0054
	Descriptive	Control: 20.33 ± 3.073 (n = 6 mice)			
		CNO: 32.67 ± 1.856 (n = 6 mice)			

	paired <i>t</i> -test<br>(Two-tailed)	t=2.737, df=5	mCherry: Control vs.<br>CNO	ns	<i>P</i> = 0.051
	Descriptive	Control: 22.33 ±2.654 (n = 6 mice)			
		CNO: 18.5 ± 1.875 (n = 6 mice)			
Suppl 7k Elect.<br>Total duration<br>(right)	paired <i>t</i> -test<br>(Two-tailed)	t=6.28, df=5	hM3d(Gq): Control vs.<br>CNO	**	<i>P</i> = 0.0015
	Descriptive	Control: 82.17 ± 7.236 (n = 6 mice)			
		CNO: 159.5 ± 8.053 (n = 6 mice)			
	paired <i>t</i> -test<br>(Two-tailed)	t=0.4795, df=5	mCherry: Control vs.<br>CNO	ns	<i>P</i> = 0.6518
	Descriptive	Control: 79.33 ± 5.725 (n = 6 mice)			
		CNO: 76.83 ± 7.718 (n = 6 mice)			
Suppl 7l TMT 1 st<br>duration (left)	paired <i>t</i> -test<br>(Two-tailed)	t=9.576, df=5	hM3d(Gq): Control vs.<br>CNO	***	<i>P</i> = 0.0002
	Descriptive	Control: 17.17 ± 1.537 (n = 6 mice)			
		CNO: 37.67 ± 2.704 (n = 6 mice)			
	paired <i>t</i> -test<br>(Two-tailed)	t=6286, df=5	mCherry: Control vs.<br>CNO	ns	<i>P</i> = 0.5572
	Descriptive	Control: 16.5 ± 2.837 (n = 6 mice)			
		CNO: 14.17 ± 2.182 (n = 6 mice)			
Suppl 7l TMT<br>Total duration<br>(right)	paired <i>t</i> -test<br>(Two-tailed)	t=9.747, df=5	hM3d(Gq): Control vs.<br>CNO	***	<i>P</i> = 0.0002
	Descriptive	Control: 64.83 ± 6.69 (n = 6 mice)			
		CNO: 147.7 ± 6.515 (n = 6 mice)			
	paired <i>t</i> -test<br>(Two-tailed)	t=0.4682, df=5	mCherry: Control vs.<br>CNO	ns	<i>P</i> = 0.6594
	Descriptive	Control: 61.67 ± 9.319 (n = 6 mice)			
		CNO: 64.17 ± 7.153 (n = 6 mice)			
Suppl 8b Total<br>distance	One-way<br>ANOVA	F=19.45,<br>P <<br>0.0001	Tukey's test	Control vs. 5-HT	***<br><i>P</i> _{adj} <<br>0.0001
				Control vs. SB269970	ns<br><i>P</i> _{adj} =<br>0.4481
				5-HT vs. SB269970	**<br><i>P</i> _{adj} =<br>0.0014
	Descriptive	Control :16293 ± 1234 (n = 8 mice)			
		5-HT :7471 ± 688.7 (n = 8 mice)			
		SB269970 :14454 ± 1159 (n = 8 mice)			
Suppl 8c Sound<br>stimu. (left)	One-way<br>ANOVA	F=12.95,<br>P =<br>0.0002	Tukey's test	Control vs. 5-HT	***<br><i>P</i> _{adj} =<br>0.0003
				Control vs. SB269970	ns<br><i>P</i> _{adj} =<br>0.7821

				5-HT vs. SB269970	**	<i>P</i> _{adj} = 0.0017
	Descriptive	Control :79.38 ± 1.133 (n = 8 mice)				
		5-HT :70.63 ± 1.475 (n = 8 mice)				
		SB269970 :78.13 ± 1.315 (n = 8 mice)				
Suppl 8c sound stimu. (right-5-HT)	paired <i>t</i> -test (Two-tailed)	t=10.69, df=7	Control vs. 5	***	<i>P</i> < 0.0001	
	Descriptive	Control:79.38 ± 1.133 (n = 8 mice)				
		5: 70.63 ± 1.475 (n = 8 mice)				
	paired <i>t</i> -test (Two-tailed)	t=10.69, df=7	Control vs. 10	***	<i>P</i> < 0.0001	
	Descriptive	Control:79.38 ± 1.133 (n = 8 mice)				
		10: 70.63 ± 1.475 (n = 8 mice)				
	paired <i>t</i> -test (Two-tailed)	t=8.881, df=7	Control vs. 15	***	<i>P</i> < 0.0001	
	Descriptive	Control:79.38 ± 1.133 (n = 8 mice)				
		15: 71.25 ± 1.567 (n = 8 mice)				
	paired <i>t</i> -test (Two-tailed)	t=7.937, df=7	Control vs. 20	***	<i>P</i> < 0.0001	
	Descriptive	Control:79.38 ± 1.133 (n = 8 mice)				
		20: 71.88 ± 1.315 (n = 8 mice)				
	paired <i>t</i> -test (Two-tailed)	t=9, df=7	Control vs. 25	**	<i>P</i> = 0.0021	
	Descriptive	Control:79.38 ± 1.133 (n = 8 mice)				
		25: 73.75 ± 1.25 (n = 8 mice)				
	paired <i>t</i> -test (Two-tailed)	t=4.583, df=7	Control vs. 30	ns	<i>P</i> = 0.051	
	Descriptive	Control:79.38 ± 1.133 (n = 8 mice)				
		30: 77.63 ± 1.475 (n = 8 mice)				
Suppl 8c sound stimu. (right-SB269970)	paired <i>t</i> -test (Two-tailed)	t=0.7977, df=7	Control vs. 5	ns	<i>P</i> = 0.4512	
	Descriptive	Control:79.38 ± 1.133 (n = 8 mice)				
		5: 78.13 ± 1.315 (n = 8 mice)				
	paired <i>t</i> -test (Two-tailed)	t=0.7977, df=7	Control vs. 10	ns	<i>P</i> = 0.4512	
	Descriptive	Control:79.38 ± 1.133 (n = 8 mice)				
		10: 78.13 ± 1.315 (n = 8 mice)				
paired <i>t</i> -test (Two-tailed)	t=0.5517, df=7	Control vs. 15	ns	<i>P</i> = 0.5983		
Descriptive	Control:79.38 ± 1.133 (n = 8 mice)					
	15: 78.75 ± 1.25 (n = 8 mice)					

	paired <i>t</i> -test<br>(Two-tailed)	t=1, df=7		Control vs. 20	ns	<i>P</i> = 0.3506	
	Descriptive	Control:79.38 ± 1.133 (n = 8 mice)					
		20: 78.75 ± 0.8183 (n = 8 mice)					
	paired <i>t</i> -test<br>(Two-tailed)	t=0, df=7		Control vs. 25	ns	<i>P</i> > 0.9999	
	Descriptive	Control:79.38 ± 1.133 (n = 8 mice)					
		25: 79.38 ± 1.133 (n = 8 mice)					
	paired <i>t</i> -test<br>(Two-tailed)	t=1.528, df=7		Control vs. 30	ns	<i>P</i> = 0.1705	
	Descriptive	Control:79.38 ± 1.133 (n = 8 mice)					
		30: 80.63 ± 1.133 (n = 8 mice)					
	Suppl 8d Elect.<br>stimu. (left)	One-way<br>ANOVA	F=11.38,<br>P =<br>0.0004	Tukey's test	Control vs. 5-HT	***	<i>P</i> _{adj} =<br>0.0005
					Control vs. SB269970	ns	<i>P</i> _{adj} =<br>0.4976
					5-HT vs. SB269970	**	<i>P</i> _{adj} =<br>0.0067
Descriptive		Control : 0.2 ± 0.007559 (n = 8 mice)					
		5-HT : 0.16 ± 0.005345 (n = 8 mice)					
		SB269970 : 0.19 ± 0.005345 (n = 8 mice)					
Suppl 8d Elect.<br>stimu. (right-5-HT)	paired <i>t</i> -test<br>(Two-tailed)	t=7.483, df=7		Control vs. 5	***	<i>P</i> = 0.0001	
	Descriptive	Control :0.2 ± 0.007559 (n = 8 mice)					
		5: 0.16 ± 0.005345 (n = 8 mice)					
	paired <i>t</i> -test<br>(Two-tailed)	t=7.483, df=7		Control vs. 10	***	<i>P</i> = 0.0001	
	Descriptive	Control :0.2 ± 0.007559 (n = 8 mice)					
		10: 0.16 ± 0.005345 (n = 8 mice)					
	paired <i>t</i> -test<br>(Two-tailed)	t=6.177, df=7		Control vs. 15	***	<i>P</i> = 0.0005	
	Descriptive	Control :0.2 ± 0.007559 (n = 8 mice)					
		15: 1.675 ± 0.005261 (n = 8 mice)					
	paired <i>t</i> -test<br>(Two-tailed)	t=5.227, df=7		Control vs. 20	***	<i>P</i> = 0.0002	
	Descriptive	Control :0.2 ± 0.007559 (n = 8 mice)					
		20: 0.1725 ± 0.00366 (n = 8 mice)					
	paired <i>t</i> -test<br>(Two-tailed)	t=9, df=7		Control vs. 25	**	<i>P</i> = 0.0032	
	Descriptive	Control :0.2 ± 0.007559 (n = 8 mice)					
25: 0.1775 ± 0.005901 (n = 8 mice)							

	paired <i>t</i> -test<br>(Two-tailed)	t=1.528, df=7	Control vs. 30	ns	<i>P</i> = 0.1705	
	Descriptive	Control :0.2 ± 0.007559 (n = 8 mice)				
		30: 0.195 ± 0.005 (n = 8 mice)				
Suppl 8d Elect.<br>stimu. (right-SB269970)	paired <i>t</i> -test<br>(Two-tailed)	t=1.871, df=7	Control vs. 5	ns	<i>P</i> = 0.1036	
	Descriptive	Control :0.2 ± 0.007559 (n = 8 mice)				
		5: 0.19 ± 0.005345 (n = 8 mice)				
	paired <i>t</i> -test<br>(Two-tailed)	t=2.646, df=7	Control vs. 10	*	<i>P</i> = 0.0331	
	Descriptive	Control :0.2 ± 0.007559 (n = 8 mice)				
		10: 0.19 ± 0.005345 (n = 8 mice)				
	paired <i>t</i> -test<br>(Two-tailed)	t=0.5517, df=7	Control vs. 15	ns	<i>P</i> = 0.1705	
	Descriptive	Control :0.2 ± 0.007559 (n = 8 mice)				
		15: 0.195 ± 0.005 (n = 8 mice)				
	paired <i>t</i> -test<br>(Two-tailed)	t=1, df=7	Control vs. 20	ns	<i>P</i> = 0.3506	
	Descriptive	Control :0.2 ± 0.007559 (n = 8 mice)				
		20: 0.1975 ± 0.005901 (n = 8 mice)				
	paired <i>t</i> -test<br>(Two-tailed)	t=0, df=7	Control vs. 25	ns	<i>P</i> = 0.3506	
	Descriptive	Control :0.2 ± 0.007559 (n = 8 mice)				
		25: 0.2025 ± 0.007008 (n = 8 mice)				
paired <i>t</i> -test<br>(Two-tailed)	t=1, df=7	Control vs. 30	ns	<i>P</i> = 0.1705		
Descriptive	Control :0.2 ± 0.007559 (n = 8 mice)					
	30: 0.2 ± 0.007559 (n = 8 mice)					
Suppl 8e TMT<br>stimu. (left)	One-way ANOVA	F=5.102,<br>P =<br>0.0156	Tukey's test	Control vs. 5-HT	*	<i>P</i> _{adj} =<br>0.0479
				Control vs. SB269970	ns	<i>P</i> _{adj} =<br>0.9070
				5-HT vs. SB269970	*	<i>P</i> _{adj} =<br>0.0199
	Descriptive	Control : -3.75 ± 0.25 (n = 8 mice)				
		5-HT : -4.5 ± 0.1890 (n = 8 mice)				
		SB269970 : -3.625 ± 0.1830 (n = 8 mice)				
Suppl 8e TMT<br>stimu. (right-5-HT)	paired <i>t</i> -test<br>(Two-tailed)	t=2.393, df=7	Control vs. 5	*	<i>P</i> = 0.0479	
	Descriptive	Control : -3.75 ± 0.25 (n = 8 mice)				
		5: -4.5 ± 0.1890 (n = 8 mice)				

	paired <i>t</i> -test<br>(Two-tailed)	$t=5.292, df=7$	Control vs. 10	**	$P = 0.0011$
	Descriptive	Control : -3.75 ± 0.25 (n = 8 mice)			
		10: -4.75 ± 0.1637 (n = 8 mice)			
	paired <i>t</i> -test<br>(Two-tailed)	$t=3.862, df=7$	Control vs. 15	**	$P = 0.0062$
	Descriptive	Control : -3.75 ± 0.25 (n = 8 mice)			
		15: -4.625 ± 0.183 (n = 8 mice)			
	paired <i>t</i> -test<br>(Two-tailed)	$t=4.583, df=7$	Control vs. 20	**	$P = 0.0025$
	Descriptive	Control : -3.75 ± 0.25 (n = 8 mice)			
		20: -4.5 ± 0.189 (n = 8 mice)			
	paired <i>t</i> -test<br>(Two-tailed)	$t=2.049, df=7$	Control vs. 25	ns	$P = 0.0796$
	Descriptive	Control : -3.75 ± 0.25 (n = 8 mice)			
		25: 4.125 ± 0.2266 (n = 8 mice)			
Suppl 8e TMT.<br>stimu. (right-<br>SB269970)	paired <i>t</i> -test<br>(Two-tailed)	$t=1.528, df=7$	Control vs. 30	ns	$P = 0.1705$
	Descriptive	Control : -3.75 ± 0.25 (n = 8 mice)			
		30: -4 ± 0.189 (n = 8 mice)			
	paired <i>t</i> -test<br>(Two-tailed)	$t=0.5517, df=7$	Control vs. 5	ns	$P = 0.5983$
	Descriptive	Control : -3.75 ± 0.25 (n = 8 mice)			
		5: -3.625 ± 0.1830 (n = 8 mice)			
	paired <i>t</i> -test<br>(Two-tailed)	$t=1, df=7$	Control vs. 10	ns	$P > 0.9999$
	Descriptive	Control : -3.75 ± 0.25 (n = 8 mice)			
		10: -3.75 ± 0.25 (n = 8 mice)			
	paired <i>t</i> -test<br>(Two-tailed)	$t=1, df=7$	Control vs. 15	ns	$P > 0.9999$
	Descriptive	Control : -3.75 ± 0.25 (n = 8 mice)			
		15: -3.75 ± 0.25 (n = 8 mice)			
	paired <i>t</i> -test<br>(Two-tailed)	$t=1, df=7$	Control vs. 20	ns	$P > 0.9999$
	Descriptive	Control : -3.75 ± 0.25 (n = 8 mice)			
		20: -3.75 ± 0.25 (n = 8 mice)			
	paired <i>t</i> -test<br>(Two-tailed)	$t=1, df=7$	Control vs. 25	ns	$P > 0.9999$
	Descriptive	Control : -3.75 ± 0.25 (n = 8 mice)			
		25: -3.75 ± 0.25 (n = 8 mice)			
	paired <i>t</i> -test<br>(Two-tailed)	$t=1, df=7$	Control vs. 30	ns	$P > 0.9999$

	Descriptive	Control : -3.75 ± 0.25 (n = 8 mice)				
		30: -3.75 ± 0.25 (n = 8 mice)				
Suppl 8f Sound<br>1 st duration<br>(left)	One-way ANOVA	F=10.96,<br>P =<br>0.0006	Tukey's test	Control vs. 5-HT	***	<i>P</i> adj =<br>0.0006
				Control vs. SB269970	ns	<i>P</i> adj =<br>0.6058
				5-HT vs. SB269970	**	<i>P</i> adj = 0.006
	Descriptive	Control :17 ± 2.726 (n = 8 mice)				
		5-HT :33.13 ± 2.961 (n = 8 mice)				
		SB269970 :20.50 ± 1.871 (n = 8 mice)				
Suppl 8f Sound<br>Total duration<br>(right)	One-way ANOVA	F=48.31,<br>P <<br>0.0001	Tukey's test	Control vs. 5-HT	***	<i>P</i> adj <<br>0.0001
				Control vs. SB269970	ns	<i>P</i> adj =<br>0.1009
				5-HT vs. SB269970	***	<i>P</i> adj <<br>0.0001
	Descriptive	Control :54.5 ± 2.291 (n = 8 mice)				
		5-HT :146.6 ± 10.73 (n = 8 mice)				
		SB269970 :75.75 ± 4.905 (n = 8 mice)				
Suppl 8g Elect.<br>1 st duration<br>(left)	One-way ANOVA	F=25.54,<br>P <<br>0.0001	Tukey's test	Control vs. 5-HT	***	<i>P</i> adj <<br>0.0001
				Control vs. SB269970	*	<i>P</i> adj =<br>0.0263
				5-HT vs. SB269970	***	<i>P</i> adj =<br>0.0009
	Descriptive	Control :19.38 ± 2.507 (n = 8 mice)				
		5-HT :59.88 ± 5.709 (n = 8 mice)				
		SB269970 :35.5 ± 3.157 (n = 8 mice)				
Suppl 8g Elect.<br>Total duration<br>(right)	One-way ANOVA	F=66.08,<br>P <<br>0.0001	Tukey's test	Control vs. 5-HT	***	<i>P</i> adj <<br>0.0001
				Control vs. SB269970	ns	<i>P</i> adj =<br>0.1628
				5-HT vs. SB269970	***	<i>P</i> adj <<br>0.0001
	Descriptive	Control :76.58 ± 8.111 (n = 8 mice)				
		5-HT :208.1 ± 8.875 (n = 8 mice)				
		SB269970 :99.75 ± 8.916 (n = 8 mice)				
Suppl 8h TMT 1<br>st duration (left)	One-way ANOVA	F=31.72,<br>P <<br>0.0001	Tukey's test	Control vs. 5-HT	***	<i>P</i> adj <<br>0.0001
				Control vs. SB269970	*	<i>P</i> adj =<br>0.1096

				5-HT vs. SB269970	***	<i>P</i> adj < 0.0001
	Descriptive	Control :18.88 ± 2.287 (n = 8 mice)				
		5-HT :42.50 ± 2.478 (n = 8 mice)				
		SB269970 :25.38 ± 1.647 (n = 8 mice)				
Suppl 8h TMT<br>Total duration<br>(right)	One-way ANOVA	F=50.59,<br>P < 0.0001	Tukey's test	Control vs. 5-HT	***	<i>P</i> adj < 0.0001
				Control vs. SB269970	**	<i>P</i> adj = 0.0021
				5-HT vs. SB269970	***	<i>P</i> adj < 0.0001
	Descriptive	Control :56.38 ± 4.395 (n = 8 mice)				
		5-HT :147.6 ± 9.492 (n = 8 mice)				
		SB269970 :92.38 ± 3.982 (n = 8 mice)				
	Suppl 9c Pupil<br>diameter	One-way ANOVA	F=60.54,<br>P < 0.0001	Tukey's test	Control vs. 40 min	***
Control vs. 120 min					**	<i>P</i> adj < 0.0001
40 min vs. 120 min					*	<i>P</i> adj = 0.0108
Descriptive		Control :0.7913 ± 0.08209 (n = 6 mice)				
		40 min :1.733 ± 0.05721 (n = 6 mice)				
		120 min :1.437 ± 0.03839 (n = 6 mice)				
Suppl 9e Pupil<br>diameter		One-way ANOVA	F=0.093<br>74, P = ns	Tukey's test	Control vs. 40 min	ns
	Control vs. 120 min				ns	<i>P</i> adj = 0.9683
	40 min vs. 120 min				ns	<i>P</i> adj = 0.9029
	Descriptive	Control :0.7913 ± 0.08209 (n = 6 mice)				
		40 min :1.733 ± 0.05721 (n = 6 mice)				
		120 min :1.437 ± 0.03839 (n = 6 mice)				
	Suppl 10d Pupil<br>diameter	One-way ANOVA	F=50.35,<br>P < 0.0001	Tukey's test	Control vs. Light on	***
Control vs. Light off					*	<i>P</i> adj = 0.0148
Light on vs. Light off					***	<i>P</i> adj < 0.0001
Descriptive		Control :0.8963 ± 0.04957 (n = 8 mice)				
		Light on :1.544 ± 0.03732 (n = 8 mice)				
		Light off :1.1 ± 0.05179 (n = 8 mice)				

	One-way ANOVA	F=0.098<br>20, P =<br>ns	Tukey's test	Control vs. Light on	ns	<i>P</i> _{adj} =<br>0.9074
				Control vs. Light off	ns	<i>P</i> _{adj} =<br>0.9417
				Light on vs. Light off	ns	<i>P</i> _{adj} =<br>0.9955
	Descriptive	Control :0.8825 ± 0.04431 (n = 8 mice)				
		Light on :0.8650 ± 0.01793 (n = 8 mice)				
Light off :0.8688 ± 0.01757 (n = 8 mice)						
Suppl 10e Pupil increase duration	unpaired <i>t</i> -test (Two-tailed)	t=35.26, df=14	hChR2 vs. mCherry	***	<i>P</i> < 0.0001	
	Descriptive	hChR2 : 181.8 ± 5.112 (n = 8 mice)				
		mCherry : 1 ± 0.378 (n = 8 mice)				
Suppl 11a htr1aa	unpaired <i>t</i> -test (Two-tailed)	t=8.037, df=10	WT vs. <i>htr1aa</i> ^{-/-}	***	<i>P</i> < 0.0001	
	Descriptive	WT : 1.001 ± 0.0326 (n= 3 technical replicates of 20 pooled fish)				
		<i>htr1aa</i> ^{-/-} : 0.7124 ± 0.01519 (n= 3 technical replicates of 20 pooled fish)				
Suppl 11b htr2ab	unpaired <i>t</i> -test (Two-tailed)	t=5.679, df=10	WT vs. <i>htr2ab</i> ^{-/-}	***	<i>P</i> = 0.0002	
	Descriptive	WT : 1.017 ± 0.08323 (n= 3 technical replicates of 20 pooled fish)				
		<i>htr2ab</i> ^{-/-} : 0.3737 ± 0.07678 (n= 3 technical replicates of 20 pooled fish)				
Suppl 11c htr4	unpaired <i>t</i> -test (Two-tailed)	t=10.49, df=10	WT vs. <i>htr4</i> ^{-/-}	***	<i>P</i> < 0.0001	
	Descriptive	WT : 1.003 ± 0.03314 (n= 3 technical replicates of 20 pooled fish)				
		<i>htr4</i> ^{-/-} : 0.5898 ± 0.02124 (n= 3 technical replicates of 20 pooled fish)				
Suppl 11d htr7a	unpaired <i>t</i> -test (Two-tailed)	t=8.868, df=10	WT vs. <i>htr7a</i> ^{-/-}	***	<i>P</i> < 0.0001	
	Descriptive	WT : 1.002 ± 0.02638 (n= 3 technical replicates of 20 pooled fish)				
		<i>htr7a</i> ^{-/-} : 0.5256 ± 0.04676 (n= 3 technical replicates of 20 pooled fish)

# Supplementary material for: Serotonergic modulation of vigilance states in zebrafish and mice
**Source:** Nat Commun. 2024 Mar 22;15:2596. doi: 10.1038/s41467-024-47021-0
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Information

Description of Additional Supplementary Files

File Name : Supplementary Movie 1

Description: CAS induced vigilance behavior in zebrafish compared to that seen with water administration. The timeline is shown on top of the tank in the video with two-minute animal behavior recording before water/CAS injection, water/CAS injection and two-minute recording after water/CAS injection.

File Name : Supplementary Movie 2

Description: The volumetric imaging of the whole dorsal pallium in six layers showing the synchronized neuronal oscillations after CAS application in zebrafish. Neuron positions and calcium oscillation traces are indicated in pink. Recording time 7 min, playing speed 7.5X.

File Name : Supplementary Movie 3

Description: Abolition of CAS-induced vigilance behavior in *htr7a^{-/-} vglut2a:DsRed* zebrafish but not in *htr7a^{+/+} vglut2a:DsRed* zebrafish. The timeline is shown on top of the tank in the video with two-minute animal behavior recording before CAS injection, CAS injection and two-minute recording after CAS injection.

File Name : Supplementary Movie 4

Description: Optogenetic stimulation of 5-HT neurons generated vigilance behavior in *tph2:ChR2-mCherry* zebrafish compared with *tph2:mCherry* zebrafish. The timeline is shown on top of the tank in the video with two-minute animal behavior recording before light on, two-minute recording with light on and two-minute recording after light on.

File Name : Supplementary Movie 5

Description: Persistent optogenetic stimulation but not pulsed optogenetic stimulation of DRN 5-HT neurons induced locomotor-restricted behavior in pAAV-Ef1a-DIO-hChR2-mCherry transfected Slc6a4-Cre mice. The timeline is shown on top of the video with five-minute animal behavior recording before light on, two-minute recording with pulsed or persistent light stimulation and five-minute recording after light on. Playing speed 3X.

# Supplementary material for: Serotonergic modulation of vigilance states in zebrafish and mice
**Source:** Nat Commun. 2024 Mar 22;15:2596. doi: 10.1038/s41467-024-47021-0
**Supplement:** Supplementary file 9 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (<i>n</i>) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i>) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give <i>P</i> values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☐	☒ Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i>), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	Clampex v10.7.0.3, SciScan 1.3, CoreView software v2.1.0.33,ZebraZoom v1.17,Smart V3.0,Oculomatic Pro 1.9.7
Data analysis	Prism 9.0 Fiji v1.53c, Matlab R2018a v9.4, Clampfit v10.6,Photoshop CC 2018,Premiere Pro CC 2018,NeuroExplorer 5,Spike2 7.2,edgeR (v 3.14.0),Offline Sorter x64 V4

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Raw and processed RNA-seq data generated in this study are deposited into the GEO database with accession number GSE253039. Source data are provided with this paper.

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender N/A

Reporting on race, ethnicity, or other socially relevant groupings N/A

Population characteristics N/A

Recruitment N/A

Ethics oversight N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

How the deposited data were processed for this re-analysis (not part of the article)

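Single neurons of the Dc region of the zebrafish pallium were grouped by the authors as synchronized or non-synchronized from their calcium activity after CAS, and 10 libraries of each group were sequenced. The paper describes TruSeq stranded mRNA libraries, while Fig. 4g names Smart-seq2. The authors deposited raw counts per gene, not normalized, of 18820 genes for all 20 libraries. The genome build, danRer11, and edgeR 3.14.0 come from the submitters' processing notes, and the aligner and counting program are not given in the sources used here. Gene names were taken from the deposited table, in which 58 genes have no name and 515 share a name with another gene; 95.2% of the gene IDs occur in the reference gene names.

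CPM values were computed from the deposited counts with the library's total. The main value of a gene was the mean CPM over the cells of a group, with its SD and the number of cells with at least 1 count, and the log2 ratio of the group means after adding 1 CPM to each. The htr7a log2 ratio rests on that added CPM and is not a bound. Intervals are exact at 95% (Poisson for summed counts, Clopper-Pearson for shares of cells), and the floor for a count of 0 was 3 counts. Libraries with fewer than 100000 counts or 1000 genes were to be left out in an alternative, and 0 libraries were. Pairs of libraries that share a label number within a group, synchronized 4 and 4-1 and non-synchronized 10 and 10-1, had a chi-square per degree of freedom of 131 and 193, against 79.6 to 335 in the other 88 pairs within a group, and were counted as separate cells.

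The 25 gene lists, with 400 genes, were fixed before the data were examined; 73 of these were not found by symbol. A member was measured with a mean CPM of at least 1 over all libraries. The median difference in mean log2(CPM + 10) was set beside 10000 random lists of the same size from 20 bins of expression. The median difference of all 14404 measured genes was 0.11 with library totals, 0.07 with TMM, 0.03 with poscounts size factors and 0.28 with log2(CPM + 1). Named genes were every gene of Fig. 4h and of the paper's text on this experiment, up to 4 list members with the largest difference, and 12 genes per direction with the largest difference in mean log2(CPM + 10). The last were taken among 6955 genes with a symbol, a mean of at least 10 CPM and counts in at least 7 cells of the higher group, of which 4547 kept their direction with any 1 cell left out and in summed counts. The text gives values for some of these genes only, and 1 of them is not reported here. On simulated counts of 9262 genes with 200 changed 8-fold, 98.5% of the changed genes had the right direction of the log2 ratio. These genes had a mean of at least 10 CPM, and smaller changes, such as those of slc17a6a and kcnn3, were not simulated.

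Alternatives fixed before the data were examined were TMM and poscounts scaling, summed counts, totals without low-expression or mitochondrial genes, medians and means of logs, averaging or leaving out libraries by label number or suffix, each library left out in turn, a minimum of 5 counts for detection, and thinning to 795838 counts in 100 draws. Others were chosen after seeing the data: edgeR's RLE, upper-quartile and TMMwsp scaling, totals and TMM over genes above 1 CPM in at least 1, 2, 5 or 10 libraries, tried while looking at gad1b and gad2 beside Fig. 4h, and leaving out the 7 libraries with over 1000 summed CPM of microglia or red blood cell genes. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0 were used; edgeR and DESeq2 gave scaling factors only.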

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

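The items tested for a cell far from the others, the range of random lists that singled out a list, and the tests of cell 4-1 were all chosen after the values were seen. In 8 of 22 groups of cells, 1 library stood apart from the other 9 by more than 0.466 of the range. Chance gives this in about 1 in 20 groups of normally distributed values, a rate that does not hold for skewed CPM values with many at 0, and some of the items overlap.

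Among the non-synchronized cells, cell 5 stood apart in slc17a7a (132 CPM, others at most 60.0), cell 15 in slc17a6a (582 CPM, others at most 265) and in the glutamate transporter sum (695 CPM, others at most 329.7), and cell 18 in kcnn3 (389 CPM, others at most 143). In non-synchronized cell 17 the 10 most abundant genes took 14.8% of the counts (others at most 8.70%) and mitochondrial genes 13.7% (others at most 5.66%). Mitochondrial genes took 14.0% of the counts of synchronized cell 4 (others at most 8.21%).

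Synchronized cell 4-1 had a GABA gene sum of 683 CPM, against at most 13.0 in the other synchronized cells. Its glutamate transporter sum of 233 CPM lay above the lowest of the other synchronized cells, 165. Non-synchronized cells 5 and 13 held more, 330 and 325 CPM, beside GABA sums of 4424 and 750 CPM. RNA of a GABAergic cell in the library of a glutamatergic cell could give the values of cell 4-1. So could 1 cell that holds both sets, and the sum cannot tell these apart. A wrong label cannot be told apart from a mixed library either. The library held 9 htr7a counts where the 10 non-synchronized libraries held 0, which goes against a wrong label. But 9 counts of 1 gene are few and would also come with RNA of a second cell. No biological explanation was tested.

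Gene lists that the paper does not discuss lay outside 95% of random lists in 10 of 19 cases, as median differences in mean log2(CPM + 10). The limits are those of random lists over all cells. Random lists draw genes separately, while members of a list can be high together in the same cells. A list can then pass the limits through few cells. The 10 of 19 is therefore not a count of differences between the groups. With 1 cell left out, several of these medians fell short of them, as given below. Of 10 transcription factor genes of pallial excitatory neurons, 8 were higher in synchronized cells (0.91; 1.38 without synchronized cell 4, 0.56 without non-synchronized cell 18), among them neurod2 at 354 ± 219 and 185 ± 176 CPM. All 8 of the GABAergic lineage were higher in non-synchronized cells (-1.17), among them dlx5a at 11.2 ± 34.4 and 302 ± 431 CPM (1129.7-fold without synchronized cell 20); without the 7 libraries rich in microglia or blood genes, an alternative chosen after seeing the data, 6 of 8 were and the median was -0.68. Of 7 interneuron subclass markers, 6 were higher in non-synchronized cells (-0.85; -0.26 without non-synchronized cell 18, -1.55 without the 7 libraries). Of 7 neuropeptide genes, 5 were (-0.55; 3 of 7 without non-synchronized cell 18, 6 of 7 and -0.97 without the 7 libraries), while adcyap1b averaged 3353 ± 1108 CPM in synchronized and 1501 ± 1173 CPM in non-synchronized cells. Of 15 ionotropic glutamate receptor genes, 10 were higher in synchronized cells (0.66; 0.38 without synchronized cell 5, 0.36 and 0.41 without non-synchronized cells 17 and 18), and gria1a averaged 643 ± 369.5 and 347 ± 271 CPM. Of 6 genes of other transmitter systems, 5 were higher in non-synchronized cells (-0.28, or -0.18 without non-synchronized cell 5 or 10-1, and 4 of 6 and -0.44 without the 7 libraries). The pallial list fell short of its limit of 0.634 without non-synchronized cell 18 or 22. Without non-synchronized cell 18, the interneuron list fell short of -0.415 and the neuropeptide list, at -0.44, of -0.465. The glutamate receptor list fell short of 0.577 without synchronized cell 4-1, 5 or 22 or non-synchronized cell 17, 18 or 19-1. The list of other transmitter systems, at -0.279 beside a limit of -0.277, fell short with most of the cells left out singly.

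Of 24 activity-regulated genes, 19 were higher in the non-synchronized cells (-0.50; -0.23 without non-synchronized cell 13), with junba at 209.7 ± 241 and 698 ± 596 CPM; without the 7 libraries, 16 were and the median was -0.12. Of 13 stress response genes, 11 were higher in non-synchronized cells (-0.31), and without the 7 libraries 8 were and the median was -0.54. All 10 microglia and leukocyte genes were higher in non-synchronized cells (-0.30), and 2 of 10 without the 7 libraries, which include the 3 with the highest sums by construction. Of 9 progenitor genes, 8 were higher in non-synchronized cells (-0.27, or 5 of 9 and -0.17 without non-synchronized cell 6). The lower limit from random lists over all cells was -0.252. The progenitor median fell short of it without non-synchronized cell 6, without synchronized cell 4, 5 or 6 (-0.230) and without synchronized cell 22 (-0.250).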

How the results depend on the processing

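Of 32 genes of Fig. 4h, 18 kept the direction of the log2 ratio under every alternative fixed before the data were examined and with any 1 cell left out, 11 turned, and htr1aa, htr7c and hcn4l were at 0 with median CPM. The label numbers found in both groups (5, 6 and 22) are not said to mark a shared fish, and their libraries deviated together with correlations of 0.0012 to 0.096, against -0.15 to 0.16 in the other 97 pairs across groups. The replicate block on these 3 numbers, a mean difference in log2(CPM + 10) chosen after seeing the data, gave 1.32 for slc17a7a (-3.52 in number 5), 3.15 for slc17a6a, -3.34 for gad1b, 1.35 for htr7a and 1.61 for kcnn3. The fish of origin is not named, so differences between fish and between groups were not separated, and 10 cells per group leave wide intervals for shares of cells. The yardstick for a moved value was the SD of log2(CPM + 10) between cells, chosen after seeing the data, and the causes were not tested except where stated.

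Among the 5 genes of the text, the log2 ratio of slc17a7a (1.63) was 5.08 with median CPM. That of gad1b (-3.49) was -1.30 and -2.40 as a mean of log2(CPM + 10) and log2(CPM + 1), and that of htr7a (5.59) was 1.81 and 4.06, where the larger added value by construction shrinks genes with many cells at 0. With upper-quartile scaling, chosen after seeing the data, gad1b was -5.71 and slc17a6a turned to -0.87. This scaling put the effective size of non-synchronized library 15, with few genes detected, at 107455 against a total of 1131532. It put non-synchronized 6 and synchronized 5 at 268637, against totals of 2496720 and 1272118. The same scaling turned glsl to -0.73, scn1lab to -0.30, cacna1ha to -0.59, kcnn1a to -1.20, scn8aa to -1.95, htr1d to 1.75 and scn3b to 0.44. It moved slc17a6b to 0.24 and hcn4l to -2.21, nearer to 0, and slc32a1 to -4.71, htr4 to -1.72, htr7c to -5.17, scn1bb to -2.94, scn8ab to -3.91, cacna1g to -3.04, cacna1ib to -3.68 and hcn2b to -2.31, farther from 0. TMMwsp turned htr1d to 0.57. The near-equal scn8aa turned to -0.26 with RLE, -0.19 with TMMwsp and, with TMM or totals over filtered genes, to -0.061, -0.0089, -0.0070 and -0.017.

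Under the alternatives fixed earlier, median CPM turned htr1d to 0.50, scn3b to 0.60 and cacna1ia to 1.11. Means of log2(CPM + 10) turned them to 0.17, 0.26 and 0.35, and of log2(CPM + 1) to 0.49, 0.66 and 1.14. Summed counts turned cacna1ia to 0.30. scn8aa was -0.0020 with TMM, -0.17 with poscounts, -0.15 with same-number libraries averaged and -0.28 without libraries with a suffix. Averaging turned htr4 to 0.44; leaving out suffixed libraries turned htr4 to 1.47, scn4ba to -1.98, scn5lab to -2.42 and hcn2b to 0.86. With 1 cell left out, direction turned for htr1d (-2.57 to 3.19, turned by non-synchronized 18), htr2ab (-0.57 to 1.93, synchronized 22), htr4 (-2.18 to 1.19, turned by 10 of the 20 cells, farthest by non-synchronized 10-1), scn1bb (-1.09 to 0.026, non-synchronized 15), scn3b (-1.26 to 2.52, non-synchronized 22), scn5lab (-2.17 to 4.65, synchronized 14-1), scn8aa (-0.22 to 0.78, turned by 10 of the 20 cells, farthest by synchronized 4), cacna1g (-2.02 to 0.010, non-synchronized 15), cacna1ia (-0.75 to 0.98, non-synchronized 18) and hcn2b (-0.97 to 0.51, non-synchronized 19-1).

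Leaving out the 7 libraries rich in microglia or blood genes, chosen after seeing the data, moved gad1b to -1.34, cacna1ib to -1.89 and hcn4l to -2.13, nearer to 0, and gad2 to -8.17, slc32a1 to -6.44, htr1d to -3.34, htr1aa to 4.78, htr2ab to 1.84 and glsl to 2.16, farther from 0. It turned scn3b to 3.2, scn4ba to -0.23, scn8aa to -0.74, kcnn1a to -0.090 and hcn2b to 0.48. Among 8 synchronized cells kept, 8 held htr7a, 8 had the higher glutamate transporter sum and 0 the higher GABA sum. Synchronized cell 4-1 and non-synchronized cells 5, 6, 13 and 22, which had the higher GABA sum, were among those left out. The gad2 and slc32a1 means of the non-synchronized cells kept rested largely on cell 18. List medians turned for sodium channels (-0.0059), GABA-A receptors (0.13), microglia (0.0039) and red blood cells (0.15), the last 2 by construction, and moved for other transmitter systems (-0.44). With log2(CPM + 1) that list was at -0.56, potassium channels at -0.055 and endothelium at 0.024; TMM put potassium channels at -0.044. With a minimum of 5 counts, htr7a and slc17a7a were each detected in 7 synchronized cells in place of 9, and the other numbers of cells with one of the 5 genes fell by at most 1. Thinning left the median number of cells over the draws as it was.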

Differences from the paper's values

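The values of slc17a7a and gad1b differ from those drawn in Fig. 4h. For slc17a7a the paper's bars are at about 140 CPM in synchronized and about 40 CPM in non-synchronized neurons in Fig. 4h, read by eye, and the means here were 61.8 and 19.3 CPM. For gad1b the paper's bars are at about 37 CPM and about 1100 CPM in Fig. 4h, read by eye, and the means here were 2.47 and 38.1 CPM. All 8 alternatives fixed before the data were examined that give a mean or summed CPM left each of these 4 values apart from the paper's, as did the 12 chosen after seeing the values. In both genes the direction is that of the paper.

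The paper's bars for gad2 and slc17a6b in Fig. 4h also differ from the values here in size. The SD between cells does not measure this difference, since both sets of values describe the same libraries. For the 4 genes, 0 of 8 group means lay within 1.25-fold of the paper's bars as labelled, and 8 of 8 did when gad1b was set beside gad2 and slc17a7a beside slc17a6b. For the other genes, 40 of 40 values of at least 10 CPM lay within 1.25-fold, the largest ratio being 1.14 with library totals and 1.07 with TMM.

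In its text the paper proposes that non-synchronized neurons are mainly GABAergic. Here the GABA gene sum was the higher one in 5 of 10 non-synchronized cells, while gad1b, gad2 and slc32a1 each had the higher mean in that group. Of the other non-synchronized cells, 10 and 17 had a glutamate transporter sum below that of every synchronized cell. In its text the paper restricts htr7a to synchronized neurons, and 0 of 10 non-synchronized cells held a count here.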

Other observations

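The tests of explanations reported here were chosen after the result was seen. Among genes with the largest differences, chosen by a rule fixed before the data were examined, those higher in synchronized neurons were fstl1b, arhgap4a, fat1b, wdr24, ppp1r14aa, efna1b, baiap3, pde7a, hk1, si:ch211-239j9.1, kcnab2b and ano5b. The rule kept only genes whose direction held with any 1 cell left out, so a stable direction is no separate support. Differences picked as the largest of many also tend to be overstated. hk1, a hexokinase of glycolysis, was detected in 10 and 9 cells at 291 ± 107 and 74.1 ± 71.7 CPM, 3.93-fold (3.54 to 4.66 with any 1 cell left out). pde7a, a phosphodiesterase that degrades cAMP, averaged 162 ± 153 and 30.4 ± 53.7 CPM (9.13-fold without non-synchronized cell 10-1), and kcnab2b, a potassium channel beta subunit, averaged 208 ± 213 and 24.8 ± 41.5 CPM (13.8-fold without non-synchronized cell 13). Higher in non-synchronized neurons were nat8l, gad2, gpc6a, tox, xpo1b, tshz1, smc1a, arpp19b, pkib, bola3, arpp21 and hivep1. nat8l, the enzyme that makes N-acetylaspartate, averaged 28.7 ± 48.1 and 463 ± 375 CPM, 16.2-fold (26.6-fold without synchronized cell 5). tox, a transcription factor, averaged 124 ± 184 and 717 ± 602 CPM (10.1-fold without synchronized cell 14-1).

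Of 23 pan-neuronal genes, 10 were higher in synchronized cells (median difference -0.08, percentile 13.4), and of 14 GABA-A receptor genes 6 were (-0.08, percentile 16.2), with medians of -0.20 to -0.0016 and of -0.22 to 0.06 with 1 cell left out. Of 12 radial glia genes, 7 were higher in non-synchronized cells (-0.20, percentile 4.69; -0.11 and -0.13 without non-synchronized cells 10 and 17), as were 6 of 7 red blood cell genes (-0.24, percentile 6.85; -0.76 and -0.53 without synchronized cells 5 and 4-1, 0.13 and -0.0038 without non-synchronized cells 5 and 6). Higher in synchronized cells were 6 of 8 oligodendrocyte genes (0.18, percentile 64.8; -0.24, 0.11 and 0.05 without synchronized cells 4-1, 4 and 9) and 6 of 7 genes of skin and meninges (0.22, percentile 74.9; -0.01 and 0.08 without synchronized cells 5 and 4, 0.34 without non-synchronized cell 13), and 2 of 4 endothelial genes were higher in each group (-0.02, percentile 34.2; -0.16 to 0.11). All these medians lay inside 95% of random lists. Without the 7 libraries rich in microglia or blood genes, an alternative chosen after seeing the data, the medians were -0.19 for pan-neuronal genes, 0.13 for GABA-A receptors, -0.06 for radial glia, 0.08 for oligodendrocytes, -0.06 for endothelium, 0.15 for red blood cells and 0.0088 for skin and meninges.

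htr7a counts were found in synchronized cells and in none of the 10 non-synchronized ones. A lower depth of the non-synchronized libraries is argued against, since their median total count was 2338582 against 1873458 in the synchronized ones. Their median number of genes with a count was lower, at 8322 against 9066.5, so total counts alone do not settle how completely each cell was read. Reads of htr7a counted for its paralog htr7c are argued against in 6 non-synchronized cells, which held neither gene. In the other 4, which held htr7c and no htr7a counts, such miscounting is argued against too, since 5 of 6 synchronized cells with at least 20 htr7a counts held 0 htr7c counts, though a variant of htr7a in some fish was not tested. Also open is whether the cells came from few fish, so a difference between fish and one between cell groups remain possible explanations, neither of which these counts can separate.

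The exchange of gad1b with gad2 and of slc17a7a with slc17a6b between Fig. 4h and the deposited counts was tested in 2 ways. In the reference gene names, 0 of the 4 gene IDs carry the name of the other gene of the pair and 4 of 4 carry their own, which argues against exchanged names in the deposited counts. For another normalization, the mean CPM of the non-synchronized cells was compared over all settings tried. The highest of gad1b was 132 (upper-quartile scaling, chosen after seeing the data), where gad2 was at 2994. The lowest of gad2 was 460, from leaving out the 7 libraries, which is not a normalization. A scaling multiplies both genes of a cell by the same factor, so this outcome was largely fixed in advance. Which of the labels in the figure was used for which gene was not tested.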
